# Light-Seq: light-directed in situ barcoding of biomolecules in fixed cells and tissues for spatially indexed sequencing

**DOI:** 10.1038/s41592-022-01604-1

**Published:** 2022-10-10

**Authors:** Jocelyn Y. Kishi, Ninning Liu, Emma R. West, Kuanwei Sheng, Jack J. Jordanides, Matthew Serrata, Constance L. Cepko, Sinem K. Saka, Peng Yin

**Keywords:** Gene expression analysis, Fluorescence imaging, RNA sequencing, Visual system, Transcriptomics

## Abstract

We present Light-Seq, an approach for multiplexed spatial indexing of intact biological samples using light-directed DNA barcoding in fixed cells and tissues followed by ex situ sequencing. Light-Seq combines spatially targeted, rapid photocrosslinking of DNA barcodes onto complementary DNAs in situ with a one-step DNA stitching reaction to create pooled, spatially indexed sequencing libraries. This light-directed barcoding enables in situ selection of multiple cell populations in intact fixed tissue samples for full-transcriptome sequencing based on location, morphology or protein stains, without cellular dissociation. Applying Light-Seq to mouse retinal sections, we recovered thousands of differentially enriched transcripts from three cellular layers and discovered biomarkers for a very rare neuronal subtype, dopaminergic amacrine cells, from only four to eight individual cells per section. Light-Seq provides an accessible workflow to combine in situ imaging and protein staining with next generation sequencing of the same cells, leaving the sample intact for further analysis post-sequencing.

## Abstract (web summary)

Light-Seq uses light-directed DNA barcoding in fixed cells and tissues for multiplexed spatial indexing and subsequent next generation sequencing. This approach blends spatial and omics information to enable analysis of rare cell types in complex tissues.

## Main

To comprehensively understand the cellular states that drive biological function and pathology, it would be ideal to combine optical characterization and imaging-based screening of fixed cells and tissues with omics-level profiling by next generation sequencing (NGS).

Recent applications that focus on integrating imaging with transcriptomic measurements of the same individual cells rely largely on physical dissociation and sorting of cells using opto- or microfluidics before, after or during imaging^1–4^. Alternative methods rely on photoconversion of fluorescent proteins in selected live cells for later sorting^5–7^, or photoactivation of messenger RNA capture moieties followed by physical aspiration of target live cells for transcriptomic analysis^8^. These approaches typically require live imaging of cells and extraction of a limited number of visual features before pooling or single-cell sorting of dissociated cells for sequencing. In these cases, the spatial information or the original location of the cell is typically lost or is not relevant.

In an effort to preserve spatial information and morphology, particularly in tissues, recent spatial transcriptomic methods aim to profile cells in situ^9,10^. Employing various modes of DNA barcoding, spatial omics approaches aim to spatially index either a two-dimensional capture surface (Slide-Seq^11,12^, HDST^13^, Seq-Scope^14^, Stereo-Seq^15^, Sci-Space^16^) or the biomolecules directly. In the latter case, barcode sequences can be incorporated onto biomolecules through in situ hybridization (ISH) of combinatorially barcoded probes, or enzymatically by reverse transcription (RT) or ligation (for example, after microfluidic delivery of the barcodes into defined sample positions as in DBIT-Seq^17^). These barcodes can then be read out in situ by iterative imaging (for example, SeqFISH^18^ or MERFISH^19^, HybISS^20^), by in situ sequencing (FISSEQ^21^, CARTANA^22^) or by ex situ sequencing after they are retrieved from the sample (DBIT-Seq^17^, IGS^23^). Alternative approaches have used spatially restricted (1) iterative photo-cleavage and collection of ISH probe barcodes from target regions of interest (ROIs) (DSP^24^) or (2) collection of target cells themselves by selective immobilization^25^, suction^26^ or laser capture microdissection^27^ for subsequent barcoding and sequencing.

Existing spatial profiling methods currently rely on one or several of expensive instrumentation (closed box systems costing $100,000–1,000,000, high-end custom microscopes or fluorescence sorters), complex multi-round optical deconvolution of barcoded arrays or barcode sequences in situ and custom microfluidics systems or arrays with rigid sample format restrictions. Many of these methods also use targeted ISH probes rather than whole transcriptome sequencing or are partially or completely destructive to the sample. This creates a high need for accessible and scalable visual selection methods that can directly link multi-dimensional and high-resolution cellular phenotypes (including morphology, protein markers, spatial organization) to transcriptomic profiles for diverse sample types. Recent methods in this direction have adopted an ultraviolet (UV)-uncaging approach to allow spatial barcoding of RNAs (PIC^28^) or whole cells (via DNA-barcoded antibodies or lipids as in ZipSeq^29^), but the connection to the sequencing output requires destruction of the samples.

Here, we present a different paradigm, named Light-Seq, for light-directed in situ spatial barcoding of target molecules in desired ROIs for ex situ NGS without sample destruction (Fig. 1). We achieve this by two innovations: (1) Building on our previous work of light-controlled rapid crosslinking of nucleotides^30^, we utilize an ultrafast crosslinking chemistry^31^ and parallelized photolithography^32^ for light-controlled enzyme-free covalent attachment of pre-designed barcode sequences onto biomolecules in situ. (2) Developing a cross-junction synthesis reaction to integrate DNA barcodes onto biomolecules for ex situ sequencing. We combine this barcoding strategy with a nondestructive workflow to enable imaging and whole transcriptome sequencing of selected cells in fixed samples with the possibility to revisit the sample for further assays such as protein stainings. We benchmark and demonstrate the applicability of Light-Seq on mixed cell cultures and mouse retina tissue sections, and utilize the approach for rare cell transcriptomics, where we identify biomarkers for the very rare dopaminergic amacrine cells (DACs) in the mouse retina.

**Fig. 1:**
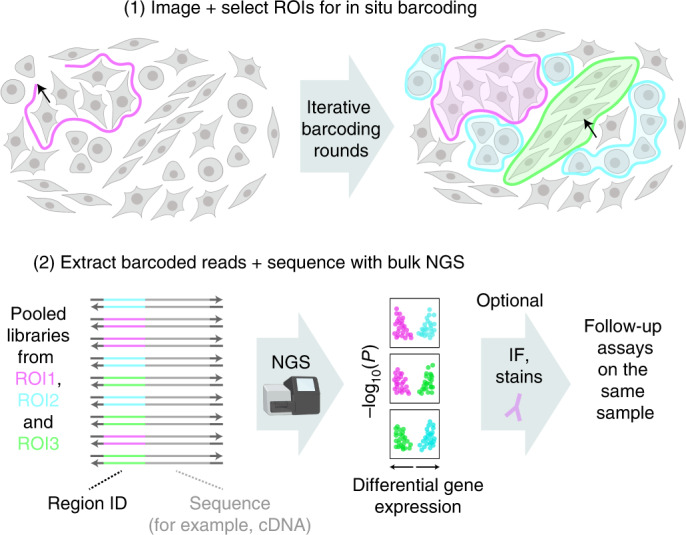
Light-Seq overview. Light-Seq enables selective barcoding of custom selected cells or tissue regions in situ for transcriptomic sequencing. Step (1): Target ROIs can be selected based on phenotypic factors including spatial location, morphology or protein biomarkers in automated or manual fashion after imaging. Custom selection allows large or small regions, and contiguous or disjointed cell groups to be flexibly labeled by photocrosslinking of DNA barcodes, which are then converted into sequenceable indices. For multiplexed targeting of different cell groups or regions, the process can be iterated using different barcode sets. Step (2): After light-directed labeling, barcoded cDNAs are released and prepared into pooled sequencing libraries which are read by standard NGS platforms. The obtained profiles can be analyzed to identify differentially expressed genes. Optionally, the same sample can be revisited after sequencing to perform follow-up assays, such as high-resolution imaging, morphology or protein labeling.

## Results

### Light-Seq overview and barcoding chemistry

Light-Seq employs a light-controlled DNA barcode attachment strategy to enable custom indexing of ROIs in imaged samples. To achieve this capability, we use barcode strands that contain the ultrafast photocrosslinker 3-cyanovinylcarbazole nucleoside (CNVK)^31^. Hybridized CNVK can form an interstrand crosslink upon short UV illumination (Fig. 2a). Our general strategy is to hybridize CNVK-containing barcodes to complementary docking sequences and then direct UV light to an ROI to photocrosslink the barcode strands only in that area, and then wash away noncrosslinked barcode strands. This process can be iteratively performed to label multiple ROIs with orthogonal barcode strands.

**Fig. 2:**
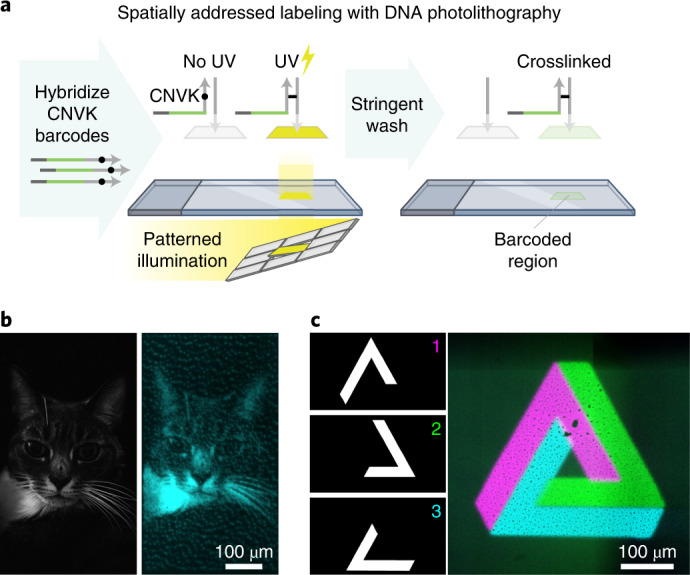
Light-controlled DNA photocrosslinking. **a**, Schematic for light-directed barcode attachment on glass slides. Biotinylated single-stranded DNA oligos are immobilized onto glass surfaces with biotin–streptavidin binding. Fluorescent barcode strands containing a CNVK moiety in the complementary domain are hybridized to these immobilized oligos. Target pixels corresponding to ROIs in the field of view are UV-illuminated in a parallelized fashion using a DMD to photocrosslink the barcodes in a photomask pattern. Uncrosslinked strands are removed by stringent washes, which reveals the encoded barcode pattern in fluorescence. **b**, Custom patterning (right) achieved by using a cat photo (left) to create a binary photomask and photocrosslinking the fluorescent CNVK-containing barcode strands onto a functionalized glass slide. **c**, Iterative photocrosslinking using three photomasks (left) that define three ROIs to attach three orthogonal barcode strands onto a DNA-coated glass slide, forming a Penrose triangle (right).

To set up the Light-Seq platform, we optimized the crosslinking exposure time and light intensity and found that 1–10 s produced efficient crosslinking, similar to previous in vitro results^33^. To create custom photomasks in a parallelized manner, we use a digital micromirror device (DMD)^34^ attached to a standard widefield imaging setup. Using a ×10 objective, a single mirror in our DMD setup can yield a practical resolution <2 µm based on estimating the full-width at half-maximum on a dot array (Extended Data Fig. 1a,b). We first validated the barcoding chemistry in vitro on a glass surface coated with immobilized DNA strands. By adding fluorescently labeled barcode strands and using custom photomasks (for example, of a cat) to crosslink them to the surface, we were able to create patterns with a single barcode strand (Fig. 2b) or use sequential rounds of barcoding with unique strands to pattern multiple regions on the same slide, such as the three-color Penrose triangle (Fig. 2c). Although we primarily use 365-nm light-emitting diode (LED) epi-illumination with a DMD for the UV crosslinking step, we also demonstrated subcellular spatial labeling with a 405-nm laser^30^ on a confocal point-scanning microscope (Extended Data Fig. 1c–g). The laser-scanning system offers higher resolution and contrast but is slower than the DMD and LED illumination.

Next, to read out the sequence of target DNAs with their corresponding crosslinked barcode sequences by NGS, the crosslinked bases must be addressed without loss of either the barcode identity or the barcoded sequence. To this end, we developed a cross-junction synthesis reaction to copy both the barcoded DNA sequence and barcode into a new single strand of DNA without a crosslink (Fig. 3a). For this we use a strategy similar to our previously developed Primer Exchange Reaction (PER)^35^. We use a primer with a strand displacing polymerase that copies a new strand until it is halted at the crosslink point. We designed the sequences around the crosslink to have an identical domain so that the extended primer can reach across the junction and be templated on the opposing strand through a branch migration^36–38^ competition between two identical domains. The single-stranded DNA product of this cross-junction reaction can then be amplified and read out with standard NGS pipelines.

**Fig. 3:**
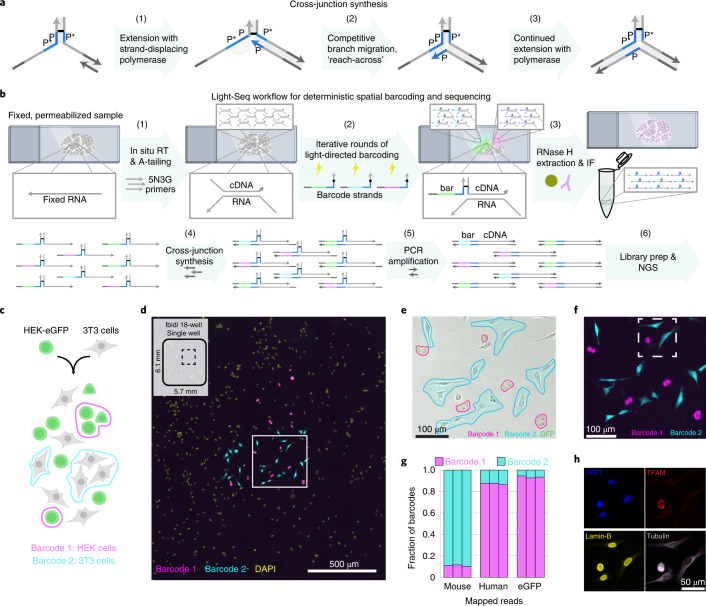
Cross-junction synthesis and full in situ protocol with validation on cell mixtures. **a**, Design of the cross-junction synthesis reaction. First, a primer extends the new strand until the stopper (step 1). Next, the extended primer P domain competes with the identical P domain on the opposite template through branch migration, similar to our previously developed Primer Exchange Reaction (PER)^35^ (step 2). Once displaced, the synthesized P domain (blue) primer can bind across to form a three-way junction and then continue to be extended (step 3). The P domain is typically 7 nt, which may become 8 nt if the Bst polymerase A-tails. **b**, The Light-Seq workflow for in situ transcriptomic sequencing: (1) RT is performed with random primers containing a 5′ barcode dock site, followed by A-tailing of 3′ cDNA ends. (2) Within each ROI, a unique CNVK-modified DNA barcode strand is UV-crosslinked to the 5′ cDNA dock site. (3) Barcoded cDNAs are extracted using RNase H, which cleaves RNA in RNA–DNA hybrids. (4) The cross-junction synthesis reaction copies the barcode and cDNA sequences into a single strand for (5) PCR amplification and (6) sequencing library preparation and NGS. **c**, Cell mixing tests: eGFP-expressing HEK293 and mouse 3T3 cells were co-cultured and fixed, and cDNAs were labeled with Barcodes 1 and 2, respectively. **d**, A subset of ~25 3T3 (cyan) and ~25 HEK cells (magenta) were barcoded in the whole well of an 18-well chambered coverslip (rectangular area with the dashed line on the schematic marks the size of the stitched image shown in this panel with respect to the area of the whole well), each containing ~4,500 total cells (*n* = 3 technical replicates, representative image shown). All cells were stained with DAPI (yellow) after barcoding. **e**, Brightfield and GFP fluorescence overlaid with ROIs for labeling with Barcodes 1 and 2 (field-of-view is magnification of panel **d**, white square). **f**, Fluorescent image for panel **e** after photocrosslinking Barcodes 1 (magenta) and 2 (cyan). **g**, Portions of reads that mapped to human, mouse or eGFP sequences in a merged human and mouse reference genome, which were respectively labeled with Barcode 1 or 2 (*n* = 3 technical replicates). **h**, After barcoded sequence extraction, the same cells (white square from panel **f**) were stained by IF for Lamin-B (yellow), tubulin (violet) and TFAM (red, human epitope-specific).

### Utilizing Light-Seq for whole transcriptome sequencing

To use Light-Seq for whole transcriptome sequencing, we first perform in situ RT^39^ on fixed and permeabilized cells or tissue sections to synthesize complementary DNA (cDNA) (Fig. 3b, step 1). To label RNAs regardless of polyadenylation, we use a degenerate primer with five N and three G bases on the 3′ end^40^ and a barcode docking site on the 5′ end. After RT, the 3′ ends of the generated cDNAs are A-tailed to create a 3′ handle for ex situ primer binding. A CNVK- and unique molecular identifier (UMI)-containing barcode strand is then hybridized to the 5′ docking site on all cDNAs. We then direct UV light to the ROI to photocrosslink the barcode strands in that area and then wash away noncrosslinked barcode strands. This process can be iteratively performed to label multiple ROIs with orthogonal barcode strands (Fig. 3b, step 2).

After all ROIs have been barcoded, barcoded cDNAs are collected from the sample with a mild RNase H treatment and prepared for sequencing (Fig. 3b, step 3). We then apply our cross-junction synthesis reaction to stitch the cDNAs and barcode sequences together into a single readout strand with one enzymatic reaction step (Fig. 3b, step 4). This direct attachment of spatial barcodes onto transcriptomic sequences allows a straightforward transition to ex situ sequencing of the readout sequences after PCR amplification and NGS library preparation (Fig. 3b, steps 5–6). While developing the protocol, we made several critical design choices to minimize the potential artifacts of the in situ RT reaction that have been previously observed^41–43^, as we discuss in detail in Supplementary Note 1.

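Human HEK cells, an embryonic kidney line used here in a form that carries an eGFP transgene, and mouse 3T3 cells, an embryonic fibroblast line, were cultured together in 3 wells that served as technical replicates. HEK cells received one light-directed barcode and 3T3 cells another, so that each sequenced cDNA could be assigned to the cell type it was copied in. A unique molecular identifier (UMI) in each cDNA allowed PCR copies of the same molecule to be counted once. The authors mapped the reads to the human and the mouse genome separately with STAR, discarded reads with several matches, assigned the rest to the exons of GENCODE genes with featureCounts, collapsed reads that shared a UMI within a gene with UMI-tools and sorted them by exact barcode match. For mouse they also discarded the reads of a ribosomal RNA gene and of a mitochondrial ribosomal RNA gene. The values deposited for each well are UMI counts per human gene under the HEK barcode and per mouse gene under the 3T3 barcode, with the gene length and, for the first sequencing run, TPM (a transcript measure corrected for gene length and library size) and log2(TPM + 1). HEK libraries held 47698, 102551 and 88459 UMIs in wells 1, 2 and 3. The 3T3 libraries of the same wells held 135565, 206187 and 199128 UMIs. The paper gives its depth in reads, whereas every value here rests on deduplicated UMIs. TPM recomputed from the deposited counts and gene lengths differed from the deposited TPM by at most 4.37e-11. Dividing by gene length gives a short gene a high TPM from few UMIs, and discarding reads with several matches lowers the count of genes that have near-identical copies. The libraries of the barcode that did not belong to a species were not analysed here, so no share of wrongly assigned UMIs was computed.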

To validate the capability to select and barcode cells based on phenotypic profiles, we performed a cell mixing experiment where mouse 3T3 cells were mixed with human HEK cells that stably express eGFP (Fig. 3c). We targeted each cell type with distinct barcode sequences (coupled to different fluorophores for visualization purposes) by manually selecting them based on eGFP expression and cellular morphology (Supplementary Figs. 1 and 2). Out of a total of ~4,500 cells in the same well, we barcoded ~25 human and ~25 mouse cells and confirmed the targeted cell type was barcoded correctly by a fluorescent scan (Fig. 3d–f). Sequencing reads were mapped to a merged human and mouse genome, and unique maps were further analyzed. We were able to validate the barcode integration by cross-junction synthesis by matching the reads to our expected sequence output (Supplementary Fig. 3a–c). We observed a good discrimination ratio of mouse and human maps to their respective barcode sequences (89.1 ± 0.7% of mouse reads, 87.3 ± 0.7% of human reads, *n* = 3 technical replicates, mean ± s.d.), and notably 93 ± 0.5% of eGFP reads were correctly attributed to the human-specific barcodes (Fig. 3g). After sequence extraction, we performed multiplexed immunofluorescence (IF) to validate the integrity of the sample for secondary assays (Fig. 3h).

Next, we estimated the abundance of transcripts that Light-Seq can capture. Because the barcoding area of Light-Seq can be arbitrarily set by the user, we chose to normalize the number of transcripts that can be captured with Light-Seq as the number of UMI sequences per ‘unit area’ that was roughly the size of a bead in Slide-Seq^11^ or a barcoded square in DBIT-Seq^17^, which we define as 10 × 10 µm^2^. We obtained the number of UMIs per unit area by estimating the total cell or tissue area that was subject to UV illumination for each barcode based on microscopy images of ROIs via segmentation (Extended Data Fig. 2a) and calculating the average UMI count (for correctly barcoded and uniquely mapped reads) for a 100-µm^2^ barcoded area. At a sequencing depth of ~30 million reads per replicate and with only ~1/2 of the sample amplified for library preparation and sequencing, we observed an average of 1,959 ± 453 and 1,170 ± 207 UMIs per unit area for HEK and 3T3 cells, respectively (Supplementary Table 1, mean ± s.d.). 

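Dividing the UMIs of each well by its barcoded cell area, as the authors measured it, gave 1055 ± 305 UMIs per unit area (mean ± s.d., n = 3 wells) for HEK cells and 913 ± 146 (s.d., n = 3) for 3T3 cells. The HEK mean was 1.16 times the 3T3 mean and was the higher of the pair in 2 of 3 wells. This difference was smaller than the spread between wells (exact permutation test, two-sided, p = 0.5, where 3 wells against 3 allow no p below 0.1). Leaving out the mitochondrially encoded genes moved the HEK value most, to 876 ± 261 (s.d., n = 3). The 3T3 value became 851 ± 136 (s.d., n = 3). These genes held 17.2% ± 0.882 (s.d., n = 3) of the HEK UMIs against 6.79% ± 0.0461 (s.d., n = 3) of the 3T3 UMIs. The authors had discarded 2 ribosomal RNA genes, 1 of them mitochondrial, for mouse only. In HEK cells the mitochondrial ribosomal RNA gene MT-RNR1 held 5354 UMIs over the wells. Neither these shares nor the ratio of 1.16 are therefore like for like.

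**Figure D1:**
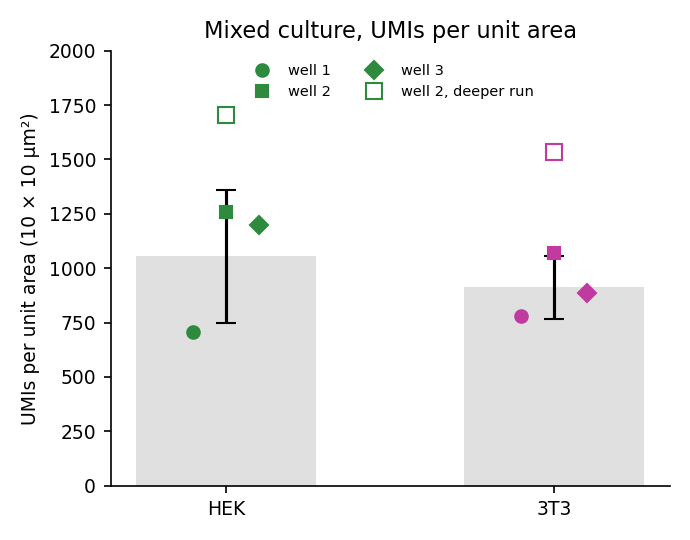
UMIs per unit area of 100 µm² (vertical axis) for HEK and 3T3 cells (horizontal axis), with 1 point per well, bars at the mean and error bars of 1 s.d. (n = 3 wells). HEK wells lie between 704 and 1260 UMIs per unit area and 3T3 wells between 782 and 1070, so the 2 cell types overlap.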

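Well 2 of the mixed culture was sequenced a second time at greater depth. The barcode numbers that come with this run are the reverse of those the paper gives to the cell types. Human counts were taken here as those of HEK cells and mouse counts as those of 3T3 cells, and the counts per gene followed those of the first run (Spearman correlation 0.928 and 0.934). Human RNA comes from HEK cells and mouse RNA from 3T3 cells under either barcode. These correlations therefore do not show which barcode the counts carry, and the assignment stays an assumption. The deeper run gave 138882 UMIs for HEK cells, which is 1707 UMIs per unit area and 1.35 times the count of the first run. For 3T3 cells it gave 296198 UMIs, which is 1537 per unit area and 1.44 times the first count. Both species together rose 1.41-fold, or 1.43-fold with the mitochondrially encoded genes left out. A single sample was read at 2 depths, so no error between replicates can be given. The number of genes with at least 1 UMI rose from 10392 to 11914 in HEK cells and from 10850 to 12726 in 3T3 cells. Of the HEK genes found in the first run 10241 were found again, and 1673 further genes appeared only in the deeper run. In 3T3 cells 10696 genes were found in both runs and 2030 only in the deeper one.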

We note that the read depth of ~30 million was subsaturating (Extended Data Fig. 2b), and a single ~200 million read dataset from half of the sample yielded 3,328 and 2,029 UMIs per unit area for HEK and 3T3 cells, respectively (Supplementary Table 1).

Normalized gene expression levels (expressed as log_2_-transformed transcripts per kilobase per million reads (TPM)) displayed good correlation across technical replicates (Pearson correlation coefficient > 0.8). 

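Pearson correlations of log2(TPM + 1) were computed across all listed genes for each pair of wells, with TPM as deposited. Over the 60605 listed human genes they were 0.795 for wells 1 and 2, 0.792 for wells 1 and 3 and 0.837 for wells 2 and 3 of the HEK libraries. In the 3T3 libraries, over 55359 mouse genes, the same pairs gave 0.869, 0.867 and 0.885. These are correlations across genes, which are not independent replicates, so they carry no p. Between 80.0% and 81.4% of the human genes and between 77.7% and 78.2% of the mouse genes had no UMI in either well of a pair. Restricted to the genes with a UMI in every well, the lowest coefficients were 0.814 over 6712 human genes and 0.873 over 8279 mouse genes. Restricted instead to genes with a UMI in either well of the pair, a setting chosen after seeing the data and the one that moved the coefficients most, the lowest were 0.327 for HEK and 0.521 for 3T3 cells. Using CPM, which scales for library size but not gene length, in place of TPM gave lowest coefficients of 0.835 for HEK and 0.918 for 3T3 cells.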

The top 200 expressed genes correlated highly across technical replicates (Pearson correlation coefficient > 0.9; Extended Data Fig. 2c,d) and comprised various protein coding genes, as well as short transfer RNAs and long noncoding RNAs (Supplementary Table 2 and source data), illustrating the range of transcripts that can be targeted with the barcoding strategy.

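Among the 200 genes with the highest mean TPM over the wells, the HEK libraries correlated at 0.658 for wells 1 and 2, 0.717 for wells 1 and 3 and 0.910 for wells 2 and 3. The 3T3 libraries gave 0.888, 0.855 and 0.818 for the same pairs. In CPM, over the 200 genes ranked by mean CPM instead, the lowest coefficients were 0.943 for HEK and 0.916 for 3T3 cells. These were the largest shifts upward among the alternatives tried, with both the unit and the gene list changed. Of the 200 HEK genes chosen by TPM, 164 were protein coding. Beside them were 11 processed pseudogenes, 8 mitochondrial tRNAs, 6 long noncoding RNAs and 2 mitochondrial ribosomal RNAs. In 3T3 cells 181 were protein coding, 5 were mitochondrial tRNAs and 1 was a long noncoding RNA. Processed pseudogenes are near-identical copies of other genes, so their counts are uncertain where reads can fit both. Genes shorter than 300 nucleotides numbered 21 in the HEK and 11 in the 3T3 list. Fewer than 10 UMIs over the 3 wells stood behind 11 of the HEK genes and 3 of the 3T3 genes. The 200 genes held 28.8% of the HEK UMIs but 60.8% of the summed TPM, and 30.2% of the 3T3 UMIs but 48.1% of the TPM.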

With Light-Seq, we were able to successfully recover species-specific transcriptomes of targeted cells, despite only selecting 1–2% of cells within the whole well. 

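In the HEK libraries 9625 ± 1046 human genes (s.d., n = 3 wells) had at least 1 UMI, and in the 3T3 libraries 10557 ± 393 mouse genes (s.d., n = 3). Over the 3 wells together these were 12820 human genes and 13181 mouse genes. Protein coding genes held 89.1% ± 1.51 (s.d., n = 3) of the HEK UMIs and 95.9% ± 0.645 (s.d., n = 3) of the 3T3 UMIs. Mitochondrial ribosomal RNA held 8.23% ± 1.14 (s.d., n = 3) from 2 genes in HEK cells and 1.83% ± 0.0488 (s.d., n = 3) from 1 gene in 3T3 cells, where the authors had discarded the other gene before counting. From the reads of each barcode in the mixed wells, the paper concludes that transcriptomes specific to each species were recovered from a small selected share of the cells.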

We hypothesized that the Light-Seq background, reflected here by the small portion of species-specific transcripts harboring the barcode corresponding to the other species (Fig. 3g), could arise from three potential sources: (1) diffusion of RNAs or cDNAs before photocrosslinking, (2) incomplete removal of uncrosslinked barcode strands during stringent washing and (3) light-scattering inducing out-of-ROI barcoding. To mitigate (1) and (2), we added blocking and crowding agents to our barcode hybridization step for all of the following experiments, which substantially improved signal-to-noise (Methods and Supplementary Note 2). To mitigate light-scattering effects, we seeded the cells below confluence. For higher density labeling (for example, in tissues), we suggest optimization of the optical setup and sample preparation and slight erosion of ROI boundaries (~1–3 µm) to account for scatter (Methods and Extended Data Fig. 1).

### Spatial sequencing with Light-Seq in tissue sections

RNA sequencing of specific cell populations within tissue samples remains challenging, especially when target cells are rare or difficult to isolate. 

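Retinal sections of a mouse in the third postnatal week were fixed, reverse transcribed in place and barcoded under the microscope in 3 layers. The outer nuclear layer (ONL) holds the rod and cone photoreceptors, the bipolar cell layer (BCL) holds bipolar cells and Müller glia, and the ganglion cell layer (GCL) holds retinal ganglion cells with displaced amacrine cells. Each of the 4 sections gave 1 library per layer, so the 3 layers of a section share their tissue, and the paper calls the sections technical replicates. All 4 come from the same animal, so every s.d. and test of the layers covers sections of 1 animal and not differences between animals. The authors counted UMIs per mouse gene as in the mixed culture and deposited 1 table with the 12 libraries, without normalization. The ONL libraries held between 310228 and 801105 UMIs with a median of 580476. BCL libraries held between 193869 and 208437 UMIs (median 199534). GCL libraries held between 585655 and 785013 UMIs (median 658948). The paper analysed these counts with DESeq2. Here edgeR's quasi-likelihood test was the main test, on the counts as deposited, with TMM scaling and 1 fit over the 12 libraries, and DESeq2 was an alternative. Genes were tested if they passed edgeR's expression filter at a minimum count of 3 and a minimum total of 10, which left 11324 genes. Levels are CPM, the UMIs of a gene scaled by the UMIs of the genes tested and the TMM factors. The BCL libraries were the shallowest and limit the precision of low genes. Since reads with several matches had been discarded, genes with near-identical copies are undercounted, and the scaling choice can shift every log2 fold change by a constant.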

We therefore tested Light-Seq on fixed sections from the mouse retina to capture biomarkers from cell populations of interest based on in situ identification. First, in situ RT was performed in fixed 18 µm retinal cryosections to synthesize cDNAs for spatial barcoding. We then manually selected three cellular layers of the retina, each known to have unique function and cellular composition: the outer nuclear layer (ONL), containing rod and cone photoreceptors; the bipolar cell layer (BCL), containing bipolar cells, horizontal cells and Müller glia; and the ganglion cell layer (GCL), containing retinal ganglion cells and displaced amacrine cells (ACs) (Fig. 4a). After photocrosslinking fluorescently labeled barcodes to all cDNAs within each layer, the targeted ROIs were imaged using a confocal microscope to verify layer-specific labeling (Fig. 4b and Extended Data Fig. 3a–c). Barcoded cDNAs were then extracted, pooled and prepared for NGS as described above, leaving the sample intact.

**Fig. 4:**
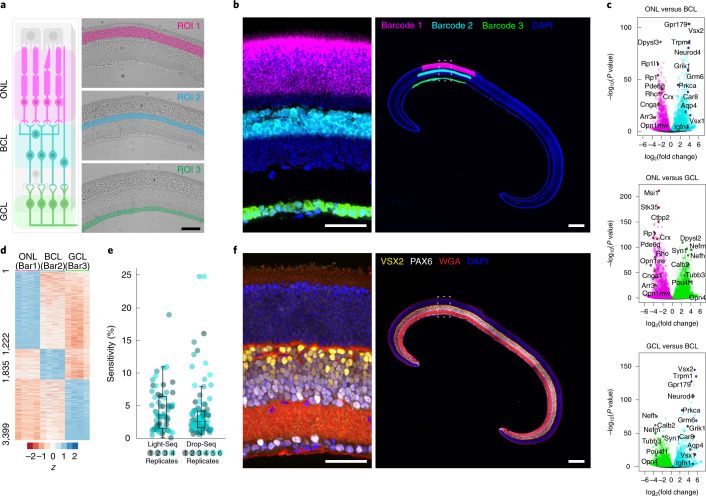
Application of Light-Seq for spatial barcoding of three main retinal layers in fixed frozen mouse retina sections. **a**, Three regions of the mouse retina were uniquely barcoded: the ONL with Barcode 1, the BCL with Barcode 2 and the GCL with Barcode 3. **b**, After barcoding, fluorescently labeled barcode strands were detected in the targeted cell layers: ONL (magenta, Barcode 1; 1,112 ± 199 cells, *n* = 4 sections), BCL (cyan, Barcode 2; 298 ± 29 cells, *n* = 4 sections) and GCL (green, Barcode 3; 91 ± 14 cells, *n* = 4 sections). **c**, Volcano plots of differentially expressed genes between the ONL and BCL (top), ONL and GCL (middle) and BCL and GCL (bottom), with select markers labeled. The *x* and *y* axes show the log_2_(fold change) and the log_10_(*P* value), respectively. **d**, Heatmap of *z*-scores for differentially expressed genes with enrichment in just one layer (*P*_adj_ < 0.05; see source data; two-sided Wald test with Benjamini–Hochberg adjustment for multiple hypothesis testing). **e**, Boxplot of estimated sensitivity of Light-Seq (*n* = 4 replicates, 16 genes) and Drop-Seq^46^ (*n* = 6 replicates, 16 genes) compared with smFISH data for bipolar subtype marker genes with measured abundances based on quantitative smFISH^50^. Sensitivity is defined as (number of expected transcripts by smFISH)/(number of observed reads by Light-Seq or Drop-Seq). Midline marks the median and edges indicate the 25th and 75th percentiles. Whiskers extend to encompass all data not considered outliers (default threshold in MATLAB *boxplot* function; maximum whisker length is 1.5 × interquartile range). Dot color corresponds to replicate number. **f**, DAPI, WGA staining and IF for VSX2 and PAX6 proteins were performed on the same tissue section after extraction of barcoded cDNAs. Scale bars are 100 μm in **a**, and 50 µm (left) and 200 µm (right) in **b** and **f**. Source data

Since the cellular composition of each retinal layer is well-established^44^, we verified the specificity of spatial barcoding based on the levels of cell-type-specific markers associated with each barcode. 

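Marker genes of 11 retinal cell types, listed from general knowledge of the retina, were followed in the 12 libraries. The 18 rod genes held 9.50% ± 0.697 of the UMIs in the ONL, 2.28% ± 0.477 in the BCL and 0.869% ± 0.221 in the GCL (s.d., n = 4 sections each). All 17 rod genes that could be tested were higher in the ONL than in both other layers, judged by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and 17 were also called when adjusted over the list alone. The 9 cone genes held 0.196% ± 0.0581 in the ONL and 0.012% ± 0.00186 in the GCL (s.d., n = 4), and 9 of 9 were ONL-enriched under both adjustments. Bipolar genes held 1.08% ± 0.0565 in the BCL against 0.0943% ± 0.0188 in the ONL (s.d., n = 4), and 13 of 13 were BCL-enriched. Müller glia genes held 0.833% ± 0.0436 in the BCL and 0.216% ± 0.018 in the GCL (s.d., n = 4), with 9 of 10 BCL-enriched. Ganglion cell genes held 0.715% ± 0.0388 in the GCL and 0.057% ± 0.019 in the ONL (s.d., n = 4), and 11 of 11 were GCL-enriched. Of the 10 amacrine genes 8 were GCL-enriched and 1 was ONL-enriched. For bipolar, Müller glia, ganglion and amacrine genes, adjustment over the list alone gave the same counts. Horizontal cell genes were BCL-enriched in 3 of 4 cases, or 4 when adjusted over the list alone. Pigment epithelium genes, which belong to a tissue outside the barcoded layers, were ONL-enriched in 3 of the 3 tested and held 0.0162% of the ONL UMIs. Of 3 endothelial genes tested, 1 was BCL-enriched and 1 GCL-enriched. The single erythrocyte gene tested was GCL-enriched, as were 2 of 4 microglia genes, with the same counts when adjusted over the list alone. The paper itself labels 8 of the bipolar, 4 of the rod, 4 of the ganglion, 3 of the cone, 2 of the amacrine and 1 of the Müller glia genes in its figures. The paper reasons that, because the cell types of each layer are known, the levels of their markers under each barcode show how specific the spatial barcoding was.

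**Figure D2:**
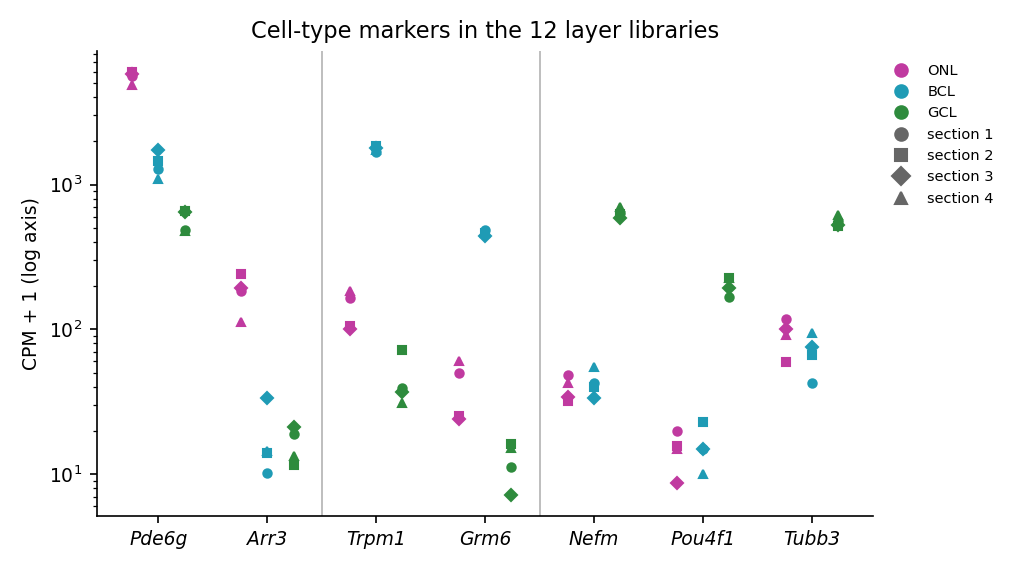
CPM + 1 on a log axis (vertical) for marker genes (horizontal) in ONL, BCL and GCL libraries, with 1 symbol per section and 4 sections per layer. The rod gene Pde6g has a mean of 5549.7 CPM in the ONL, the bipolar gene Trpm1 a mean of 1755 in the BCL and the ganglion cell gene Nefm a mean of 638 in the GCL, each above the other layers in every section.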

We used DESeq2 (ref. ^45^) to perform differential expression analysis on exon-mapped barcoded sequencing reads to look for layer-specific markers. 

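The area that received each barcode, measured by the authors on the images, was 298 ± 63.5 unit areas in the ONL, 157 ± 15.6 in the BCL and 127 ± 19.7 in the GCL (s.d., n = 4 sections each). The number of cells follows from these areas and from nuclei that the authors counted in part of each area, so it is not an independent measurement.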

Based on the size of barcoded areas, we labeled an estimated 1,112 ± 199, 298 ± 29 and 91 ± 14 (mean ± s.d., *n* = 4 technical replicates) cells for the ONL, BCL and GCL layers, respectively. UMI yields varied for different retinal layers depending on cell and RNA content of each layer, ranging from ~1,200 to 5,000 UMI’s per 10 × 10 µm^2^ unit area (Extended Data Fig. 3d and Supplementary Table 3). 

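With the deposited counts and the authors' areas, the ONL gave 1846 ± 400.3, the BCL 1286 ± 132 and the GCL 5362 ± 647 UMIs per unit area (s.d., n = 4 sections each). The GCL exceeded the BCL 4.17-fold and the ONL 2.90-fold, and was higher in 4 of 4 sections in both comparisons (exact permutation test, two-sided, p = 0.0286 for each, the smallest p that 4 sections against 4 allow, and 0.0429 after Benjamini-Hochberg adjustment over the 3 pairs). The ONL exceeded the BCL 1.43-fold, in 3 of 4 sections, a difference that 4 sections per layer do not settle (exact permutation test, two-sided, p = 0.0571). An exact test that pairs the layers of a section gave p = 0.125 for both comparisons with the GCL, which is the smallest p that 4 pairs allow, and p = 0.25 for the ONL against the BCL. Counting per cell in place of per unit area moved the ratio of the GCL to the BCL most, from 4.17 to 11.0.

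**Figure D3:**
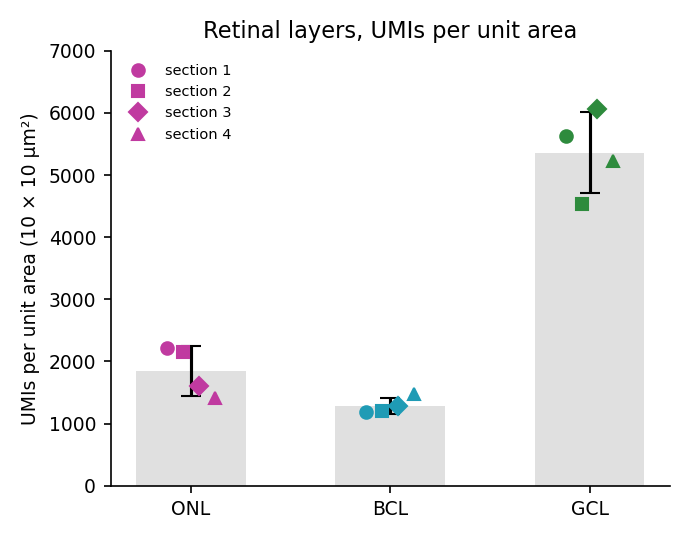
UMIs per unit area of 100 µm² (vertical axis) in the ONL, BCL and GCL (horizontal axis), with 1 symbol per section, bars at the mean and error bars of 1 s.d. (n = 4 sections). All GCL sections lie between 4538 and 6059, above the highest ONL section at 2221 and the highest BCL section at 1473.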

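No cell volume was measured in these sections, and the area per cell stands in for cell size here. A cell covered 0.267 ± 0.0192 unit areas in the ONL, 0.527 ± 0.000986 in the BCL and 1.39 ± 0.00584 in the GCL (s.d., n = 4 sections), with the small spreads set by the authors' linear scaling of cell numbers to area. UMIs per cell were 496 ± 134 in the ONL, 678 ± 68.6 in the BCL and 7437 ± 910.3 in the GCL (s.d., n = 4). GCL cells gave 15.0 times as many UMIs as ONL cells (exact permutation test, two-sided, p = 0.0286, the smallest possible). The 1.37-fold difference between BCL and ONL cells was not settled by 4 sections per layer (p = 0.0857, exact permutation test, two-sided). The exact paired test gave p = 0.125, the smallest that 4 pairs allow, for GCL against ONL cells and p = 0.25 for BCL against ONL cells.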

As expected, we observe that cells with larger cytoplasmic volumes correlate with higher UMIs per unit area (Extended Data Fig. 3d).

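Principal components of log2 CPM were computed over the 500 most variable genes of the 12 layer libraries with a prior count of 2. The first component held 61.7% and the second 31.3% of the variance. In the plane of the first 2 components, the 18 pairs of libraries of the same layer lay 0.863 to 14.3 apart and the 48 pairs of different layers 39.0 to 71.3 apart, so the layers did not overlap. Using all genes that passed the filter moved the first component's share most, to 50.7%. Across the genes tested, log2 CPM of 2 sections correlated at 0.934 to 0.960 within the ONL, 0.882 to 0.891 within the BCL and 0.955 to 0.964 within the GCL, and at 0.640 to 0.832 between layers. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, 4152 genes differed between the ONL and the BCL, of which 2096 were higher in the ONL and 2056 in the BCL. Between the ONL and the GCL 6966 genes differed, 3317 of them higher in the ONL and 3649 in the GCL. For the BCL against the GCL the count was 4136, with 1826 genes higher in the BCL and 2310 in the GCL. Requiring a 2-fold change as well lowered the counts most, to 2960, 5104 and 2704. DESeq2 called 3429, 6165 and 3434 genes, and its 3429 genes for the ONL against the BCL split into 1374 higher in the ONL and 2055 higher in the BCL. Of the edgeR calls, 3295, 5904 and 3328 were shared with DESeq2.

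**Figure D4:**
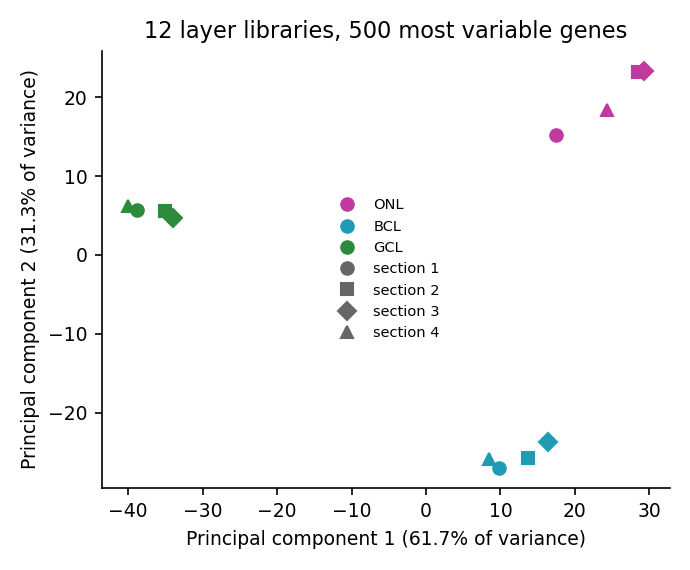
Positions of the 12 layer libraries on principal component 1 (horizontal axis, 61.7% of the variance) and 2 (vertical axis, 31.3%), with 1 symbol per section and 1 colour per layer. Libraries group by layer, with at most 14.3 between libraries of one layer and at least 39.0 between layers.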

Technical replicates showed consistent read filtering throughout the sequence-processing pipeline (Extended Data Fig. 4a,b) and were well correlated based on principal component analysis for each layer (Extended Data Fig. 4c), and we discovered >3,400 genes with significant differential expression between pairs of barcoded populations (3,430 genes for ONL versus BCL; 3,434 for BCL versus GCL; 6,165 for ONL versus GCL, *P*_adj_ < 0.05; Fig. 4c,d and accompanying source data), including many known markers of rod and cone photoreceptors in the ONL, of bipolar cells and Müller glia in the BCL and of retinal ganglion cells in the GCL.

To further benchmark Light-Seq data, we simulated pseudo-bulk RNA sequencing of the retinal layers using published single-cell Drop-Seq data of ONL and BCL cells^46^ (Methods). We saw strong correlation for the genes enriched between the ONL and BCL (98.6% of genes significantly enriched in both assays were enriched in the same layer; Extended Data Fig. 4d). For all BCL-enriched genes, the ratios of Light-Seq to Drop-Seq reads show higher correlation and comparable sensitivity for longer genes and lower correlation and sensitivity for shorter genes (Extended Data Fig. 4e–g), consistent with Light-Seq’s internal priming strategy versus Drop-Seq’s polyA-targeted transcript capture.

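Over the 8 ONL and BCL libraries, 21083 genes had at least 1 UMI. In each of the 8 libraries a UMI was found for 8750 genes, while 3712 genes rested on 1 UMI over the 8 libraries. The table of the 3 layers lists 24460 genes, of which 23934 had a UMI in at least 1 of the 12 libraries. GCL libraries alone held 2851 of these. Asking for at least 3 UMIs over the 8 libraries moved the number of detected genes most, to 15698. Per library the ONL showed 14499.8 ± 1235, the BCL 12927 ± 249 and the GCL 15882 ± 457 genes (s.d., n = 4 sections). GCL libraries held more genes than ONL libraries in 4 of 4 sections (exact permutation test, two-sided, p = 0.114, and p = 0.125 for the exact paired test, the smallest 4 pairs allow), and BCL libraries, the shallowest, held fewer genes than either (p = 0.0286 for each, exact permutation test, the smallest possible). For each comparison with the BCL the exact paired test also gave p = 0.125.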

Interestingly, more genes were significantly differential among the layers in Light-Seq data than Drop-Seq (3,430 compared with 1,524) despite similar total numbers of genes detected (24,460 compared with 24,904) across technical replicates, in line with previous studies that suggest targeted bulk transcriptome measurements can provide better statistics for discovery of moderate to lowly expressed biomarkers than single-cell sequencing^47^.

To assess the sensitivity of Light-Seq for detecting mRNAs, we compared both Light-Seq and Drop-Seq directly with single molecule FISH (smFISH^48^) data. Our previous work used quantitative multiplexed SABER-FISH^49^ to co-detect 16 mRNA markers of bipolar interneuron subtypes in age-matched mouse retinas^50^. From these data, we estimated the average number of transcripts per cell within the pooled bipolar cell population. Multiplying this by the number of cells within the barcoded Light-Seq BCL (ROI2) and pseudo-bulked Drop-Seq data, we estimated the expected number of detectable transcripts for each gene in the sequenced populations. Relative to smFISH, we find that the sensitivity of Light-Seq was 4.29 ± 3.39% (mean ± s.d., *n* = 16 genes, 4 replicates) and sensitivity of Drop-Seq was 3.97 ± 4.38% (mean ± s.d., *n* = 16 genes, 6 replicates) (Fig. 4e and Extended Data Fig. 4h–j).

After Light-Seq, the same sections were then stained with DAPI, wheat germ agglutinin (WGA) and antibodies targeting PAX6 and VSX2 proteins, demonstrating that cellular DNA, oligosaccharides on cell membranes and proteins remained detectable after extraction of barcoded cDNAs for sequencing (Fig. 4f and Extended Data Fig. 3c).

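RPKM, the measure the paper uses for coverage by length, was computed from the UMIs of each library and the gene lengths of the authors' mouse tables, for genes with a mean of at least 10 RPKM in a layer. This minimum selects genes on RPKM itself and bounds every length class from below. Similar medians, or a weak correlation of length with RPKM, therefore cannot exclude a length bias. In the ONL the median was 29.3 RPKM for the 59 genes under 1 kb, 21.8 ± 0.298 for 1 to 2 kb, 23.2 ± 0.536 for 2 to 3 kb, 20.2 ± 0.121 for 3 to 5 kb and 19.4 ± 0.241 for genes over 5 kb (s.d., n = 4 sections). BCL and GCL medians fell within 19.4 to 28.3 RPKM in the 5 length classes. Across genes, which are not independent replicates, the Spearman correlation between length and RPKM was -0.0727 in the ONL, -0.0877 in the BCL and -0.101 in the GCL, while that between length and UMIs was 0.644, 0.649 and 0.617. The class under 1 kb lay furthest from the others. Log2 RPKM correlated between sections at 0.934 to 0.963 in the ONL, 0.854 to 0.876 in the BCL and 0.948 to 0.963 in the GCL.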

Due to internal priming during the RT step, Light-Seq shows read coverage spanning gene bodies (Extended Data Fig. 5a) and consistent reads per kilobase per million mapped reads (RPKM) across transcripts of different lengths (Extended Data Fig. 5b,c). This strategy, combined with membrane permeabilization in situ, enables Light-Seq to capture a wide variety of RNA species including nonpolyadenylated and mitochondrial transcripts (see source data for Fig. 4). 

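Protein coding genes held 95.3% ± 0.404 of the UMIs in the ONL, 94.8% ± 0.384 in the BCL and 94.9% ± 0.400 in the GCL (s.d., n = 4 sections). Long noncoding RNAs held 1.57% ± 0.127, 1.58% ± 0.101 and 1.24% ± 0.121 (s.d., n = 4), with 1967, 1619 and 2294 such genes detected. Mitochondrial tRNAs, which are short, held 0.0911% ± 0.0196, 0.0922% ± 0.0179 and 0.0803% ± 0.0134 (s.d., n = 4). Replication-dependent histone genes, whose mRNAs lack a poly(A) tail, were detected at 29 genes with 556 UMIs in the ONL, 24 genes with 202 UMIs in the BCL and 32 genes with 450 UMIs in the GCL. All mitochondrially encoded genes together held 4.76% ± 0.527 of the UMIs in the ONL, 6.30% ± 0.445 in the BCL and 9.04% ± 0.326 in the GCL (s.d., n = 4). Every pair of layers differed in 4 of 4 sections (exact permutation test, two-sided, p = 0.0286, the smallest possible, and the same after Benjamini-Hochberg adjustment over the 3 pairs). An exact test that pairs the layers of a section gave p = 0.125 for each, the smallest that 4 pairs allow. The mitochondrial ribosomal RNA gene mt-Rnr2 held the largest share, with 1.53%, 1.78% and 2.57%, and the other mitochondrial ribosomal RNA gene had been discarded by the authors before counting.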

When intronic sequences are included for transcriptome mapping, ~21–26% of reads map to introns, indicating capture of nuclear RNAs at ratios consistent with similar methods using internal RNA priming (Supplementary Note 3)^51^, suggesting that our workflow can detect both nuclear and cytoplasmic RNAs.

### Rare cell transcriptomics with Light-Seq

For applications where only a small number of cells of interest are present and/or where spatial context is critical for their identification, capturing transcriptomes remains a major challenge. To test Light-Seq’s utility for imaging, barcoding and sequencing of rare cells, we targeted the extremely rare and difficult to isolate DACs in the mouse retina. DACs comprise ≤0.01% of retinal cells^52^ and are interspersed among diverse types of neurons. Previous works aimed at profiling DACs with single-cell RNA-seq^53^ or microarray capture after dissociation^54^ have seen limited success. To find subtype-specific biomarkers of DACs, we fixed and sectioned mouse retinas and first performed in situ RT (Fig. 5a, step 1). 

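For this experiment 5 sections gave 1 library each of TH+ dopaminergic amacrine cells and of TH− amacrine cells. The 2 populations of a section thus share their tissue. The paper calls the sections technical replicates and refers to a single source animal. Every s.d. and test of these populations therefore covers sections and not differences between animals. TH, tyrosine hydroxylase, is the enzyme that marks dopamine-producing cells, and amacrine cells (ACs) are interneurons of the inner retina. The authors mapped, deduplicated and counted the reads as for the layers and deposited UMI counts per gene for the 10 libraries, without normalization. TH+ libraries held 48978, 87449, 42507, 46245 and 30317 UMIs in sections 1 to 5. Their TH− counterparts held 152105, 172838, 134394, 200344 and 141886 UMIs. The TH− libraries were 3.14 times as deep on average, and deeper in 5 of 5 sections (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 sections against 5 allow). The exact paired test gave p = 0.0625, the smallest that 5 pairs allow. A gene such as Gabre, with 1 UMI in the shallowest TH+ library, already stands at 34.3 CPM there, so low genes are known with little precision. The table lists 18415 genes, of which 6021 passed the filter and were tested with the model and scaling used for the layers. A population was the only term of the fit. Levels are again CPM.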

Then, IF was done to detect tyrosine hydroxylase (TH), a known marker of DACs, to locate them for barcoding (step 2). Next, two rounds of barcoding were guided by the TH IF signal (Fig. 5b and Extended Data Fig. 6a), to barcode cDNAs within TH^−^ DACs with FITC-labeled barcode strands (roughly 500 cells per section) and cell bodies of all TH^+^ DACs with Cy3-labeled barcode strands (4–8 cells per section, *n* = 5 section replicates) (step 3). Finally, barcoded cDNAs were displaced from the tissue and prepared for sequencing, with the sample remaining intact for post-sequencing stains (step 4).

**Fig. 5:**
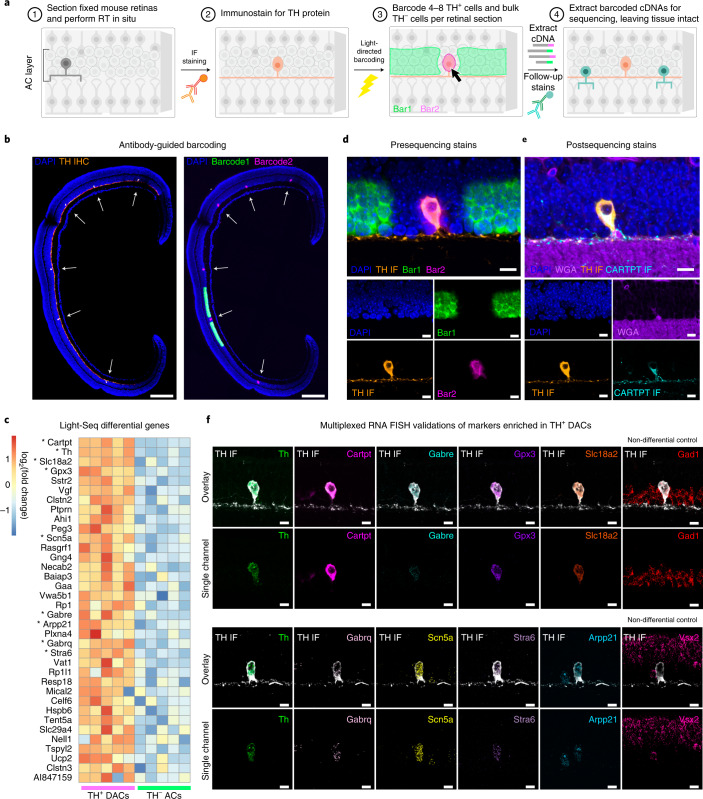
Rare cell transcriptomics by Light-Seq. **a**, Workflow for performing Light-Seq on the rare TH^+^ AC subtype, DACs: (1) Mouse retinas were fixed, frozen and cryosectioned. (2) After in situ RT, sections were stained with an antibody targeting the TH protein to label DACs (orange). (3) Barcoding of TH^−^ ACs with FITC-barcode strands (Bar1) and TH^+^ DACs with Cy3-barcode strands (Bar2) was performed in two rounds of light-directed barcoding, guided by the antibody stain. (4) After barcoding, cDNAs were displaced for sequencing, leaving the sample intact for further stains on the same cells. **b**, Representative image (*n* = 5 replicates) of one section replicate, stained with anti-TH antibody (orange) and DAPI (blue) before barcoding. For each replicate, only four to eight individual TH^+^ DACs were identified and their cell bodies were barcoded with Bar2 (magenta), together representing 0.01–0.02% of all cells in each section, and ~300 TH^−^ ACs were barcoded with Bar1 (green). Scale bars are 200 µm. **c**, Differential expression analysis revealed 36 transcripts enriched in DACs (*P*_adj_ < 0.05; two-sided Wald test with Benjamini–Hochberg adjustment for multiple hypothesis testing; genes with log_2_(fold change) > 1 are shown; see source data) for *n* = 5 technical replicates. *Marker genes selected for further validation (log_2_(fold change) > 3 and *P*_adj_ < 0.05). **d**, Fluorescently labeled barcodes (Bar1, Bar2) reveal the location of barcoded cDNAs, relative to the TH IF. Scale bars are 10 µm (*n* = 5 replicates, each with 4–8 TH^+^ cells per section). **e**, After cDNAs were displaced and sequenced, the same intact sections were stained for a membrane label (WGA) and a known marker of DACs via IF (CARTPT, cyan), in addition to the original TH IF and DAPI labels. **f**, Markers with log_2_(fold change) > 3 and *P*_adj_ < 0.05 were validated using TH IF and RNA-FISH in new samples. Nondifferential controls, *Gad1* and *Vsx2*, were also detected to demonstrate FISH labeling in TH^−^ ACs and other retinal cells. Top row shows overlay of RNA detection with TH IF, and bottom row shows single RNA-FISH channel. Scale bars are 10 µm. Representative images of *n* = 3–4 section replicates per marker. Source data

Light-directed barcoding permitted precise labeling of individual TH^+^ DACs within the dense tissue environment (for notes on optical system, see Methods and Supplementary Note 4). Although some light-scattering can induce out-of-ROI crosslinking, this effect was mitigated by drawing photomasks slightly smaller than the intended ROIs: for barcoding TH^+^ DACs, photomasks were drawn 1–3 µm inside the cellular boundary (Extended Data Fig. 6a–c). Use of a laser-based point-scanning microscope is slower but offers higher barcoding resolution and may be used in place of a DMD (Extended Data Fig. 1e).

Sequencing at a subsaturating sequencing depth of 3.5–5 million reads per replicate (one pooled MiSeq run for five successfully amplified section replicates; Extended Data Fig. 6d) yielded 6,000–10,000 UMIs per 10 × 10-µm^2^ unit area for TH^+^ DACs, with an average of 7,800 UMIs per cell (Supplementary Table 4). 

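The TH+ libraries gave 8428, 10446, 7652, 6103 and 10036 UMIs per unit area in sections 1 to 5, with a mean of 8533 ± 1776 (s.d., n = 5 sections). Divided by the number of TH+ cells the authors counted, they gave 7840 ± 1763 UMIs per cell (s.d., n = 5), from 6606 in section 4 to 10931 in section 2. Leaving out the mitochondrially encoded genes moved the yield per unit area to 7861 ± 1684 (s.d., n = 5), less than the spread between sections. The paper describes the depth as subsaturating, and no correction for depth was made here. The unit areas are those of photomasks drawn slightly inside the cells, and the paper states that scattered light can crosslink barcodes beyond a mask. The yield per unit area of cell may therefore be lower.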

We again observed good gene body coverage and consistent RPKM across replicates (Extended Data Fig. 7a–c). 

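RPKM of the TH+ libraries correlated between sections at 0.434 to 0.613 on the log2 scale, with a mean of 0.516 over the 10 pairs of sections and 3852 genes with a mean of at least 10 RPKM. The deeper TH− libraries correlated at 0.738 to 0.843, with a mean of 0.796 over 3951 genes. These correlations are across genes, which are not independent replicates. Median RPKM of the TH+ libraries was 27.1 ± 7.16 for genes under 1 kb and 19.4 ± 0.532 for genes over 5 kb (s.d., n = 5 sections), a difference about the size of the spread between sections. As in the layers, the minimum of 10 RPKM bounds each class from below, so these medians cannot exclude a length bias. The median gene under 1 kb had a standard deviation of 2.65 log2 units between TH+ sections, against 0.48 for genes over 5 kb. Gene body coverage was not analysed here.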

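By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, 45 of the 6021 genes tested were higher in TH+ libraries, 34 of them with a log2 fold change over 1. Lower in TH+ libraries were 5 genes, with Slc6a11, Cacna1g, Tle4 and Tgfb2 among them. Before adjustment, 301 genes were lower and 232 higher at p under 0.05. DESeq2 called 36 enriched genes, which include the 34, and edgeR's default count minimum moved the number most, to 21, of which 19 were shared. With the section as a block, which pairs the populations of a section, 46 genes were enriched and 52 were lower. Fig. 5c labels 36 genes, of which 34 were called here and 36 when adjusted over the list alone. That list was chosen by the paper on these libraries and is not independent evidence. Among the 34 are Rp1 and Rp1l1, genes of photoreceptors, and Rp1l1 was not called without section 3, 4 or 5. Th, the gene that defines the population, lies on chromosome 7 of GRCm39 from 142443466 to 142484865 on the reverse strand and is annotated as protein coding with 13 exons. It had 514 ± 129 CPM in TH+ and 24.2 ± 17.4 in TH− libraries (s.d., n = 5 sections), from 116 and 19 UMIs. One TH− library, that of section 4, stood apart at 54.7 CPM. The log2 fold change of Th was 4.22 (standard error 0.32, adjusted p = 5.53e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 5 of 5 sections. Cartpt, which encodes a neuropeptide precursor, lies on chromosome 13 from 100034990 to 100047006 on the reverse strand and has 3 exons. The fit gave it a log2 fold change of 4.01 (standard error 0.20, adjusted p = 3.73e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the smallest adjusted p of the comparison, and it was higher in 5 of 5 sections.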

Differential expression analysis revealed 36 significantly enriched genes in the TH^+^ population (*P*_adj_ < 0.05, log_2_(fold enrichment) > 1), including the known markers TH (*P*_adj_ = 1.32 × 10^−24^) and CARTPT (*P*_adj_ = 4.98 × 10^−65^)^54^ (Fig. 5c and accompanying source data). To validate the top biomarker (*Cartpt*) after sequencing, we revisited the stored samples and performed IF for CARTPT on the same cells, revealing specific labeling (Fig. 5d,e).

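A log2 fold change over 3 was reached by 8 of the called genes, namely Th, Cartpt, Gabre, Gpx3, Slc18a2, Gabrq, Stra6 and Sstr2. Each was higher in TH+ than in TH− libraries in 5 of 5 sections. Sstr2, a somatostatin receptor gene on chromosome 11 of GRCm39 from 113510145 to 113516862 on the forward strand, had 213 ± 79.4 CPM in TH+ and 13.4 ± 11.2 in TH− libraries (s.d., n = 5 sections). In the fit it reached a log2 fold change of 3.87 (standard error 0.44, adjusted p = 7.78e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TH− libraries together held 2 UMIs of Gabre, 3 of Stra6 and 5 of Gabrq, so the fold changes of these 3 genes depend on the prior count of the fit. The call of each of the 8 genes held with any one section left out, with the largest adjusted p at 0.00839 for Gabre by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

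**Figure D5:**
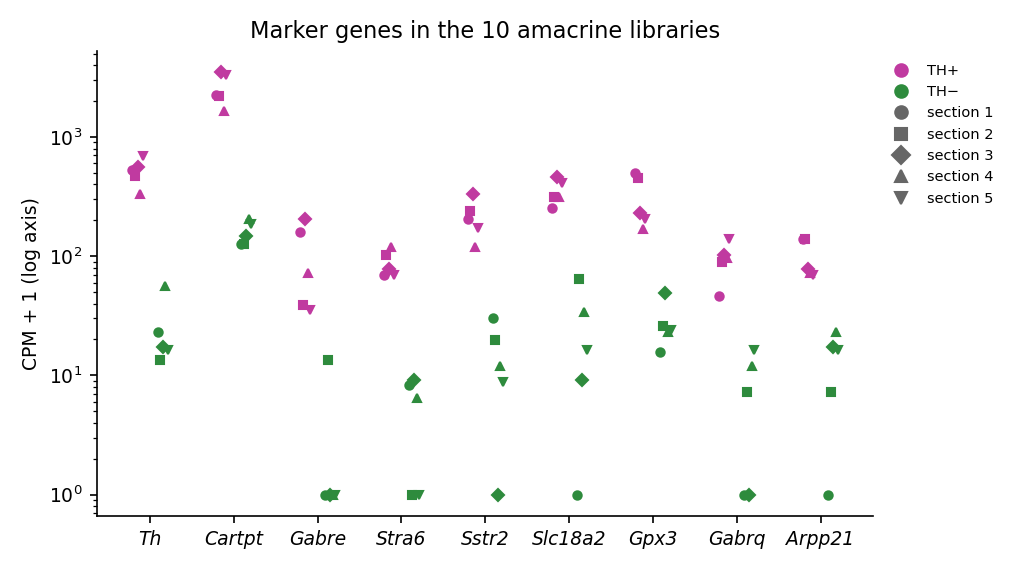
CPM + 1 on a log axis (vertical) for genes examined by RNA-FISH or named as TH+ markers (horizontal) in TH+ and TH− libraries, with 1 symbol per section and 5 sections per population. The TH+ values of Th lie between 333 and 685 CPM and the TH− values between 12.6 and 54.7, without overlap.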

For further validation, RNA-FISH was performed in new retinal sections to detect the top differentially expressed genes (*P*_adj_ < 0.05 and log_2_(fold enrichment) > 3). In all cases, the RNA-FISH confirmed the Light-Seq results, showing marker enrichment in TH^+^ DACs relative to neighboring TH^−^ ACs (Fig. 5f). As controls, we detected *Gad1* mRNA, with known expression in both TH^+^ DACs and TH^−^ ACs, and *Vsx2* mRNA, which is not expressed in either population. Importantly, FISH data suggest that some markers had high expression levels (*Cartpt*, *Slc18a2*), while others were expressed more moderately (*Gabre*, *Gabrq*, *Stra6*), demonstrating that Light-Seq can accurately detect moderately expressed RNAs.

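In TH+ libraries Cartpt stood at 2591 ± 797 CPM and Slc18a2 at 349 ± 83.9 (s.d., n = 5 sections). Gabre stood at 101 ± 76.4, Gabrq at 93.6 ± 32.8 and Stra6 at 86.6 ± 22.4 CPM (s.d., n = 5), from 22, 21 and 21 UMIs in total. Cartpt exceeded Slc18a2, and Slc18a2 exceeded each of the other 3, in 5 of 5 sections. Gabre, Gabrq and Stra6 could not be ranked among themselves, since their values overlapped between sections. CPM is not divided by gene length, which is 1277 nucleotides for Cartpt and 5352 for Gabrq in the authors' tables. The paper sets the Light-Seq enrichment beside the FISH levels of these genes and concludes that moderately expressed RNAs are detected accurately.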

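Slc18a2, the vesicular monoamine transporter gene, lies on chromosome 19 of GRCm39 from 59249238 to 59284695 on the forward strand and has 16 exons. TH− libraries held 23.8 ± 24.9 CPM of it (s.d., n = 5 sections), and its log2 fold change in TH+ cells was 3.66 (standard error 0.37, adjusted p = 3.08e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gabre is on chromosome X from 71299605 to 71318409 on the reverse strand, with 9 exons. Its log2 fold change was 4.58 (standard error 0.75, adjusted p = 5.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but its 2 TH− UMIs both came from section 2. With sections left out in turn it ranged from 4.02 to 6.50, the upper value being reached without section 2, where TH− libraries hold no UMI of Gabre and the fold depends on the prior count. Gabrq lies on the same chromosome from 71868784 to 71886208 on the forward strand, also with 9 exons. TH− libraries held 6.53 ± 6.79 CPM of Gabrq (s.d., n = 5), and its log2 fold change was 3.49 (standard error 0.62, adjusted p = 0.00026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).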

Several of the Light-Seq enriched markers have been previously reported in murine TH^+^ DACs: *Cartpt*^54^, *Slc18a2* (*VMAT2*)^55,56^ and gamma-aminobutyric acid (GABA) A receptor subunits *Gabre and Gabrq*^57^. 

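Stra6, which encodes a receptor for vitamin A uptake, lies on chromosome 9 of GRCm39 from 57970967 to 58063543 on the forward strand and has 19 exons. It had a log2 fold change of 4.08 in TH+ cells (standard error 0.65, adjusted p = 3.85e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 UMIs in the TH− libraries. Gpx3, a secreted glutathione peroxidase gene on chromosome 11 from 54793279 to 54802424 on the forward strand with 5 exons, had a log2 fold change of 3.61 (standard error 0.36, adjusted p = 1.54e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arpp21 lies on chromosome 9 from 111894158 to 112065764 on the reverse strand with 21 exons. Its log2 fold change of 2.98 (standard error 0.53, adjusted p = 0.00028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) rested on 25 TH+ and 9 TH− UMIs. These 3 genes were higher in TH+ libraries in 5 of 5 sections.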

Other transcripts, including *Stra6*, *Gpx3*, *Arpp21*, *Scn5a* and most biomarkers identified here, have, to our knowledge, not yet been reported for this subtype.

## Discussion

Here, we present Light-Seq, a method to attach sequenceable spatial indices onto biomolecules in intact samples using light. By directly integrating two powerful domains, microscopy and NGS, Light-Seq enables linking of morphological and spatial parameters of target cells to their transcriptomic profiles. Capture of morphology, tissue context, transcriptome and protein expression in the same cells provides a more comprehensive measurement of the state of cells and their interactions.

We demonstrated that Light-Seq can be used for full-transcriptome profiling of populations of 4–1,000+ cells within fixed tissue sections, with sensitivity similar to existing methods. Light-Seq produced UMI yields of 1,000–10,000 per 10 × 10-µm^2^ unit area depending on the target cell type, comparable to DBIT-Seq (~5,000 UMIs)^17^ and Slide-SeqV2 (500–1,000 UMIs)^12^ for tissue areas of the same size (Supplementary Tables 3 and 4). Light-Seq sensitivity for transcript detection ranged between 1% and 10% for individual genes when compared with smFISH measurements, with a mean of 4.29 ± 3.39%, similar to single-cell RNA sequencing sensitivity for the same set of genes (Fig. 4e and Extended Data Fig. 4h–j). Even with our conservative pipeline which includes only reads that mapped uniquely to the genome and exonic features, the sensitivity of Light-Seq is in line with existing spatial sequencing methods (0.005–15.5% (refs. ^17,21,58,59^), as reviewed before^9^). We note that both sensitivity and UMIs per unit area measurements are generally highly impacted by the particular cell and tissue type, genes assayed and sequence-processing pipelines, which makes direct comparisons across technologies and applications imperfect.

We expect that Light-Seq’s sensitivity can be further improved with optimization of the in situ RT and barcoding, such as by protease treatment, antigen retrieval or changes to fixation/permeabilization conditions^21,28,39,60^, use of targeted ISH probes^61^ and targeted ribosomal RNA depletion. These improvements, combined with the flexibility of custom photomasks, could ultimately enable profiling of single cells or subcellular compartments with higher efficiency. We will continue to update detailed protocols for applying Light-Seq at *lightseq.io*, including suggestions for optimization in different types of tissues.

Despite using different methods for RNA detection, we observed strong agreement between differentially enriched genes in single-cell Drop-Seq and Light-Seq data from the same cell types, such that 98.6% of significantly differential genes were enriched in the same retinal cell population in both datasets (Extended Data Fig. 4d). While the Drop-Seq data originated from dissociated cells among many retinas, Light-Seq requires far less cellular input (selected cells from only four 18 µm sections) and is not subject to loss of cells upon dissociation and the selection biases that this can produce.

Many existing spatial transcriptomics methods are complex and expensive to implement, regardless of the biological question of interest. Using standard NGS, Light-Seq circumvents many challenges associated with in situ sequencing and FISH approaches, which are limited by tissue autofluorescence and image deconvolution. The sequencing output of Light-Seq enables detecting not only RNA presence, but precise sequence information such as single nucleotide polymorphisms and splice isoforms, offering a major advantage over most ISH approaches (Supplementary Note 3). This approach could be particularly useful for tracking mutations and clonality in cancers or resolving microbial species in tissue samples. The cost for RT, A-tailing, three rounds of barcoding, displacement, cross-junction synthesis and PCR, on each section, is only ~$34.50 (Supplementary Table 5) per section. Photocrosslinking is feasible to perform with any standard optical imaging setup that can focus UV light on specified areas (for example, a microscope with a 365-nm UV LED and a DMD attachment, or a 405-nm laser on a confocal scanning or even light-sheet microscope for three-dimensional applications).

The DSP platform offers similar flexibility for spatial targeting by using iterative UV-cleavage and microcapillary collection of released barcodes^24^, but this platform requires expensive equipment and targeted hybridization-based barcoding of mRNAs, and currently offers lower sensitivity, requiring a minimum of 20–300 cells for sequencing. Another approach, PIC, similarly takes advantage of light-directed ROI targeting and shows higher sensitivity with single-cell barcoding, but is single-plex and destructive to the sample. These methods include differences in sample preparation and UMI recovery protocols which may be useful to consider for future variations of Light-Seq.

By spatially restricting the barcoding to targeted cDNAs and selectively amplifying them for library generation, Light-Seq allows the sequencing reads to be focused on cells of interest. Thus, unlike surface capture or microfluidic channel-based methods, sequencing depth and cost can be flexibly optimized, particularly for experiments targeting very few cells. This advantage is evident with our rare cell experiment (Fig. 5) where we used a single pooled MiSeq run (20 million reads) for all replicates. Experimentally decoupling the imaging and sequencing also makes the workflow highly flexible, and the light-directed barcoding allows addressing ROIs of different scales (from subcellular structures to large super-cellular regions) with the same reagents and experimental strategy.

We demonstrated how Light-Seq offers a simple and customizable workflow for studying very rare cell populations. We discovered and validated previously unknown biomarkers of TH^+^ DACs, which have not been captured by previous attempts to transcriptionally profile this population^53,54^. Our data confirm previously known markers, such as *Th*, *Cartpt* and *Slc18a2*, but also provide new leads for understanding the biology of dopaminergic retinal neurons. Several of these, such as *Arpp21* (ref. ^62^), *Vgff*^63^ and *Gpx3* (ref. ^64^), are suggested to play a role in dopaminergic neurons or related diseases elsewhere in the nervous system, but many remain unstudied. 

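Vgf, a neuropeptide precursor gene on chromosome 5 of GRCm39 from 137055246 to 137062205 on the forward strand, had 383 ± 65.3 CPM in TH+ and 94.5 ± 31.2 in TH− libraries (s.d., n = 5 sections). Its log2 fold change was 2.00 (standard error 0.26, adjusted p = 4.76e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 5 of 5 sections. Arpp21 stood at 98.4 ± 36.1 CPM in TH+ and 12.0 ± 8.71 in TH− libraries (s.d., n = 5), and Gpx3 at 311 ± 154 and 26.7 ± 12.9 (s.d., n = 5). Gpx3 varied most of these 3 genes between TH+ sections, from 167 to 502 CPM.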

Among the novel markers is *Stra6*, encoding a transmembrane vitamin A transporter that bidirectionally traffics retinol. Interestingly, this gene is additionally expressed in the retinal pigment epithelium and has been implicated in retinal disease, but the role of TH^+^ DACs in disease phenotypes remains unexplored^65,66^. The discovery of the tetrodotoxin-resistant voltage-gated sodium channel, *Scn5a*, is surprising and interesting. *Scn5a* encodes the main cardiac sodium channel, *Nav1.5*, and has been detected very rarely in neuronal populations^67,68^. Here, we report that *Scn5a* is highly expressed in TH^+^ DACs, but its function in these cells remains to be shown.

The nondestructive nature of Light-Seq leaves the sample intact after sequencing, potentiating multi-omic measurements from the same cells. We also envision that Light-Seq could be adopted for landmark-based transcriptomics (such as APEX-Seq^69^), without genetic intervention and sample destruction. While the combination of sensitivity, spatial resolution and ease of adoption of Light-Seq is collectively advantageous over existing technologies, the number of addressable regions is currently limited compared with other spatial methods. We expect that increasing the multiplexing would be highly feasible, as other published methods (for example, SABER^49,70^, CycIF^71^ or CODEX^72^) perform much longer (up to 60) serial cycles with repeated labeling, imaging and dehybridization/bleaching, and provide strong preceding evidence for good tissue preservation across more barcoding rounds. Scaling to combinatorial barcode construction and to labeling of other biomolecules (for example, proteome, epigenome) in future applications could support high-throughput barcoding and screening of hundreds to thousands of cells or regions with minimal increase in cost and is of great interest for further development.

## Methods

### Oligo design and preparation

CNVK-containing barcode sequences were screened with NUPACK^73^ to have minimal secondary structure and were also checked against the mouse and human genomes using the BLAST^74^ and BLAT^75^ online tools. For in situ transcriptomic barcoding, an RT primer ending in five Ns and three Gs^40^ was designed to contain a docking sequence complementary to a shared region in the barcode sequences (Supplementary Fig. 3). Barcode oligos were ordered from Gene Link, and all remaining oligos were ordered from Integrated DNA Technologies. Oligo stocks of 100 μM were stored at −20 °C, and working stocks of 10 μM in IDTE (Integrated DNA Technologies cat. no. 11-01-02-02) were prepared for most frequently used oligos. All sequence, purification and vendor information is listed in Supplementary Tables 5 and 6.

### Cell culture

A stable HEK293-GFP cell line (SC001) that constitutively expresses eGFP under a CMV promoter was purchased from GenTarget and cultured in high-glucose D-MEM with GlutaMax supplemented with 10% fetal bovine serum, 0.1 mM MEM nonessential amino acids, 1% Pen-Strep (Thermo cat. no. 15140122) and 10 µg ml^−1^ blasticidin (Thermo cat. no. J67216). A mouse 3T3 cell line was purchased from ATCC (CRL-1658) and cultured in D-MEM with GlutaMax (Thermo cat. no.10569-010) supplemented with 10% calf bovine serum (ATCC 30-2030) and 1% Pen-Strep. For the cell mixing experiment, cells were seeded overnight in D-MEM with GlutaMax supplemented with 10% calf bovine serum, 1% Pen-Strep and 0.1 mM MEM nonessential amino acids (Thermo cat. no 11140-050).

### Tissues

All animal experiments were conducted in compliance with protocol IS00001679, approved by the Institutional Animal Care and Use Committee at Harvard University. Experiments were performed on tissue collected from postnatal day 18 wild-type CD1 IGS mice (Charles River, Strain Code 022).

### Barcoding setup

Barcoding was performed on an inverted Nikon Eclipse Ti-E microscope with an attached Mightex Polygon 400 DP DMD. A Mightex BLS-series high-power liquid light guide-coupled LED source, 365 nm, 50-W emitter, was applied at 10% power for 10 s through a CFI plan fluor 10× objective per selected ROI per barcoding round (with the exception of Fig. 2b where at 10% power was applied for 5 s). For the glass surface or cell culture crosslinking experiments, focus was set to *z*-position corresponding to the top surface of the glass coverslip. For the retina layers experiment and barcoding of TH^−^ ACs, focus was set at 10 µm above the glass surface. For the TH^+^ DAC population, the focal plane of the TH-antibody stain was found for each cell, and barcoding was performed on the plane 5 µm above, to target the middle of the cells. Photocrosslinking was done on a single *z*-plane. Photomasks for the cell mixing and retina experiments were hand-drawn using the Bezier ROI tool and set as stimulation regions using the Nikon Elements (v.4.51) Polygon 400 module user interface. Refer to our protocols at *lightseq.io* and Supplementary Note 4 for detailed barcoding details, including calibrating and optimizing the optical setup.

### Retina tissue barcoding and immunofluorescence

Neural retinas were dissected from postnatal day 18 mice in 1× PBS (Invitrogen AM9625, diluted in ultrapure water, Invitrogen cat. no. 10977) and immediately fixed for 25 min at room temperature in 1× PBS with 4% paraformaldehyde (diluted from 16% solution, Thermo Scientific cat. no. 28908) and 0.25% Triton X-100 (Sigma Aldrich T8787). Retinas were then washed 3 × 5 min in 1× PBS and once for 10 min in 7% sucrose in 1 × PBS (40-µm filter-sterilized), before getting embedded in a 1:1 solution (v:v) of OCT (Tissue-Tek 4583) and 30% sucrose in 1× PBS for freezing in cryomolds and subsequent storage at −80 °C. Cryosectioning was performed to cut 18 µm sections onto poly-l-lysine-coated 18-well ibidi chamber slides (ibidi custom order cat. no. 81814, #1.5 polymer). For comparing retinal layers (Fig. 4), four technical replicates were prepared by cutting four distinct retinal sections from the same animal into different wells. To promote tissue adhesion, chamber slides were coated before cryosectioning with an additional layer of poly-d-lysine (PDL) (Sigma P6407) dissolved at 0.3 mg ml^−1^ in 2× Borate Buffer (diluted in water from Thermo Scientific PI28341, aliquoted and stored −20 °C). PDL coating was performed by covering the chambers with sterile PDL solution for 2 hours at 4 °C, removing the solution and drying completely and washing once with UltraPure water. After cryosectioning, retinas were dried briefly (~10 min) and washed three times in 1× PBS with 0.1% Tween-20 (vol/vol, Sigma Aldrich cat. no. P9416-50ML) (PBST).

The buffer was then replaced with an RT mix composed of 300 µM dNTPs (NEB N0447S), 0.5% Triton X-100 (vol/vol), 6 mM RNaseOUT (Invitrogen cat. no. 10777019), 1 µM RT primer and 8 U µl^−1^ Maxima RT H Minus enzyme (Thermo Scientific cat. no. FEREP0753) in 1× RT buffer and incubated on a flat-top thermocycler (Mastercycler Nexus Flat, Eppendorf cat. no. 6335000020) with the following program: 30 min at 22 °C, followed by a 12-cycle ramp program of 8 °C for 30 s, 15 °C for 30 s, 25 °C for 30 s, 30 °C for 1 min, 37 °C for 1 min and 42 °C for 2 min. After a final 42 °C incubation for 30 min, samples were held at 4 °C temporarily. Following RT, samples were washed in PBST with 60% deionized formamide (vol/vol, Thermo Scientific cat. no. AM9342) for 3 × 5 min, in PBST with 1 M NaCl (Invitrogen AM9760G) for 2 × 2 min and in PBST for 2 × 2 min. Samples were kept in PBST until the buffer was exchanged with an A-tailing master mix consisting of 1× ThermoPol Buffer (NEB cat. no. B9004S), 1 mM dATP (NEB N0446S), 25 µM ddATP (Sigma GE27-2051-01) and 1,000 U ml^−1^ terminal transferase enzyme (NEB M0315L) for a 45-min incubation at 37 °C. After A-tailing, samples were washed in PBST for 3 × 1 min and stored overnight at 4 °C in  PBST. Next day, before barcoding, the PBST was removed and fresh PBST with 1 M NaCl was added. For barcode hybridization, a barcoding solution consisting of PBST with 2 mg ml^−1^ sheared salmon sperm DNA (Invitrogen AM9680), 10% dextran sulfate (wt/vol, Sigma Aldrich cat. no. S4030), 250 nM Barcode 1 strand (GATE.D12.B1) and 500 mM NaCl was applied for 30 min. Samples were then washed with PBST with 1 M NaCl (3 × 1 min). Last wash buffer was replaced with fresh PBST with 1 M NaCl before proceeding to the barcoding. Slide was then transferred to the microscope for light-directed barcoding. Desired regions were visually identified in the brightfield images and hand-drawn masks were set as photostimulation regions (see the Barcoding setup section). After photostimulation in the regions of interest, the chamber was removed from the microscope for washing. Samples were then washed with PBST with 60% deionized formamide (vol/vol) 8 times (four cycles of two buffer exchanges with 5-min incubation in between) and with PBST with 1 M NaCl (2 × 2 min). Last wash buffer was replaced with fresh PBST with 1 M NaCl for the next barcoding round. The same tissue area was then manually found on the microscope, and two additional barcoding rounds were performed with Barcodes 2 (GATE.D12.B2) and 3 (GATE.D12.B3). After the last barcoding round and washes, buffer was replaced with PBST.

Barcoded retinas were stained with DAPI for 30 min (0.5 µg ml^−1^ in PBST) and imaged (Fig. 4 and Extended Data Fig. 3). After imaging, samples were treated with 67.5 µl of displacement mix consisting of 1× ThermoPol buffer and 250 U ml^−1^ RNase H (NEB cat. no. M0297L) and incubated at 37 °C for 45 min. To maximize yield of recovery, a low-retention pipette tip was first coated with primer by pipetting up and down in a 20 nM solution, and then the same empty tip was used to pipette the displacement mix up and down several times within the well before collection. Each eluate was then transferred to a tube containing 1.6 µl of 1 µM cross-junction synthesis primer (GATC.20T), mixed and heat inactivated at 75 °C for 20 min in a PCR machine (Eppendorf Mastercycler Nexus Gradient). Then, 10.9 µl of cross-junction synthesis mix containing 1.15 × ThermoPol buffer, 734 µM dNTPs and 5,872 U ml^−1^ BST LF polymerase (NEB cat. no. M0275L) was added to each eluate. Samples were incubated in a PCR machine at 37 °C for 30 min followed by heat inactivation at 80 °C for 20 min.

After extraction, cryosections were washed twice in PBST and kept in fresh PBST at 4 °C until further analysis. Retinas were incubated with Tissue Blocking Solution (1× PBS, 0.3% Triton X-100 and 5% Normal Donkey Serum (Jackson ImmunoResearch cat. no. 017-000-121, RRID:AB_2337258) and filter-sterilized using a 40-µm syringe filter) for 1 hour at room temperature before antibody staining. The following primary antibodies were prepared in the Tissue Blocking Solution: sheep anti-CHX10 (Exalpha X1180P, RRID:AB_2314191, diluted 1:500) and rabbit anti-PAX6 (Abcam cat. no. ab195045, RRID:AB_2750924, diluted 1:300). Primary antibodies were incubated overnight at 4 °C and then washed 5 × 5 min with PBST. Secondary antibodies (donkey anti-sheep-Alexa647, Jackson ImmunoResearch cat. no. 713-605-147, RRID:AB_2340751; donkey anti-rabbit-Cy3, Jackson ImmunoResearch cat. no. 711-165-152, RRID:AB_2307443) were incubated overnight at 4 °C in Blocking Solution (both antibodies diluted 1:500 from 50% glycerol stock) and washed 5 × 5 min with PBST. Wheat germ agglutinin (WGA, Biotium cat. no. 29022-1) diluted 1:100 in PBST from a 1 mg ml^−1^ stock solution was applied for 1 hour at room temperature, followed by 30 min of staining with DAPI in PBST (0.5 µg ml^−1^).

After cross-junction synthesis, the extracted sequences were quantified and then bulk amplified as follows. First, 5-µl volumes of reactions were combined in a 1:1 ratio with a PCR mix consisting of Sybr Green I (1×, Invitrogen S7563), Kapa HiFi Buffer (2×, from Roche KK2502), forward and reverse primers (600 nM each, GATE and GATC sequences; see Supplementary Table 6), dNTPs (600 µM, from Roche KK2502) and Kapa HiFi Hot Start Polymerase (0.04 U µl^−1^, from Roche KK2502). Samples were amplified on a quantitative PCR machine (Biorad CFX Connect Real-Time System) with the following program: 98 °C for 3 min, followed by 30 cycles of 98 °C for 20 s, 60 °C for 30 s and 72 °C for 2 min. Samples were then incubated for a final 5 min at 72 °C, and a melt curve measurement was performed. Based on the quantification, bulk amplification was then performed with the same conditions for 20 cycles using all of the remaining reaction material.

The extracted material for each of the four technical replicates was prepared separately, and samples were later pooled for sequencing as below (Library preparation and sequencing). Of the total tissue area of the sections, 7–11% (Supplementary Table 3) was estimated to be labeled with barcodes based on the size of the barcoded area over the total retina tissue area. Barcoded area was measured using the area of the photomask, and total retina tissue area was measured by the free-hand area tool in FIJI^76^.

### Barcoding TH^+^ DACs

Retinas were prepared and sectioned as described above for six section replicates. Light-Seq was performed as described above for the retinal layers in Fig. 4, with few changes: After in situ RT and A-tailing and before barcoding, sections were stained with an anti-TH antibody (Millipore cat. no. AB152, RRID:AB_390204) for 1 hour at room temperature. The antibody was diluted 1:500 in Blocking Solution, which was made of 1× PBS, 0.1% Tween-20 and 1% molecular grade BSA (GeminiBio, 700-106 P) and was filter-sterilized using a 20-µm syringe filter. Samples were washed 5 × 5 min with PBST. Donkey anti-rabbit-Alexa647 secondary antibody (Jackson ImmunoResearch cat. no. 711-605-152, RRID:AB_2492288) was added at 1:250 dilution in the same Blocking Solution for 30 min at room temperature and then washed 5 × 3 min with PBST.

Barcoding was then performed as described above with minor changes, listed here. The first round targeted the FITC-barcode strand (Barcode 3, GATE.D12.B3 sequence, annotated as Barcode 1 in Fig. 5a) to TH^−^ ACs, and the second round targeted the Cy3-barcode strand (Barcode 2, GATE.D12.B2) to TH^+^ DACs (see Supplementary Table 6 for barcode sequences). The *z* focal plane for barcoding TH^+^ DACs was guided by the anti-TH antibody signal with an additional 5-µm adjustment away from the well surface. Stringent washes after light-directed barcoding in PBST with 60% formamide were doubled in number (four cycles of 5-min incubations, where each cycle consisted of four buffer exchanges, rather than two buffer exchanges as done for the retinal layers). All TH^+^ DACs in the same section were addressed individually across multiple fields of view and were crosslinked with Barcode 2 after manual selection. Of the six section replicates prepared, five yielded enough material for sequencing during the PCR amplification of the extracted sequences. For all replicates, the number of TH^+^ DACs was between four and eight, and therefore the TH^+^ DAC transcriptomes came from a pool of four to eight cells per technical replicate.

### Immunostaining after sequencing TH^+/−^ ACs

After sequencing, we revisited the same barcoded cells from two of the original sections to validate the enriched expression of the top hit (lowest *P*_adj_), *Cartpt*, at the protein level. The samples were stored in PBST at 4 °C for >10 days while the sequencing was run and analyzed. For staining, samples were incubated with a goat anti-CARTPT antibody (Thermo Fisher Scientific cat. no. PA5-47170, RRID:AB_2607700) at 1:20 in Blocking Solution for 1.5 hours at room temperature and then washed 5 × 5 min with PBST. Then, a donkey anti-goat-Alexa488 secondary antibody (Jackson ImmunoResearch cat. no. 705-545-003, RRID:AB_2340428) was added at 1:250 in the same Blocking Solution for 30 min at room temperature and then washed 5 × 3 min with PBST. WGA-Rhodamine (Vector Labs cat. no. RL-1022-5, 1:100 from 1 mg ml^−1^ stock) and DAPI were added to the secondary antibody mixture to label cell membranes and nuclei.

### RNA-FISH validation of TH^+^ DAC markers

For the top ten markers (with *P*_adj_ < 0.05, log_2_(fold change) > 3), we validated using RNA-FISH. We used serial SABER-FISH to detect the markers in new 25 µm retinal sections as previously described^49^. FISH validations were done on four new sections from a mouse littermate of the source animal used for Light-Seq experiments. SABER-FISH probes were designed using the ‘RNA Probe Design’ feature of the PaintSHOP tool (https://oligo.shinyapps.io/paintshop/)^77^. For each gene, all probes were appended with a common gene-specific SABER-FISH primer sequence for orthogonal detection of multiple genes in the same cells. See Supplementary Table 7 for probe sequences (with their attached primer) targeting each gene. Previously described probe sets were used for *Gad1.26* and *Vsx2.25* (ref. ^49^). SABER-FISH probe preparation and RNA detection were performed as described before (by Kishi et al., 2019, ‘User-friendly protocol: Retina Tissue Sections RNA-FISH’ section of the Supplemental Protocols^49^). The *Sstr2*.25 SABER-FISH probe set failed to extend during the probe synthesis reaction (before being applied to the tissue samples) and therefore was excluded from the validation experiments.

Probes were split into two groups for multiplexed detection, with three rounds of fluorescent detection done to capture six RNAs total in each sample (representative images shown as rows in Fig. 5f). Each round detected two different genes using ATTO565 and Alexa647 fluorescent oligos, as described before^49^ (sequences included in Supplementary Table 7). The antibody stain for TH was performed after the first round of fluorescent detection, as described in the section above, and therefore was present during all rounds of sequential imaging. WGA-405S (Biotium cat. no. 29022-1) was added during the secondary antibody incubation at 1:100 for membrane staining.

### Barcoding and immunofluorescence on cultured cells

Eighteen-well poly-l-lysine-coated ibidi chambers (ibidi custom order cat. no. 81814) were coated with sterile PDL (Sigma Aldrich cat. no. P6407) at 0.3 mg ml^−1^ overnight at 4 °C. Afterwards, the chamber was dried for 1 hour, washed with UltraPure water (Invitrogen cat. no. 10977) and dried again before cell seeding. Chambers were then seeded with ~4,000 HEK293 and ~5,000 NIH/3T3 cells per well and placed in an incubator (37 °C with 5% CO_2_) overnight. Samples were gently washed with DPBS (pre-warmed to 37 °C, Gibco cat. no. 14190-144) and fixed in 4% formaldehyde (wt/vol, Thermo cat. no. 28908) in 1× PBS (Invitrogen cat. no. AM9625) for 10 min at room temperature. Then, samples were washed twice with 1× PBS and permeabilized with 0.25% Triton X-100 (vol/vol) for 10 min. Samples were then washed twice with 1× PBS, and the in situ RT step was done following the same protocol described for retina samples above. Following RT, samples were washed in PBST and 60% deionized formamide for 3 × 2 min, in PBST with 1 M NaCl for 2 × 2 min and in PBST for 2 × 2 min. Samples were kept in PBST at 4 °C (as a pausing point in the protocol). To proceed further, the PBST buffer was exchanged with the A-tailing master mix (as described above for tissues) and incubated at 37 °C for 30 min.

After A-tailing, samples were washed in PBST for 3 × 1 min and left in PBST with 1 M NaCl until barcoding. For barcode hybridization, a barcoding solution consisting of PBST with 250 nM Barcode 1 strand (GATE.D12.B1) and 500 mM NaCl was applied onto the samples for 15 min and excess strands were washed with PBST with 1 M NaCl for 3 × 1 min. Last wash buffer was replaced with fresh PBST with 1 M NaCl, and slide was then transferred to the microscope for light-directed barcoding. Selected HEK cells were then photocrosslinked using hand-drawn photomasks (see Barcoding setup for more details). Samples were then washed with PBST with 60% deionized formamide (vol/vol) eight times (four cycles of two buffer exchanges with 2-min incubations in between) and followed by 2 × 2 min washes with PBST with 1 M NaCl. The last wash buffer was replaced with fresh PBST with 1 M NaCl before the next barcoding round with Barcode 2 (GATE.D12.B2, for 3T3 cells), which was performed with identical barcode incubation and washing protocol, except after all washes, the liquid in the wells was replaced with PBST. See Supplementary Note 2 for suggested protocol updates to reduce the nonspecific background, and see *lightseq.io* for the latest suggested protocols.

After barcoding, samples were treated with 67.5 µl of displacement mix consisting of 1× ThermoPol buffer and 250 U ml^−1^ RNase H (NEB M0297L) and incubated at 37 °C for 30 min. cDNA collection, RNase H heat inactivation and cross-junction synthesis were done as described above for retina samples.

After extraction of cDNAs, cells were washed twice in PBST and then kept in fresh PBST at 4 °C until further analysis. For the cell mixing experiment, multiplexed IF was performed on one well. All antibodies were spun down at 10,000 *g* for 10 min at 4 °C before use. Cells were incubated with a primary antibody mix containing goat anti-Lamin-B (sc-6216, RRID:AB_648156), mouse anti-TFAM (MA5-16148, RRID:AB_11157422) and rat anti-alpha Tubulin (MA1-80017, RRID:AB_2210201) diluted 1:75 in 1× PBS, 0.3% Triton X-100 and 5% BSA (Jackson ImmunoResearch cat. no. 001-000-162) for 1 hour. After 2 × 1 min washes in 1 × PBS, cells were incubated with secondary antibodies anti-mouse-Alexa647 (Jackson ImmunoResearch 715-605-150, RRID:AB_2340862), anti-goat-Cy3 (VWR 102649-368) and anti-rat- Alexa488 (Jackson ImmunoResearch 712-545-150, RRID:AB_2340683) diluted 1:150 (from 50% glycerol stocks) in 1× PBS with 0.3% Triton X-100 and 5% BSA for 1 hour. Cells were washed in 1× PBS 2 × 1 min and then incubated with 4 µg ml^−1^ DAPI (Invitrogen cat. no. D1306) in 1 × PBS for 5 min, and washed 2 × 1 min with 1× PBS, followed by imaging in fresh 1 × PBS.

After cross-junction synthesis, extracted sequences were quantified as in the retina tissue barcoding and immunofluorescence section above. Bulk amplification was then performed with the same conditions for 24 cycles but starting with about half (40 µl) of the starting material. The other half of the sample material was kept to test alternative PCR kits (all the results shown in figures in this work were obtained with the Kapa HiFi kit, which we chose as our standard amplification method).

For cell mixing experiments, on average, ~25 cells of each type were pooled from a population of ~4,500 cells per well for each of the three technical replicates. Extracts were separately prepared from each replicate and pooled for sequencing as below. The total cell number was estimated from a manual count of ~130 cells in a 1-mm^2^ area of a single well and extrapolating to the total surface area.

### Library preparation and sequencing

Library preparation and sequencing were performed the same for both the cell mixing and retina tissue experiments. After PCR, samples were stored at −20 °C then purified with a 1.2× ratio of Ampure XP Beads (Beckman A63881) and eluted in water. Next, tagmentation was performed with a Nextera XT Library Preparation Kit (Illumina cat. no. FC-131-1096), but using custom primers for the i5 end. Tagmentation was performed using the standard manufacturer protocols and reagents (TD buffer, ATM, NT buffer, NPM PCR master mix) on 2 ng of sample in 20 µl reactions containing 10 µl of TD buffer and 5 µl of ATM for 5 min and at 55 °C, and reactions were stopped with 5 µl of NT buffer and held on ice. To each tube, 6.5 µl of water, 1.75 µl of Nextera i7 primer, 1.75 µl of custom i5 primer (GATE*.P5* in Supplementary Table 6) and 15 µl of NPM PCR master mix were added. Reactions were incubated at 72 °C for 3 min, 95 °C for 15 s, then 12 cycles of: 95 °C for 15 s, 55 °C for 15 s and 72 °C for 40 s. After a final incubation at 72 °C for 1 min, samples were held at 10 °C. Reactions were then purified with 0.9× Ampure XP Beads and eluted in water. Samples were stored at −20 °C until sequencing.

Sequencing was performed either by GeneWiz on an Illumina HiSeq machine or by the Biopolymers Facility at Harvard Medical School on an Illumina NovaSeq machine using custom Read 1 and i5 primers and 30% Phi-X spike-in. For the cell mixing data, all replicate sequences were pooled on a single lane of a HiSeq 4000 flowcell, although one replicate was also sequenced on its own lane. For the retina layers experiment (Fig. 4), all replicate sequences were pooled together and sequenced in both lanes of a NovaSeq 6000 flowcell. For the retina amacrine experiment (Fig. 5), all replicates were pooled together and sequenced with a single Illumina MiSeq run.

### In vitro surface barcoding

An eight-well ibidi ibiTreat chamber (ibidi cat. no. 80826) was functionalized with BSA-biotin and streptavidin for in vitro surface barcoding tests. BSA-biotin (Sigma A8549) and streptavidin (Invitrogen S-888) solutions were diluted to 1 mg ml^−1^ and 0.5 mg ml^−1^ in 1 × PBS, respectively. Then, 200 µl of the BSA-biotin solution was pipetted onto an empty ibidi well and incubated for 5 min at room temperature. Afterwards, the BSA-biotin solution was aspirated out of the well and washed twice with 1 × PBS. The streptavidin solution was then added to the well and also incubated for 5 min at room temperature, followed by three 1 × PBS washes.

The functionalized surface was then incubated with a biotinylated strand (Supplementary Table 6) at 1 μM in 1 × PBS for 5 min at room temperature, followed by three 1 × PBS washes. Hybridization solutions were made up of a 200 nM CNVK barcoding strand in 1 × PBS with 1 M NaCl.

Photomasks for the cat photo and Penrose triangle in Fig. 2b,c were generated as binary .tif files which were then uploaded and mapped onto the DMD chip. The binary image of the cat was generated using Adobe Photoshop (v.2021) diffusion dither function on a picture taken with a personal camera. Photomasks for the individual portions of the Penrose triangle were hand-drawn in Adobe illustrator (v.2021) and saved as an 8-bit grayscale .tif file.

Hybridization of the barcoding strands proceeded sequentially with each photomask corresponding to a unique barcoding strand and fluorophore (the cat photomask crosslinking was done as a single round (using the Barcode 2 strand) and with crosslinking). Each barcoding round introduced a barcoding strand in hybridization solution followed by a 5-min incubation at room temperature and UV photocrosslinking as described in the Barcoding setup section above. Afterwards, noncrosslinked strands were removed with a stringent wash with 40% formamide in 1 × PBS for 2 × 2 min. The formamide was then removed with 2 × 1-min washes in 1 × PBS with 1 M NaCl to prepare the chamber for the next round of barcoding.

### Imaging setups

In control experiments to monitor the signal after RT, after barcoding and after cDNA extraction, we scanned the samples with an ImageXpress Micro-4 system (Molecular Devices) equipped with a custom 5-mm liquid light guide Gen III Spectra LED-based light engine (solid-state 377/54, 438/29, 475/28, 511/16, 555/28, 576/23, 635/22, 730/40), Semrock filters (Zero Pixel Shift Filter Cubes: for DAPI and 750/Cy7 LED-Da/Fi/Tr/Cy5.Cy/5x-A Penta Band; for 488/GFP LED-FITC-A Single Band; for 565/Cy3 LED-TRITC-A Single Band; for 647/Cy5 LED-Cy5-A Single Band) and an Andor Zyla 4.2 camera controlled with the MetaXpress software (v.6.5.3.427). Tiling was performed with 10% overlap.

A fully motorized Nikon Ti-2 inverted microscope was used to image fluorescent retina samples. This confocal microscope was equipped with a Yokogawa CSU-W1 single spinning disk (50-µm pinhole size) and a Nikon linear-encoded motorized stage with Mad City Labs 500-µm range Nano-Drive Z piezo insert, and an Andor Zyla 4.2 plus (6.5-mm photodiode size) sCMOS camera using a Nikon Apo λS LWD 40×/1.1 DICN2 water immersion objective lens with Zeiss Immersol W 2010. Fluorescence was acquired from 405 nm, 488 nm, 550 nm and 640 nm by sample illumination with directly modulated solid-state lasers 405-nm diode 100-mW (at the fiber tip) laser line, 488-nm diode 100-mW laser line, 561-nm 100-mW diode-pumped solid-state laser line and 640-nm diode 70-mW laser line, in a Toptica iChrome MLE laser combiner, respectively. For all channels, a hard-coated Semrock Di01-T405/488/568/647 multi-bandpass dichroic mirror was used. Images were captured with 16-bit Dual Gain (high dynamic range camera mode). Nikon Elements AR 5.02 software was used during acquisition. *Z*-stacks were acquired using a Piezo Z-device (shutter closed during axial movement). Data were saved and exported as ND2 files.

For Extended Data Fig. 1c–g, a Leica SP5 X MP inverted laser-scanning confocal microscope was used to create custom scan regions using the ‘FRAP’ module. Point-scanning was performed through an HCX PL APO CS ×63.0 1.20 water objective with a 405-nm diode laser set to the highest power. Scan speed was set to the slowest rate of 10 Hz and scanned twice across the ROIs.

### Image processing and analysis

For images from the cell mixing experiment, multi-channel images from each round were registered and stitched using ASHLAR^78^ (v.1.12.0). Brightfield images for the cell mixing and retina images were manually contrasted for best visibility. Hand-drawn ROIs for the cell mixing and retina experiments were saved as binary .tif files and converted to a vector image with Adobe Illustrator’s image trace function and then overlaid onto the brightfield images. Multi-channel fluorescent images for the cell mixing were scaled and overlaid based on the following: Each image channel’s pixel values were separated as foreground or background pixels with an Otsu threshold. A linear normalization from 0 to 1 was then applied to each image, with the maximum pixel value of 1 set to the 95th percentile of foreground pixel values. Images were then false-colored and blended into an overlay image with a custom Python script that is equivalent to Adobe Photoshop’s screen blend function. The cat and Penrose triangle fluorescent images were manually contrasted for best visibility. The stitched overlay image in Fig. 3d was prepared in OMERO^79^ (v.5.4.6.21).

Retinal images in Fig. 4b,f are from a single *Z*-plane, extracted from composite multi-channel images in FIJI^76^ (v.2.0.0-rc-69/1.52n). The minimum and maximum intensity levels were manually chosen to linearly scale the pixel intensities for optimal display and adjusted using the *Image* *→* *Adjust* *→* *Brightness/Contrast* window in ImageJ. Single-channel images in Extended Data Fig. 3b,c were adjusted using the ‘Auto’ setting under *Image* *→* *Adjust* *→* *Brightness/Contrast*, and the minimum intensity value was then set to zero.

Figures were assembled in Adobe Illustrator (v.2021 and 2022).

### Sequencing data processing and differential gene expression analysis

Parsing and mapping of sequencing data were performed on the Harvard Medical School O2 cluster (Kernel 3.10.0) with Python (3.7.5), PyTables (3.6.1), samtools (1.9 and 1.12), pysam (0.17.0), numpy (1.21.4), pandas (1.3.4), Biopython (1.79) and scikit-bio (0.5.6). See the Code availability statement for the GitHub repository containing all code and virtual environment parameters. The pipeline for sequencing analysis is outlined in Extended Data Fig. 4a, with a breakdown of read distributions for each replicate depicted in Extended Data Fig. 4b. Barcode, UMI and cDNA mapping sequences (up to 40 nt) were extracted from Read 1 (R1) reads using the UMI-tools (v.1.1.1) package^80^. Sequences were then mapped to the appropriate genome (Human v38 or Mouse vM27) or a merged genome using the STAR aligner^81^ (v.2.7.9a), with multimapped alignments discarded in all cases.

After mapping, the featureCounts^82^ tool was used to assign genomic mappings to genes, and then reads were deduplicated (per gene) with the UMI-tools dedup command. For mouse transcript mapping, reads corresponding to two genes (ENSMUSG00000119584.1 and ENSMUSG00000064337.1, a ribosomal RNA and a mitochondrial rRNA, respectively) were discarded as the number of mapped sequences came close to or exceeded the number of possible UMIs and caused the deduping process to stall. For the human and cell mixing experiment, reads that did not map were then compared with the eGFP transcript sequence with the Striped Smith Waterman algorithm^83^ and were considered eGFP reads if they had a score of at least 40 and the UMI was unique. For the mouse and human cell mixing experiment, discrimination values were calculated based on mapping to a merged human and mouse genome, and UMI counts were estimated based on mapping separately the human-barcoded reads to the human genome and mouse-barcoded reads to the mouse genome.

After gene assignment and UMI deduplication, reads were parsed out by their DNA barcode sequence by exact matches only with custom Python scripts. Normalized expression levels for the cell mixing experiment were calculated as log_2_-transformed TPM (log_2_(TPM + 1)). Gene enrichment analysis for the retina tissue experiment was performed in R with the DESeq2 package^45,84^. Genes were considered enriched if their adjusted *P* values (*P*_adj_, with the Benjamini–Hochberg method) were under 0.05. 

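A gene counted as a marker of a layer where it was higher than in both other layers at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This gave 1783 genes for the ONL, 660 for the BCL and 1984 for the GCL. The 2 comparisons of a layer share its libraries, so 20 datasets with unchanged groups were simulated to see how many genes pass both by chance. They held on average 0.05 such genes for the ONL, 0 for the BCL and 0.05 for the GCL, and at most 1. No gene was changed in these datasets. They therefore cannot show how many genes that differ in only 1 comparison also pass the other through the shared libraries. DESeq2 gave 1221, 613 and 1565 genes, the largest change for the ONL among the alternatives. Outside the genes the paper names, those with the smallest adjusted p included Grk1, Kcnv2, Pdzph1 and Pcare for the ONL over the BCL, with log2 fold changes of 2.66, 2.68, 2.68 and 2.75. Over the GCL, Tnfaip3 and Esrrb joined Pdzph1, Grk1 and Kcnv2, with 4.13 and 4.05. For the BCL they were Prox1, Lrtm1, Abca8a, Ndnf and Glul, where the ONL lay lower at -3.45, -3.27, -3.22, -3.70 and -2.81. Against the GCL, Cabp5, Lactbl1 and Gm37583 stood out beside Lrtm1 and Abca8a, at 4.91, 4.75 and 4.97. For the GCL they were Tppp3, Sncg, Atp2b2, Trarg1 and Cx3cl1, where the ONL lay lower at -3.88, -3.65, -3.16, -3.81 and -3.26. Cplx2, Nefl and Thy1 joined Sncg and Trarg1 in the comparison with the BCL, at -2.87, -3.77 and -4.21. All of these held in 4 of 4 sections, by the rule that selected them.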

For Fig. 4d, markers for each layer were the set of genes that were enriched relative to both other layers, plotted in R 3.6.1 with pheatmap function (v.1.0.12). For Fig. 4c, genes with adjusted *P* > 0.05 are plotted in black (at the bottom of the graphs), while genes that were significantly enriched in the pairwise comparisons are colored based on their layer enrichment (e.g., magenta, enriched in ONL, Barcode 1).

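For the ONL, 13 genes are labelled in Fig. 4c, and 13 of 13 were higher in the ONL than in both other layers. Of the 11 genes labelled for the BCL, 10 reached the count minimum and 10 were higher in the BCL than in both others. For the GCL the count was 8 of 8. These counts were the same when adjusted over the list alone, although the paper chose the labels on these libraries, so the lists are not independent evidence. Igfn1, the remaining BCL label, had 0, 47.9, 18.5 and 40.3 CPM in the 4 BCL sections and was not tested. Dpysl3 had 1460 ± 78.5 CPM in the ONL, 299 ± 44.0 in the BCL and 437 ± 7.87 in the GCL (s.d., n = 4 sections). Its log2 fold change was 2.29 for the ONL over the BCL (standard error 0.12) and 1.74 over the GCL (standard error 0.10), with adjusted p = 5.46e-22 and 5.42e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nefm, a neurofilament gene of ganglion cells, had 638 ± 47.8 CPM in the GCL, 38.4 ± 7.72 in the ONL and 41.7 ± 8.90 in the BCL (s.d., n = 4). Its log2 fold change was -4.03 for the ONL and -3.92 for the BCL against the GCL, with 4 of 4 sections in that direction. Calb2 stood at 1758 ± 211 CPM in the GCL (s.d., n = 4), and did not differ between the ONL and the BCL (log2 fold change 0.51, standard error 0.22, adjusted p = 0.0643 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while with the section as a block, which pairs the layers, it was called (0.53, adjusted p = 0.0266 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives this adjusted p ranged from 0.000802 to 0.727 and 3 of 10 called the gene, so the difference is not settled by these sections. Opn4, with 109 UMIs over the GCL and 5 over the ONL libraries, was higher in the GCL than in the ONL in 3 of 4 sections.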

To compare with existing Drop-Seq data^46^ for Extended Data Fig. 4e–g, pseudo-bulk RNA sequencing data were modeled based on single-cell counts by pooling the counts from all cells of each cell type that are known to localize within the targeted layers. Single cells from the Drop-Seq dataset were classified as cell types as outlined in the GitHub markdown (at https://github.com/broadinstitute/BipolarCell2016). The pseudo-ONL was constructed by pooling together the rod and cone photoreceptor cells, and the pseudo-BCL was constructed by pooling all bipolar subtype clusters and the Müller glia. Number of transcripts per cell (Supplementary Table 3) was estimated by dividing by the number of cells pooled for each layer.

For Light-Seq, the number of barcoded cells per region was estimated based on the area of the barcoded region (Extended Data Fig. 3) and manual counting of the number of DAPI-stained nuclei within three-dimensional confocal images of the barcoded regions. For each layer, the number of DAPI-stained nuclei was counted within a subset of the barcoded area (~5,000 μm^2^), and the total number was estimated by linearly scaling based on the precise size of the full area. Since the BCL contains both bipolar cells and Müller glia, the number of bipolar cells within the BCL was estimated as 72% of the total DAPI-stained nuclei within the layer^85^. In Fig. 4c, markers that were in enriched in one of the ONL or BCL layers in either assay were compared, and in Fig. 4d, markers that were enriched relative to both other layers were plotted based on their DESeq2 *z* score^45^. In Extended Data Fig. 4f, markers that were enriched in the BCL in both assays were plotted.

Scripts used for sequencing data processing, mapping and analysis have been posted to GitHub, along with cell count estimates for the pseudo-bulk comparisons and step-by-step instructions for running the code.

### Sensitivity estimation

To estimate the sensitivity of Light-Seq, we compared sequencing read counts with published smFISH data for a set of 16 bipolar cell markers, which were captured in the BCL Light-Seq data^50^. From this previous publication, we used the smFISH puncta-per-cell counts to estimate the expected number of total transcripts detected, based on the number of bipolar cells captured in the Light-Seq BCL area and the known average transcript per cell counts within the BCL. To estimate the number of bipolar cells captured within the Light-Seq BCL area, we overlaid the ROI outline with the DAPI-stained barcode image. First, the full arclength of the region, arc_total_, was measured in FIJI using the *Segmented Line* tool followed by *Analyze* → *Measure*. Then, a small portion of the arclength, arc_small_, was measured (~200 μm) in the same way, and the number of DAPI-stained nuclei within the ROI were counted for the arc_small_ area (cells_small_). The total number of nuclei in the ROI was predicted by scaling: (no. of total cells) = (arc_total_ × cells_small_)/arc_small_ (Supplementary Table 3).

With an estimate of the number of bipolar cells within the BCL, we then used the smFISH data for the 16 marker genes with single-cell expression counts published in West et al. 2022 (ref. ^50^) to predict how many transcripts should be present within a bipolar cell population of the measured size. Since the published data were single-cell transcript (smFISH puncta) counts for each of the 16 marker genes for all bipolar subtypes (at their measured ratios), we chose to exclude all cells of type BC1B from the smFISH data and the Drop-Seq data because their cell bodies are located within the AC layer and would not be within the Light-Seq BCL (as shown in previous work, particularly in Fig. 3 of Shekhar et al. 2016 (ref. ^46^)). To exclude BC1B from the smFISH single-cell gene expression matrix from West et al. 2022 (ref. ^50^), we removed all rows from ‘Retina1.csv’ (available on https://github.com/ewest11/Bipolar-Serial-SABER-FISH-Analysis) with ‘Subtype’ = 2. For Drop-Seq data, the cells belonging to the BC1B cluster were similarly removed.

With the remaining gene expression counts across all other bipolar subtypes, we averaged across all cells to obtain an ‘average transcript per cell count’ for the BCL. This average was then scaled by our estimated cell numbers (listed in Supplementary Table 3 for each replicate) to obtain the expected number of transcripts per Light-Seq BCL replicate and per Drop-Seq replicate. Sensitivity was plotted with MATLAB 2018a’s *boxplot* function, with default settings.

We note that the mice in West et al. 2022 (ref. ^50^) were injected with EdU and BrdU for cellular birth dating and the Drop-Seq cells were dissociated for sequencing, which should be considered as potential sources of variance.

### Chimeric read analysis

R1 and R2 reads for each replicate from the TH^+^ DAC experiment were mapped and deduplicated separately. The R1 and R2 deduplicated read files were then merged, sorted by read name and iterated through to identify pairs where both R1 and R2 mapped to transcripts. The numbers of pairs that mapped to the same transcript versus different transcripts are reported in Supplementary Note 1. For this analysis, Python v.3.10.4 was used on a MacBook Pro (2021) with macOS Monterey (v.12.2.1).

### Intron analysis

To analyze intronic reads, the -t gene flag of featureCounts^82^ was used to map to genes rather than just exons. Then, the RSeQC^86^ (v.4.0.0) read_distribution.py program was used to profile the numbers of reads from UTR exonic, CDS exonic and 10-kb regions upstream and downstream for each replicate. Further details and counts can be found in Supplementary Note 3. For this analysis, Python v.3.10.4 was used on a MacBook Pro (2021) with macOS Monterey (v.12.2.1).

### Gene length bias analysis

Gene lengths as reported by featureCounts^82^ (v.2.0.1) were used to profile read counts from transcripts of different lengths for each barcode for each replicate. Histograms were generated to show the distribution of transcript counts across different transcript lengths. Box plots were then generated to show transcript counts for transcripts within different length ranges, with bins chosen based on mouse embryonic stem cells full-length comparisons^87^ in R (v.4.1.3). RPKM values were calculated for the same bins by dividing the read counts by the length (in kilobases) of the transcript and dividing again by a scaling factor calculated as the number of reads from the condition divided by 1 million.

### Gene body coverage analysis

Files containing aligned, deduplicated reads in BAM file format were input to the RSeQC^86^ geneBody_coverage.py program to generate the gene body coverage plots. The reference BED file input to RseQC was generated by converting the comprehensive gene annotation GFF3 file (vM27) to a 12-column BED file using conversion utilities hosted by the UCSC Genome Browser^88^ (specifically, gff3ToGenePred and genePredToBed (v.1.04.00)). These data were visualized in IGV (v.2.12.3)^89^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41592-022-01604-1.

## Supplementary information

Supplementary Information Supplementary Information contains Supplementary Figs. 1–3, Tables 1–6, Notes 1–4 and references.

Reporting Summary

Peer Review File

Supplementary Table 7 List of SABER-FISH probe sets used for RNA-FISH validation experiments.

## Data Availability

Detailed protocols for barcoding experiments are accessible online on the protocols.io platform, and up-to-date protocols and resources can be found at *lightseq.io*. These protocols cover the following: (1) in situ reverse transcription and A-tailing, (2) in situ spatial barcoding, (3) displacement and extraction of barcoded cDNA sequences, (4) cross-junction synthesis, (5) PCR amplification and (6) library preparation via tagmentation. Raw sequencing data are available online in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE208650. The gene mappings and counts for human–mouse cell mixing experiment replicates are provided in the source data for Extended Data Fig. 2. The full lists of differentially enriched genes enriched between layers in the retina tissue experiment are provided in the source data for Fig. 4. The full list of differentially enriched genes enriched between TH^+^ and TH^−^ cells in the rare retinal AC tissue experiment is provided in the source data of Fig. 5. All SABER-FISH probe sequences are provided in Supplementary Table 7. Correspondence and requests for materials should be addressed to J.Y.K., S.K.S., P.Y. or C.L.C.

## Source data

Source Data Fig. 4 The full lists of differentially enriched genes enriched between layers in the retina tissue experiment.
Source Data Fig. 5 The full list of differentially enriched genes enriched between TH^+^ and TH^−^ cells in the rare retinal amacrine cell tissue experiment.
Source Data Extended Data Fig. 2 The gene mappings and counts for human–mouse cell mixing experiment replicates.

# Supplementary material for: Light-Seq: light-directed in situ barcoding of biomolecules in fixed cells and tissues for spatially indexed sequencing
**Source:** Nat Methods. 2022 Oct 10;19(11):1393–402. doi: 10.1038/s41592-022-01604-1
**Supplement:** Supplementary file 1 — Supplementary Information contains Supplementary Figs. 1–3, Tables 1–6, Notes 1–4 and references.

---

**Supplementary information**

---

**Light-Seq: light-directed in situ barcoding of biomolecules in fixed cells and tissues for spatially indexed sequencing**

---

In the format provided by the  
authors and unedited

## Supplementary Information

### Light-Seq: Light-directed *in situ* barcoding of biomolecules in fixed cells and tissues for spatially indexed sequencing

Jocelyn Y. Kishi<sup>1,2,\*</sup>, Ninning Liu<sup>1,\*</sup>, Emma R. West<sup>3,4,\*</sup>, Kuanwei Sheng<sup>1</sup>, Jack J. Jordanides<sup>1</sup>, Matthew Serrata<sup>1</sup>, Constance L. Cepko<sup>3,4,5</sup>, Sinem K. Saka<sup>1,2,6</sup> and Peng Yin<sup>1,2</sup>

\* These authors contributed equally.

**Supplementary Information** contains:

**Supplementary Figure 1.** ROI selection on microscope (HEK cells).

**Supplementary Figure 2.** ROI selection on microscope (3T3 cells).

**Supplementary Figure 3.** Strand design schematics.

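UMIs per unit area relate the count of a library to the cell area that received its barcode, so wells with different numbers or sizes of selected cells can be set side by side. The areas measured by the authors come to 67.7, 81.4 and 73.7 unit areas of 100 µm² for HEK cells in wells 1 to 3, and to 173, 193 and 225 unit areas for 3T3 cells. Without the mitochondrially encoded genes the HEK wells gave 576, 1051 and 1000.5 UMIs per unit area and the 3T3 wells 729, 997 and 826.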

**Supplementary Table 1.** Estimated UMI counts per area for human HEK cells and mouse 3T3 cells.

**Supplementary Table 2.** Top transcripts detected in human HEK cells and mouse 3T3 cells.

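The ranking of transcripts uses TPM, which weights each UMI by the inverse of the gene's length. The ranks follow the mean TPM over the 3 wells, and the genes named were picked for their rank after the values were seen. MT-RNR2, a mitochondrial ribosomal RNA gene, ranked first in HEK cells with 107173 ± 12545 TPM (s.d., n = 3 wells). Its mouse counterpart mt-Rnr2 ranked first in 3T3 cells with 39424 ± 266 TPM (s.d., n = 3). The mitochondrial tRNA gene MT-TI, 69 nucleotides long, ranked 4 in HEK cells from 175 UMIs over the 3 wells. In 3T3 cells mt-Tm, also 69 nucleotides long, ranked 4 from 269 UMIs.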

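The barcoded area was converted from pixels of 1.6 µm and the cell number was scaled to it from nuclei counted in a part of the area. ONL areas ranged from 220.0 to 361 unit areas and held an estimated 856 to 1309 cells per section. BCL areas ranged from 137 to 174 unit areas with 261 to 330 cells, and GCL areas from 107 to 147 unit areas with 77 to 106 cells. ONL section 1 had the largest area per cell of its layer, 0.295 unit areas against 0.257 in each of the other 3 sections. Without the mitochondrially encoded genes the layers gave 1757 ± 378, 1205 ± 122 and 4877 ± 587 UMIs per unit area for the ONL, BCL and GCL (s.d., n = 4 sections).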

**Supplementary Table 3.** Estimated UMI per area and estimated cell numbers for mouse retina by retinal layer.

**Supplementary Table 4.** Barcoded area and UMI counts of TH<sup>+</sup> amacrine cells.

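The TH+ areas, outlined by the authors on pixels of 1.6 µm, come to 5.81, 8.37, 5.56, 7.58 and 3.02 unit areas in sections 1 to 5, with 7, 8, 6, 7 and 4 barcoded TH+ cells. The photomasks thus covered 0.928 ± 0.139 unit areas per TH+ cell (s.d., n = 5 sections). The paper drew these masks slightly inside the cell boundary, so this is not the full area of a cell. Mitochondrially encoded genes held 7.97% ± 1.09 of the TH+ UMIs and 6.92% ± 0.778 of the TH− UMIs (s.d., n = 5), a share that was higher in TH+ libraries in 5 of 5 sections (exact permutation test, two-sided, p = 0.127, and p = 0.0625 for the exact paired test, the smallest that 5 pairs allow). Areas of the TH− cells were not analysed here.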

**Supplementary Table 5.** Cost estimates for barcoding reagents.

**Supplementary Table 6.** Sequences of DNA oligos used in the experiments.

**Supplementary Table 7.** List of SABER-FISH probe sets used for RNA-FISH validation experiments (provided as a separate spreadsheet).

**Supplementary Note 1.** Design choices to limit background during reverse transcription.

**Supplementary Note 2.** Background blocking.

**Supplementary Note 3.** Intronic mapping for retina tissue experiments.

**Supplementary Note 4.** Instructions for calibrating, focusing, optimizing, and selecting ROIs for DMD illumination, and important considerations for resolution and experimental design.

**Supplementary References**

**Supplementary Table 1. Estimated UMI counts per area for human HEK cells and mouse 3T3 cells.**

To obtain the number of UMIs per unit area, we first estimated the total of the cell area (in pixels) that was subject to UV illumination for each barcode based on microscopy images of the ROIs. We calculated the total illuminated cellular area by segmenting the cells to discard any potential non-cell areas that were included in the ROIs by the manual selection. Hence barcoded area in pixels is estimated via a segmentation mask. We then convert this to  $\mu\text{m}^2$  by multiplying it with the pixel size in microns (pixel scaling  $0.6556 \mu\text{m} \times 0.6556 \mu\text{m}$  per pixel), dividing the total area by  $100 \mu\text{m}^2$  to find how many unit areas it corresponds to, and finally dividing the UMI counts (correctly barcoded and uniquely mapped reads for the corresponding sample) by the total number of illuminated cell or tissue area units. We note that although roughly the same numbers of HEK and 3T3 cells were barcoded, the total barcoded cellular area for 3T3 cells is 2.3-3-fold larger than the HEK cell area. Half of each replicate sample was amplified, and after library preparation all replicates were pooled together on a single HiSeq lane and sequenced. One single replicate (Replicate 2 below) was also separately run on a single HiSeq lane for deeper sequencing (Deeper Seq.).

|                                                              | Human 1 | Human 2                         | Human 3 | Mouse 1 | Mouse 2                         | Mouse 3 |
|--------------------------------------------------------------|---------|---------------------------------|---------|---------|---------------------------------|---------|
| Total Barcoded Area (pixels)                                 | 15,755  | 18,932                          | 17,139  | 40,319  | 44,846                          | 52,283  |
| UMI's / unit area ( $10 \mu\text{m} \times 10 \mu\text{m}$ ) | 1,436   | 2,234<br>3,328<br>(Deeper Seq.) | 2,207   | 982     | 1,392<br>2,029<br>(Deeper Seq.) | 1,135   |

# Supplementary Table 2. Top transcripts detected in human HEK cells and mouse 3T3 cells.

Top 50 are shown. Full list is provided as Source Data Table 1.

**Supplementary Table 3. Estimated UMI per area and estimated cell numbers for mouse retina by retinal layer.**

Barcoded area in pixels was calculated from the binary image used for photomasks. Pixel size is 1.6  $\mu\text{m}$ /pixel.

|                                                                  | <b>Section 1</b> | <b>Section 2</b> | <b>Section 3</b> | <b>Section 4</b> |
|------------------------------------------------------------------|------------------|------------------|------------------|------------------|
| ONL barcoded area (pixels)                                       | 14,091           | 13,142           | 10,669           | 8,594            |
| BCL barcoded area (pixels)                                       | 6,380            | 6,798            | 5,969            | 5,365            |
| GCL barcoded area (pixels)                                       | 5,448            | 5,744            | 4,195            | 4,381            |
| ONL UMIs per unit area<br>(10 $\mu\text{m}$ x 10 $\mu\text{m}$ ) | 2,220            | 2,148            | 1,603            | 1,410            |
| BCL UMIs per unit area<br>(10 $\mu\text{m}$ x 10 $\mu\text{m}$ ) | 1,186            | 1,197            | 1,287            | 1,472            |
| GCL UMIs per unit area<br>(10 $\mu\text{m}$ x 10 $\mu\text{m}$ ) | 5,628            | 4,537            | 6,057            | 5,221            |
| Number of cells ONL                                              | 1,221            | 1,309            | 1,062            | 856              |
| Number of cells BCL                                              | 309              | 330              | 290              | 261              |
| Number of cells GCL                                              | 101              | 106              | 77               | 81               |
| Total barcoded area as % of total tissue<br>section area         | 10.8             | 10.5             | 10.0             | 7.6              |

**Supplementary Table 4. Barcoded area and UMI counts of TH<sup>+</sup> amacrine cells.**

Barcoded area in pixels was calculated from the binary image used for photomasks. Pixel size is 1.6  $\mu\text{m}$ /pixel.

| <b>TH+ Amacrine Cells</b>                                   | <b>Section 1</b> | <b>Section 2</b> | <b>Section 3</b> | <b>Section 4</b> | <b>Section 5</b> |
|-------------------------------------------------------------|------------------|------------------|------------------|------------------|------------------|
| Total barcoded area (pixels)                                | 227              | 327              | 217              | 296              | 118              |
| UMI counts                                                  | 48,978           | 87,449           | 42,507           | 46,245           | 30,317           |
| Number of cells                                             | 7                | 8                | 6                | 7                | 4                |
|                                                             |                  |                  |                  |                  |                  |
| UMI per unit area<br>(10 $\mu\text{m}$ x 10 $\mu\text{m}$ ) | 8,428            | 10,446           | 7,651            | 6,102            | 10,036           |
| UMI per cell (TH <sup>+</sup> DAC)                          | 6,996            | 10,931           | 7,084            | 6,606            | 7,579            |

### Supplementary Table 5. Cost estimates for barcoding reagents.

The cost of performing reverse transcription, A-tailing, three rounds of barcoding, displacement, cross-junction synthesis, and bulk PCR is estimated to be around \$34.50 based on the amount of each material used for these steps (for a buffer volume of 50 µl/sample on a single well in an 18-well µ-slide). The reagent amounts will scale with the incubation volume for the desired sample/chamber format. For most items, we included online non-discounted commercial list prices as of March 26, 2022 (underlined). For oligos, the item with no public list price (KK2502), and the item that has been discontinued (GE27-2051-01), we listed our paid price. We also note that the cost of the optional fluorophore modifications (Cy5, Cy3, and Fluorescein) added significantly to the cost of the barcode strands (which we ordered in bulk, at 1 µmole scale). We note that the list prices for the reagents may vary depending on the desired order size and academic discounts. Each additional barcode round is projected to cost <\$1.50. Note that this estimate does not include the standard costs of the imaging chambers, sample prep (e.g. fixation), library prep, or sequencing.

| Reagent name                                                                            | Vendor            | Catalog #                                      | List price or paid price | Amount                    | Amount in µl | Amount used for barcoding one 50 µl well | Cost per 50 µl well |
|-----------------------------------------------------------------------------------------|-------------------|------------------------------------------------|--------------------------|---------------------------|--------------|------------------------------------------|---------------------|
| PBS - Phosphate-Buffered Saline (10X) pH 7.4, RNase-free                                | Invitrogen        | AM9625                                         | <u>\$76.75</u>           | 1 L                       | 1,000,000    | 300                                      | \$0.02              |
| Ultrapure water                                                                         | Invitrogen        | 10977023                                       | <u>\$207.00</u>          | 10 x 500 ml               | 5,000,000    | 1924.315                                 | \$0.08              |
| Thermo Scientific™ Maxima H Minus Reverse Transcriptase (200 U/µL) (includes 5X buffer) | Thermo Scientific | FEREP0753                                      | <u>\$844.00</u>          | 4 x 10,000 units          | 200          | 2                                        | \$8.44              |
| RNaseOUT™ Recombinant Ribonuclease Inhibitor                                            | Invitrogen        | 10777019                                       | <u>\$208.00</u>          | 5k units, 40 U/µl         | 125          | 3                                        | \$4.99              |
| Triton™ X-100                                                                           | Sigma Aldrich     | T8787-50ML                                     | <u>\$31.20</u>           | 50 ml                     | 50,000       | 0.25                                     | \$0.00              |
| Terminal Transferase - 2,500 units                                                      | NEB               | M0315L                                         | <u>\$301.00</u>          | 2,500 units, 20k units/ml | 125          | 2.5                                      | \$6.02              |
| 2',3'-Dideoxyadenosine 5'-Triphosphate, 100 mM solution (ddATP)                         | Sigma Aldrich     | GE27-2051-01                                   | \$309.00                 | 4 µmol of 100 mM          | 40           | 0.0125                                   | \$0.10              |
| Deoxynucleotide (dNTP) Solution Set - 25 µmol each at 100 mM (just need dATP)           | NEB               | N0446S                                         | <u>\$180.00</u>          | 25 µmol each of 100 mM    | 250          | 0.5                                      | \$0.36              |
| Deoxynucleotide (dNTP) Solution Mix - 8 µmol at 10mM each                               | NEB               | N0447S                                         | <u>\$66.00</u>           | 8 µmol of 10 mM           | 800          | 2.3                                      | \$0.19              |
| 5M NaCl                                                                                 | Invitrogen        | AM9760G                                        | <u>\$45.38</u>           | 100 ml                    | 100,000      | 225                                      | \$0.10              |
| Formamide (Deionized)                                                                   | Invitrogen        | AM9342                                         | <u>\$119.00</u>          | 500 ml                    | 500,000      | 780                                      | \$0.19              |
| Salmon-sperm DNA                                                                        | Thermo Fisher     | AM9680                                         | <u>\$304.00</u>          | 10 tubes, 1 ml each       | 10,000       | 30                                       | \$0.91              |
| Dextran Sulfate 50% solution                                                            | EMD               | S4030                                          | <u>\$175.00</u>          | 100 ml                    | 100,000      | 30                                       | \$0.05              |
| Bst DNA Polymerase, Large Fragment - 8,000 units (includes 10XTP and 100mM MgSO4)       | NEB               | M0275L                                         | <u>\$296.00</u>          | 8,000 U, 8,000 unit/ml    | 1,000        | 8                                        | \$2.37              |
| RNase H - 1,250 units                                                                   | NEB               | M0297L                                         | <u>\$298.00</u>          | 1,250 U, 5000 units/ml    | 250          | 3.375                                    | \$4.02              |
| HiFi HotStart DNA Polymerase, Kapa Biosystems                                           | Roche             | KK2502                                         | \$302.45                 | 250 U (enzyme), 1 U/µl    | 250          | 3.2                                      | \$3.87              |
| SYBR™ Green I Nucleic Acid Gel Stain - 10,000X concentrate in DMSO                      | Invitrogen        | S7563                                          | <u>\$372.00</u>          | 10,000X conc              | 500          | 0.008                                    | \$0.01              |
| TWEEN® 20                                                                               | Sigma Aldrich     | P9416-50ML                                     | <u>\$24.20</u>           | 50 ml                     | 50,000       | 3                                        | \$0.00              |
| 10 x 2 ml IDTE pH 7.5 (1X TE Solution)                                                  | IDT               | 11-01-02-02                                    | <u>\$18.00</u>           | 20 ml                     | 20,000       | 12.519                                   | \$0.01              |
| RT primer (10 µM)                                                                       | IDT               | 250 nmol scale, HPLC purified                  | \$69.05                  | 206 µl of 100 µM          | 2,060        | 5                                        | \$0.17              |
| Barcode 1 strand (10 µM), Cy5 labeled                                                   | Gene Link         | 1 µmol scale, PAGE purified, priority shipping | \$1,265.20               | 21.7 nmol (217 µl 100 µM) | 2,170        | 1.25                                     | \$0.73              |
| Barcode 2 strand (10 µM), Cy3 labeled                                                   | Gene Link         | 1 µmol scale, PAGE purified, priority shipping | \$1,265.20               | 15.2 nmol (152 µl 100 µM) | 1,520        | 1.25                                     | \$1.04              |

|                                                    |           |                                                     |          |                                     |       |               |                |
|----------------------------------------------------|-----------|-----------------------------------------------------|----------|-------------------------------------|-------|---------------|----------------|
| Barcode 3 strand (10 $\mu$ M), Fluorescein labeled | Gene Link | 1 $\mu$ mol scale, PAGE purified, priority shipping | \$869.25 | 18.1 nmol (181 $\mu$ l 100 $\mu$ M) | 1,810 | 1.25          | \$0.60         |
| Cross-junction synthesis primer (10 $\mu$ M)       | IDT       | 100 nmol scale, HPLC purified                       | \$50.95  | 176 $\mu$ l of 100 $\mu$ M          | 1,760 | 0.16          | \$0.00         |
| PCR primer 1 (10 $\mu$ M)                          | IDT       | 250 nmol scale, HPLC purified                       | \$69.60  | 288 $\mu$ l of 100 $\mu$ M          | 2,880 | 4.8           | \$0.12         |
| PCR primer 2 (10 $\mu$ M)                          | IDT       | 250 nmol scale, HPLC purified                       | \$69.60  | 319 $\mu$ l of 100 $\mu$ M          | 3,190 | 4.8           | \$0.10         |
|                                                    |           |                                                     |          |                                     |       | <b>Total:</b> | <b>\$34.50</b> |

### Supplementary Table 6. Sequences of DNA oligos used in the experiments.

Barcode strands with CNVK were ordered from Gene Link at 1  $\mu$ mol scale, all others were ordered from IDT at 100 nmol or 250 nmol scale. All oligo stocks were kept in IDTE buffer at -20°C. Working dilutions of 10  $\mu$ M in IDTE were typically made for frequently used oligos. We note that the custom index primer is compatible with HiSeq, but for NovaSeq, unique i7 indices were needed for de-convolution due to inefficient i5 index sequencing.

| Sequence name  | Purpose                                                                       | Sequence                                                                                       | Purification   | Vendor    |
|----------------|-------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------|----------------|-----------|
| GATE.D12.B1    | Barcode sequence 1 - Cy5 labeled barcode strand.                              | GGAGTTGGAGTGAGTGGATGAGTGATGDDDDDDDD<br>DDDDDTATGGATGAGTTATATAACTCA[cnvK]TCGT<br>GTAAAT[cy5-3]  | PAGE           | Gene Link |
| GATE.D12.B2    | Barcode sequence 2 - Cy3 labeled barcode strand.                              | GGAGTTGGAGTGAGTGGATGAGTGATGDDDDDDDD<br>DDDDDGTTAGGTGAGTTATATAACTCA[cnvK]TCGT<br>GTAAAT[cy3-3]  | PAGE           | Gene Link |
| GATE.D12.B3    | Barcode sequence 3 - Fluorescein (FITC) labeled barcode strand.               | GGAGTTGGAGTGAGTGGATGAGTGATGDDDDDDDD<br>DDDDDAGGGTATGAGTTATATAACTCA[cnvK]TCGT<br>GTAAAT[FITC-3] | PAGE           | Gene Link |
| RT.5N.3G       | Primer for reverse transcription.                                             | TTACACGATTGAGTTATNNNNNGGG                                                                      | HPLC           | IDT       |
| GATC.20T       | Primer for cross-junction synthesis.                                          | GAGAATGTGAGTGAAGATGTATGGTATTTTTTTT<br>TTTTTTTTTTT                                              | HPLC           | IDT       |
| GATE           | PCR primer 1.                                                                 | GGAGTTGGAGTGAGTGGATGAGTGATG                                                                    | HPLC           | IDT       |
| GATC           | PCR primer 2.                                                                 | GAGAATGTGAGTGAAGATGTATGGTGA                                                                    | HPLC           | IDT       |
| S502.GATE      | Primer for library prep - i5 (barcode) side.                                  | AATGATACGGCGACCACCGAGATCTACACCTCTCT<br>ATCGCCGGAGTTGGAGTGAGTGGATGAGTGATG                       | HPLC           | IDT       |
| S503.GATE      | Primer for library prep - i5 (barcode) side.                                  | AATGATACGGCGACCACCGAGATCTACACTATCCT<br>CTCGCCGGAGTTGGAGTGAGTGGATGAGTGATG                       | HPLC           | IDT       |
| S505.GATE      | Primer for library prep - i5 (barcode) side.                                  | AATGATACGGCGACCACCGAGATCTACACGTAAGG<br>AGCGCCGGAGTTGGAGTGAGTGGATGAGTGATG                       | HPLC           | IDT       |
| S506.GATE      | Primer for library prep - i5 (barcode) side.                                  | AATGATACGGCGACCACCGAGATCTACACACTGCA<br>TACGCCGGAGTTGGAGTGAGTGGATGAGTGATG                       | HPLC           | IDT       |
| S507.GATE      | Primer for library prep - i5 (barcode) side.                                  | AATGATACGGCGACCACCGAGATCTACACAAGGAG<br>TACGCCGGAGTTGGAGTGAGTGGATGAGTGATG                       | HPLC           | IDT       |
| S508.GATE      | Primer for library prep - i5 (barcode) side.                                  | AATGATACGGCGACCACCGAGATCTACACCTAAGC<br>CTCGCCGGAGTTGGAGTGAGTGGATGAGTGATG                       | HPLC           | IDT       |
| Next.N701      | (Normal) primer for library prep - i7 side.                                   | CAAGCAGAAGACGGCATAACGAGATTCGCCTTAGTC<br>TCGTGGGCTCGG                                           | HPLC           | IDT       |
| Next.N702      | (Normal) primer for library prep - i7 side.                                   | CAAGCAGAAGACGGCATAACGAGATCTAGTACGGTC<br>TCGTGGGCTCGG                                           | HPLC           | IDT       |
| Next.N703      | (Normal) primer for library prep - i7 side.                                   | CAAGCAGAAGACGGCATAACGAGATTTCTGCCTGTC<br>TCGTGGGCTCGG                                           | HPLC           | IDT       |
| Next.N704      | (Normal) primer for library prep - i7 side.                                   | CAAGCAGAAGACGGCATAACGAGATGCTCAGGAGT<br>CTCGTGGGCTCGG                                           | HPLC           | IDT       |
| Next.N705      | (Normal) primer for library prep - i7 side.                                   | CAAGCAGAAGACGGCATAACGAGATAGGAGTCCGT<br>CTCGTGGGCTCGG                                           | HPLC           | IDT       |
| Next.N706      | (Normal) primer for library prep - i7 side.                                   | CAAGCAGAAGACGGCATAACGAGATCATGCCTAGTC<br>TCGTGGGCTCGG                                           | HPLC           | IDT       |
| P5.GATE        | Custom Read 1 Primer - required for sequencing of amplicons.                  | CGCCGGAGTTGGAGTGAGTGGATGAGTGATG                                                                | HPLC           | IDT       |
| GATE*.P5*      | Custom i5 index primer - required for some Illumina sequencers (see caption). | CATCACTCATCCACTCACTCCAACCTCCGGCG                                                               | HPLC           | IDT       |
| D0*.7N.30A.bio | Biotinylated strand for <i>in vitro</i> glass slide labeling.                 | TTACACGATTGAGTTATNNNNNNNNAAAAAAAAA<br>AAAAAAAAAAAAAAAAAAAAA/3Bio/                              | Desalted (STD) | IDT       |

## Supplementary Note 1. Design choices to limit background during reverse transcription.

The well-known non-templated addition of bases onto the 3' end of strands by Moloney murine leukemia virus (MMLV)-type reverse transcriptases (including Maxima H minus which we use here) has been utilized in standard reverse transcription (RT) reactions as a way to achieve cDNA synthesis and template switching in a one pot reaction<sup>1,2</sup>. By incorporating a template switching oligo (TSO), typically ending in 3 RNA G bases, double-stranded DNA products can be formed (see below)<sup>1,3</sup>.

**Standard RT: no fixation, diffusive, one-pot cDNA synthesis and template switching to create PCR amplifiable products.**

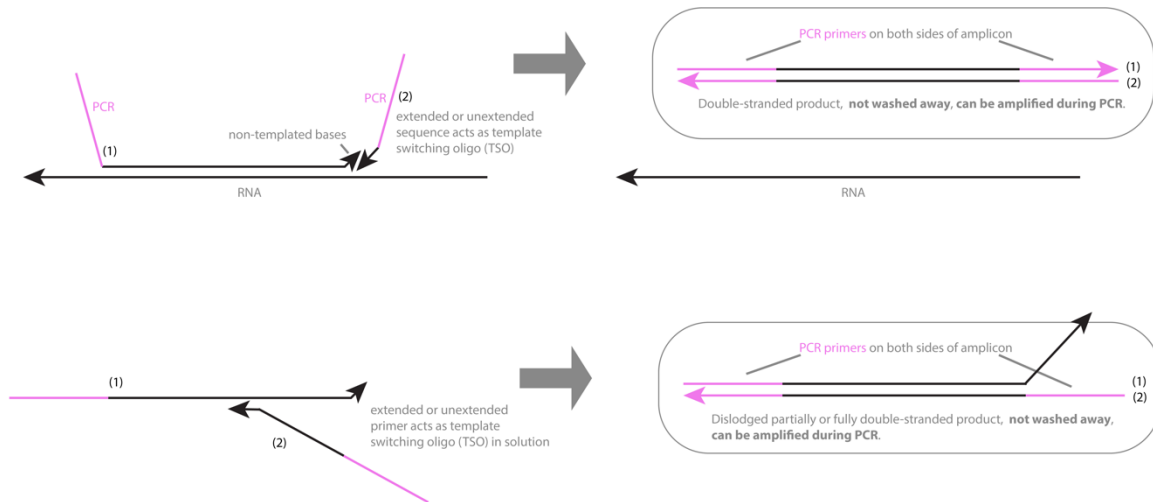

Due to the affinity to G bases, it is possible that our random 5N3G reverse transcription primer could itself act as a template switching oligo (TSO) during reverse transcription: However, in contrast to that and other standard RT protocols<sup>4</sup>, we have several major design differences that we believe limit the potential for these and other types of template switching reactions to affect our sequencing reads in a meaningful way:

- (1) We perform extensive washing after RT. Because samples are fixed, we are able to perform extensive stringent washing to help remove background products that have formed and become dislodged during the RT step (further explained below). There are also extensive subsequent washes during barcoding.
- (2) Since we barcode on the 5' end of our cDNA reads, our RT primer does not contain a PCR primer. Thus, in order to have background products generated during RT get amplified in PCR, they would have to stay lodged within the sample, get barcoded, and then become dislodged specifically during the RNase H treatment.
- (3) Because samples and RNAs are fixed in place, rather than diffuse as in standard RT reactions, the likelihood of a sequence “jumping” to another RNA is low, unless it has already become dislodged from its original RNA sequence (further explained below).
- (4) As we use RNase H to release cDNA sequences *in situ*, the dislodging of sequences is expected to be specific to DNA-RNA hybrids, so any single- or double-stranded DNA background products formed and stuck *in situ* should remain in place.

Below, we examine potential unwanted reactions that could occur during RT due to the strand displacing and non-templated addition properties of the reverse transcriptase (Scenarios 1-5). We also performed analysis on our paired-end data to show that we see no strong evidence of read 1 (R1) and read 2 (R2) sequences mapping to different RNA transcripts.

**Scenario 1: strand-displacing reverse transcriptase displaces extended cDNA sequences**

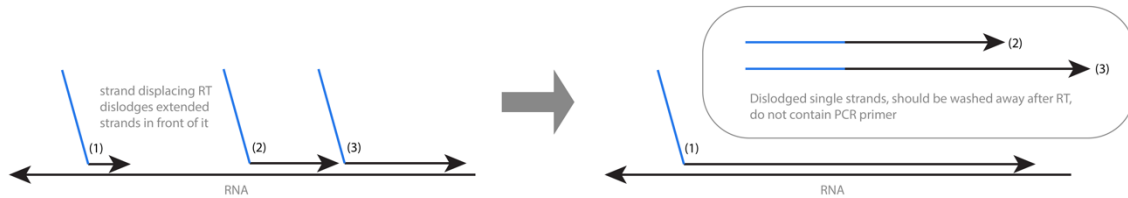

*Scenario 1:* Due to the internal priming of RNA sequences, the high strand displacement activity of the reverse transcriptase enzyme, and the repeated temperature cycling to anneal primers, we expect that some extended cDNA sequences could become dislodged from their original RNA molecules *in situ*. However, unlike in standard RT reactions, we perform extensive stringent washing immediately following RT to try to remove any of these that might form. Also, unlike standard RT reactions, these sequences also do not contain PCR primers so they could not be exponentially amplified during PCR unless at least several more steps happen.

**Scenario 2: excess RT primer or dislodged extended sequences act as template switching oligos (TSOs)**

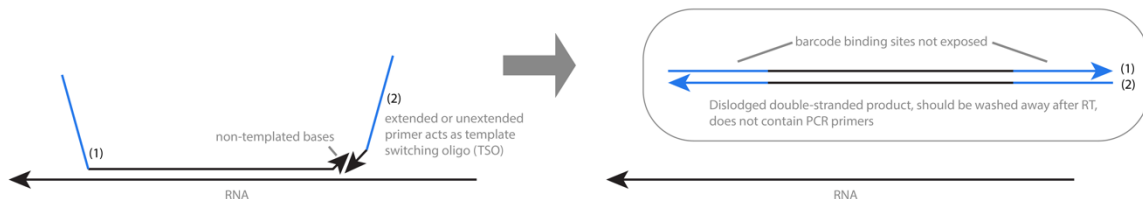

*Scenario 2:* Due to the non-templated addition of bases by reverse transcriptase, and particularly because we use the 5N3G RT primer, secondary reactions such as the one shown above could potentially occur. The RT primer, or even extended and dislodged cDNA sequences formed in Scenario 1, could act as TSOs to form double-stranded products. Fortunately, these double-stranded products would not have exposed barcode binding sites (shown in blue), nor do they have PCR primers on either end of them. Thus, multiple additional steps would have to happen in order for these reads to become exponentially amplified in PCR.

**Scenario 3: extended cDNA sequence jumps directly to another RNA template (unlikely if RNA fixed in place)**

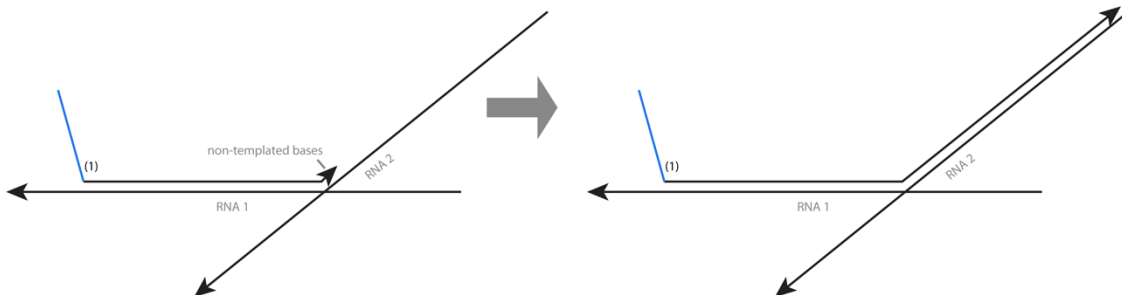

**Scenario 4: nearby extended cDNA sequences act as template switching oligos for each other (unlikely if RNA fixed in place)**

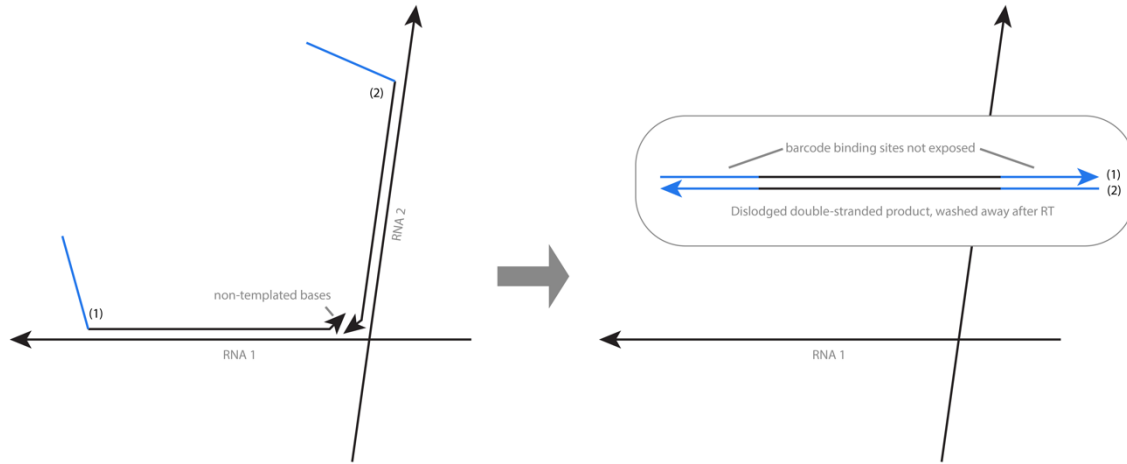

*Scenarios 3 and 4:* It is also conceivable that cDNA sequences could directly jump to other RNA sequences or other cDNA sequences still attached to their RNA molecules. However, because the RNAs are fixed in place (rather than being diffusive, as in standard RT), we expect this to be extremely unlikely.

**Scenario 5: dislodged extended or unextended sequences prime on each other**

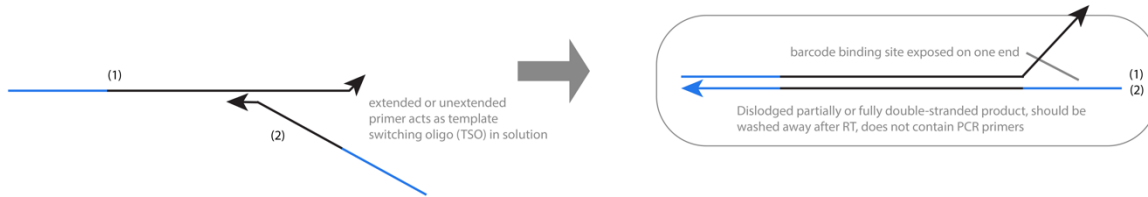

*Scenario 5:* After single-stranded sequences are dislodged (Scenario 1), they have the potential to prime on, or serve as a template for, other diffusing single-stranded sequences such as unextended primers or other extended cDNA sequences. However, because they are not attached to RNAs, they should be washed away after the RT step, do not contain PCR primers, and if they got stuck nonspecifically in the sample should not be displaced by RNase H as there is no RNA-DNA hybrid. It is, however, possible that a variation of Scenario 5 happens such that template switching occurs but is not complete, so that some part of one of the sequences remains bound *in situ* to RNA. If this occurred, and one of the barcode binding sites was exposed and subsequently barcoded, then we could potentially end up with a chimeric RNA read in our sequencing results where each side of the amplicon maps to a different transcript. We therefore performed analysis on our paired end sequencing reads to show that this does not occur at any substantial rate (see details below).

*Paired-end sequencing results analysis:* If cDNA sequences were able to jump to other cDNA sequences (Scenario 3), or extend on each other (Scenarios 2 or 4), in a way that led to background in our sequencing results, then we would expect to see evidence of chimeric RNA reads. To examine this possibility, we used paired end sequencing data from the from our TH<sup>+</sup> DAC profiling experiment (from **Fig. 5** of the main text) and performed the following analysis on our replicates :

- (1) Map R1 reads to transcriptome
- (2) Map R2 reads to transcriptome
- (3) Compare fraction of successful R1 and R2 mappings that match the same transcript

|                    | <b>Non-chimeric<br/>read pairs</b> | <b>Chimeric<br/>read pairs</b> | <b>Percentage of<br/>chimeric read pairs</b> |
|--------------------|------------------------------------|--------------------------------|----------------------------------------------|
| <b>Replicate 1</b> | 143,354                            | 425                            | 0.30%                                        |
| <b>Replicate 2</b> | 212,199                            | 794                            | 0.37%                                        |
| <b>Replicate 3</b> | 112,926                            | 315                            | 0.28%                                        |
| <b>Replicate 4</b> | 174,932                            | 485                            | 0.28%                                        |
| <b>Replicate 5</b> | 92,374                             | 290                            | 0.31%                                        |

Chimeric analysis for pairs where both R1 and R2 reads mapped to transcripts.

While we do not see strong evidence of jumping between mRNA transcripts in our data, we note that because we are doing tagmentation to shorten the reads and enriching specifically for the barcode side of our amplicons, evidence of such an effect might be less obvious in our sequencing data. However, based on our differential gene expression analysis showing strong enrichment of genes that were orthogonally and directly validated to localize in those regions with smFISH, we do not expect this to be confounding our results in any significant way.

## **Supplementary Note 2. Background blocking.**

Initial tissue barcoding experiments displayed a pronounced fluorescent background on the surface of the well. We suspect that both the PDL coating and OCT mounting media (cryoprotectant) causes fluorescent DNA barcode strands to stick to the glass surface, which could lead to unwanted background in downstream amplification steps. This led us to optimize our barcode hybridization buffer to improve the tissue barcoding experiments. Specifically, we added 2 mg/ml sheared salmon sperm DNA (Invitrogen cat. no. AM9680) and 10% dextran sulfate (wt/vol, Sigma Aldrich cat. no. S4030) to the barcode hybridization solution, which significantly improved the signal-to-noise ratio of the fluorescent barcode signal (data not shown). We have updated the detailed protocols at *lightseq.io* for the cell culture also with this recommended change, and we highly recommend using this improved hybridization protocol in future applications.

### Supplementary Note 3. Intronic mapping for retina tissue experiments.

Our standard pipeline uses the default settings of *featureCounts*<sup>5</sup>, which maps only exons. To examine the proportion of intronic reads, we also mapped to genes (with the `-t gene` flag of *featureCounts*) rather than just exons. After deduplication, we ran our sequences that mapped to gene bodies through the RSeQC software<sup>6</sup> to analyze the number of intronic maps.

We found ~21-26% intron mapping across replicates for our retina cell type layer experiment, and ~25-54% intron mapping across replicates for the rare amacrine cell type experiment. These values, additional mapping statistics (e.g. for CDS exons, 5' UTR exons, 3' UTR exons), and a screenshot from Integrative Genomics Viewer (IGV)<sup>7</sup> of an example gene containing intronic reads are shown below. Please note that intron to exon percentages could vary more for smaller input sizes (such as the 4-8 cells per sample in the amacrine cell experiment) depending on the cut of section and focusing of the illumination.

|                 | Replicate 1 |        |         | Replicate 2 |        |         | Replicate 3 |        |         | Replicate 4 |        |         |
|-----------------|-------------|--------|---------|-------------|--------|---------|-------------|--------|---------|-------------|--------|---------|
|                 | Tag count   | Perc   | Tags/Kb | Tag count   | Perc   | Tags/Kb | Tag count   | Perc   | Tags/Kb | Tag count   | Perc   | Tags/Kb |
| CDS Exons       | 1,119,726   | 46.70% | 30.47   | 1,015,452   | 49.12% | 27.63   | 826,975     | 49.11% | 22.50   | 688,816     | 45.67% | 18.75   |
| 5' UTR Exons    | 94,043      | 3.92%  | 2.67    | 82,050      | 3.97%  | 2.33    | 69,143      | 4.11%  | 1.97    | 64,924      | 4.30%  | 1.85    |
| 3' UTR Exons    | 600,361     | 25.04% | 10.03   | 534,609     | 25.86% | 8.93    | 419,360     | 24.90% | 7.01    | 365,223     | 24.21% | 6.10    |
| Introns         | 581,880     | 24.27% | 0.53    | 433,636     | 20.97% | 0.40    | 366,757     | 21.78% | 0.34    | 387,857     | 25.71% | 0.36    |
| TSS upst 10Kb   | 879         | 0.04%  | 0.00    | 766         | 0.04%  | 0.00    | 823         | 0.05%  | 0.00    | 754         | 0.05%  | 0.00    |
| TES downst 10Kb | 932         | 0.04%  | 0.00    | 888         | 0.04%  | 0.00    | 812         | 0.05%  | 0.00    | 784         | 0.05%  | 0.00    |

Exonic and intronic read breakdown per replicate for retina cell type layer experiment. (Perc = percentage, upst = upstream, downst = downstream.)

|                 | Replicate 1 |        |         | Replicate 2 |        |         | Replicate 3 |        |         | Replicate 4 |        |         | Replicate 5 |        |         |
|-----------------|-------------|--------|---------|-------------|--------|---------|-------------|--------|---------|-------------|--------|---------|-------------|--------|---------|
|                 | Tag count   | Perc   | Tags/Kb | Tag count   | Perc   | Tags/Kb | Tag count   | Perc   | Tags/Kb | Tag count   | Perc   | Tags/Kb | Tag count   | Perc   | Tags/Kb |
| CDS Exons       | 122,465     | 36.06% | 3.33    | 143,508     | 25.33% | 3.91    | 113,105     | 44.93% | 3.08    | 157,061     | 45.74% | 4.27    | 110,396     | 46.55% | 3.00    |
| 5' UTR Exons    | 12,292      | 3.62%  | 0.35    | 17,606      | 3.11%  | 0.50    | 8,805       | 3.50%  | 0.25    | 13,122      | 3.82%  | 0.37    | 8,558       | 3.61%  | 0.24    |
| 3' UTR Exons    | 69,493      | 20.46% | 1.16    | 97,968      | 17.29% | 1.64    | 59,539      | 23.65% | 0.99    | 82,924      | 24.15% | 1.39    | 57,612      | 24.29% | 0.96    |
| Introns         | 135,268     | 39.83% | 0.12    | 307,278     | 54.24% | 0.28    | 70,192      | 27.88% | 0.06    | 90,142      | 26.25% | 0.08    | 60,454      | 25.49% | 0.06    |
| TSS upst 10Kb   | 35          | 0.01%  | 0.00    | 57          | 0.01%  | 0.00    | 46          | 0.02%  | 0.00    | 42          | 0.01%  | 0.00    | 49          | 0.02%  | 0.00    |
| TES downst 10Kb | 67          | 0.02%  | 0.00    | 121         | 0.02%  | 0.00    | 63          | 0.03%  | 0.00    | 92          | 0.03%  | 0.00    | 79          | 0.03%  | 0.00    |

Exonic and intronic read breakdown per replicate for retina rare amacrine subtype experiment. (Perc = percentage, upst = upstream, downst = downstream.)

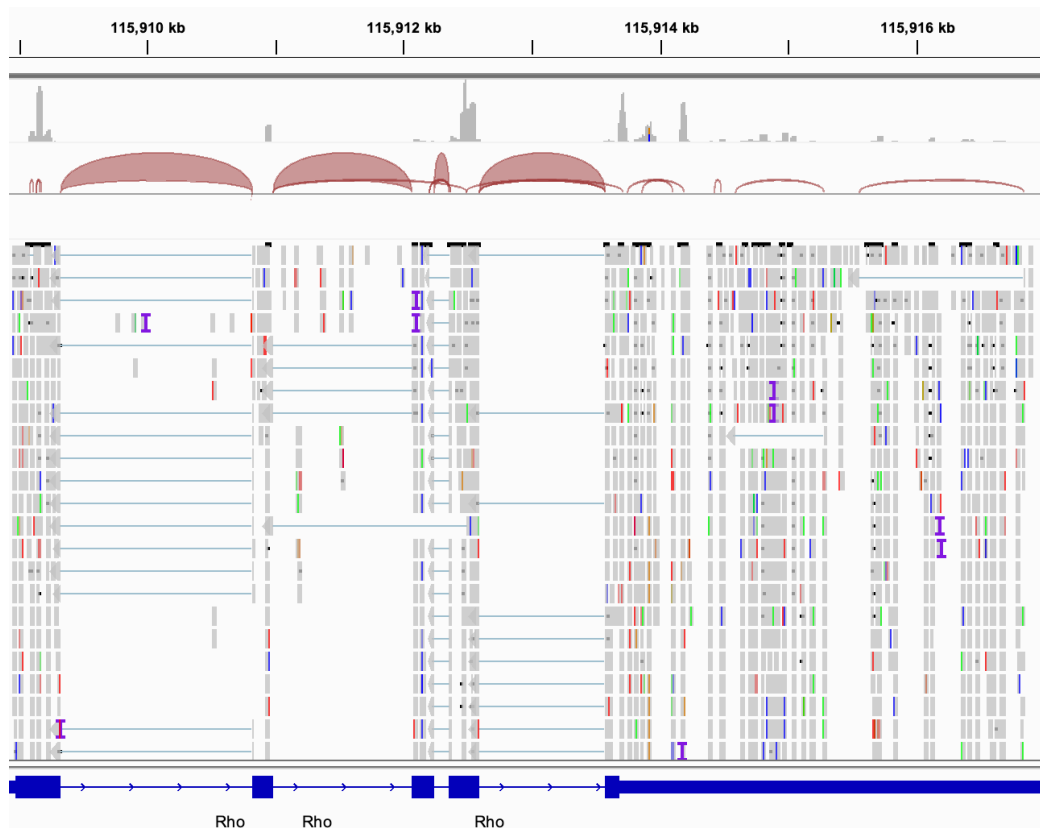

Screenshot from IGV software version 2.12.3 showing intronic, exonic, and exon-exon junction maps for the *Rho* gene from Replicate 1 of the retina cell type layer experiment.

#### **Supplementary Note 4. Instructions for calibrating, focusing, optimizing, and selecting ROIs for DMD illumination, and important considerations for resolution and experimental design.**

To achieve high-resolution light-directed barcoding for Light-Seq, the optical setup must be optimized. Here we include suggestions and tips, and we encourage users to visit [lightseq.io](https://lightseq.io) or [protocols.io](https://protocols.io) platform for the most up-to-date protocols.

##### *1. Selecting an optical system*

For very fast, parallelized barcoding, we use a DMD and LED light-source. For more precise illumination, however, one could also use a laser-scanning confocal microscope (see **Extended Data Fig. 1**) or another optical system which enables focusing of 365-405 nm light to prescribed regions of the sample for selective barcoding.

There exist many off-the-shelf systems that can be used to focus UV light in 3-dimensions, but we provide detailed instructions for our optical setup below. For any new system, we recommend familiarizing yourself with any available documentation (e.g. manuals) and having a conversation with your microscope representative to get their best practices and advice. There exist many other scientific applications that require targeted light delivery with a wealth existing literature (e.g. optogenetics), and these complementary protocols can be used as a reference.

##### *2. Optical setup overview*

For all of the barcoding data from the main figure panels (Figures 2, 3, 4, and 5), our barcoding setup was an inverted Nikon Eclipse Ti-E microscope with an attached Mightex Polygon 400 DP DMD. Our UV light source was a Mightex BLS-series high-power liquid light guide coupled LED source, 365 nm, 50 W emitter focused through through a CFI plan fluor 10X objective.

The Nikon Elements software (version 4.51) is fully integrated with the control of the DMD system so that all of the DMD's functionality can be accessed through the Nikon microscope GUI. A screenshot of the Nikon interface with the Mightex widget is shown below.

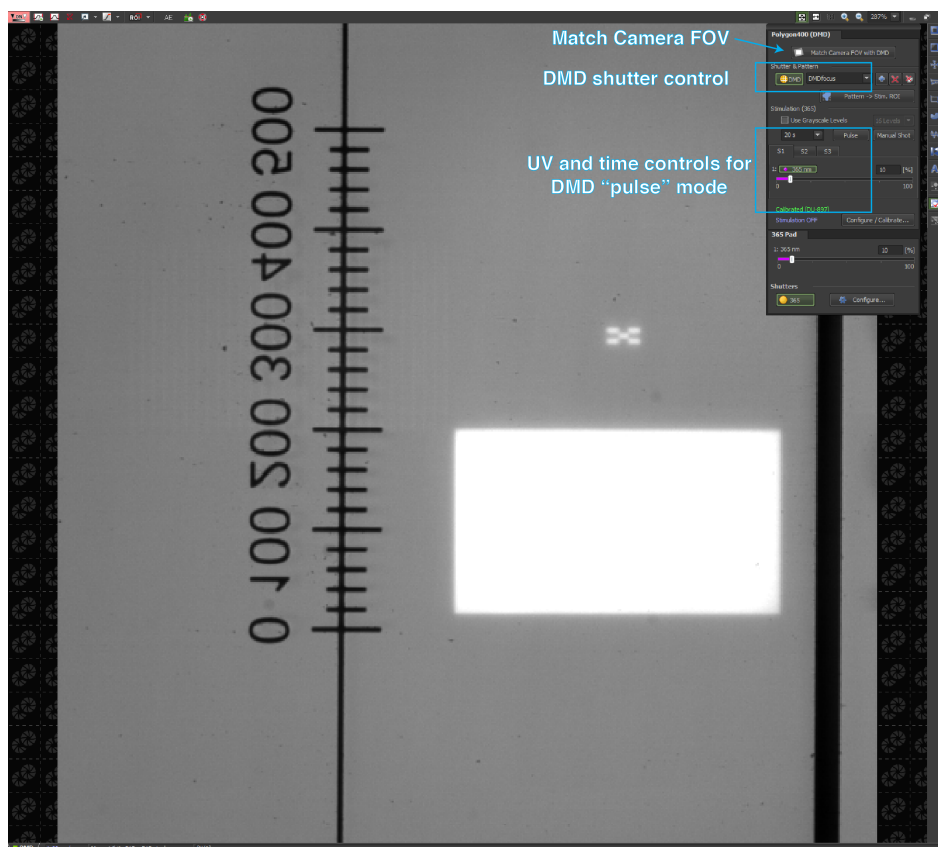

**Supplementary Note Figure 1.** Screenshot of the Polygon 400 widget interface. A custom UV photopattern is being projected onto a calibration slide.

#### Objective selection:

The optimal crosslinking wavelength for CNVK is 365 nm<sup>8</sup>. This is considered long-wavelength UV and therefore it is important to use a compatible objective for UV light. On the Nikon objective selector website, you can see the wavelength transmission for all available objectives. One example is given here <https://www.microscope.healthcare.nikon.com/products/optics/selector/comparison/-1953>. As a general rule, most Plan Fluor or Super Fluor objectives have good UV transmission, whereas Plan Apo is generally not recommended for UV.

#### Power density:

The recommended power density of CNVK crosslinking with 365 nm wavelength is roughly 1 W/cm<sup>2</sup>, which is sufficient to induce near complete crosslinking (>90%) within 1 second. This power density is generally very achievable with a microscope objective as it will focus the UV power to a small point at the sample plane. However, improper focus will likely dramatically affect the UV power at the sample plane and may lead to poor crosslinking.

#### Other wavelengths of light:

In this manuscript, we briefly tested other wavelengths of light (405 nm) to introduce alternative wavelength options for photo-crosslinking. 405 nm is an attractive alternative as it is a widely available light source and compatible with nearly all commercial optical setups. While 405 nm is not the optimal wavelength for crosslinking, if the light source is a laser, the 405 nm light can typically be focused at a much higher power density than an LED, which potentially can compensate for the lower efficiency of crosslinking at the 405 nm wavelength.

Note that in our hands we have observed a small amount of background crosslinking (~10%) even at the 561 nm wavelength, however this typically happens over a much longer timescale (~30 min). This is an important factor to consider when using a laser light source to identify fluorescent targets prior to barcoding. In this case, we recommend taking a quick snapshot (~1 s) of the image and then drawing the barcoding ROI on the snapshot.

### *3. Sample setup*

In addition to the optical system, sample preparation must also be optimized to ensure targeted light delivery to the regions of interest (ROIs) within the sample. For Light-Seq, we recommend sectioning tissues or plating cells on a coverslip rather than a thick glass slide. The coverslip ensures minimal disruption to the light-path and results in more accurate spatial targeting of ROIs than barcoding through a thick glass slide (e.g. Fisherbrand™ Superfrost™ Plus Microscope Slides cat. no. 12-550-15).

In this publication, we sectioned into ibidi chambered coverslips (custom order 81824); similar larger size CAT#: 80824), which have a coverslip bottom and separated plastic chambers for contained liquid exchanges. Thus, all barcoding and imaging was done through the coverslip. We recommend coating the coverslip with poly lysine to promote tissue adhesion, as many tissues will not adhere well to the untreated coverslip glass.

We have also successfully barcoded through Superfrost™ Plus Microscope Slides, which typically have a thickness of 1 mm, with our optical system outlined above. However, light refraction does occur and will impact resolution and accuracy of UV photo-crosslinking. For larger regional barcoding, the imprecision of boundaries can be tolerated, but for applications aiming to label individual cells or thin regions, we highly recommend barcoding through a coverslip.

Additional resources and suggestions for sample preparation can be found at *lightseq.io* and on the *protocols.io* platform.

### *4. Calibrating the DMD to the camera field of view (X, Y dimension)*

Before each experiment, a short calibration should be performed to map the camera pixels to the correct location on the DMD chip. This is mostly a software correction and can be performed as follows.

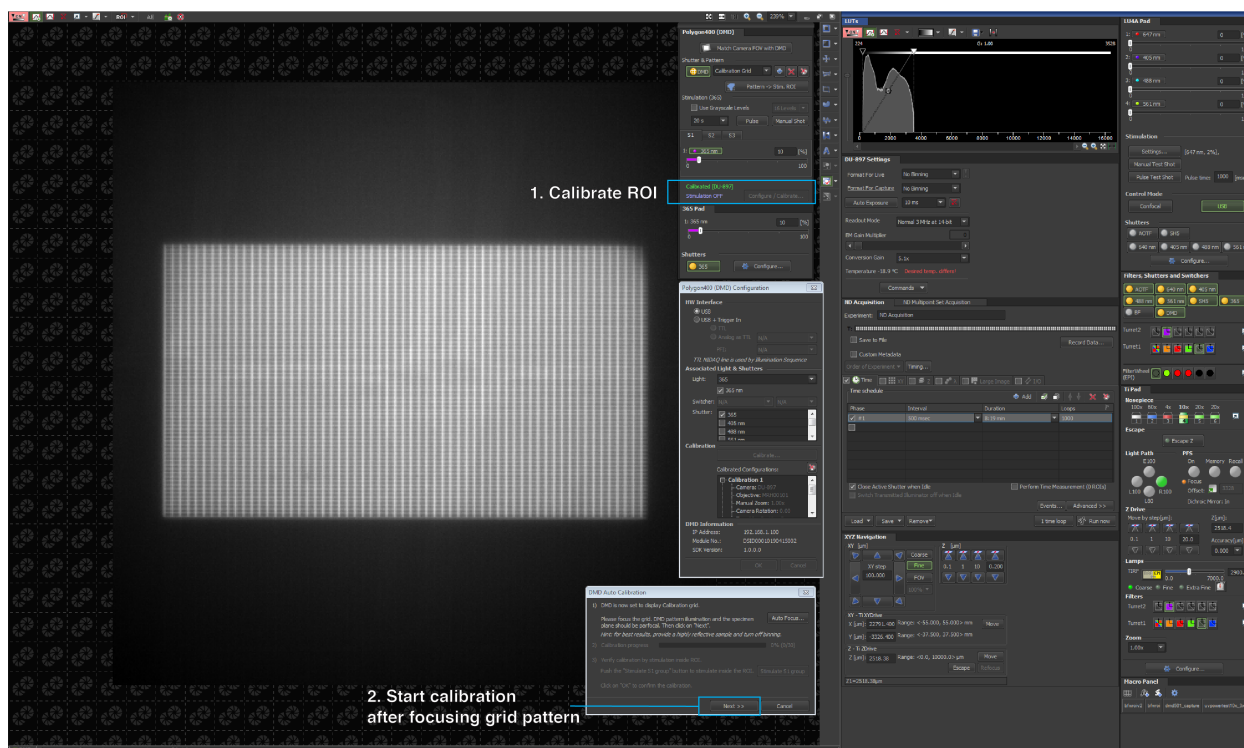

**Supplementary Note Figure 2.** Screenshot of the calibration widgets. The DMD will project a calibration grid photomask when performing this function.

To calibrate the DMD illumination in X/Y, press [Calibrate] button and follow the instructions on the screen. The calibration process should not take more than 30 s. Once the calibration is finished, you can test out some ROI drawings with the ROI toolbar and set it to a “stimulation region”. The term stimulation region is the notation that Mightex uses for their software interface.

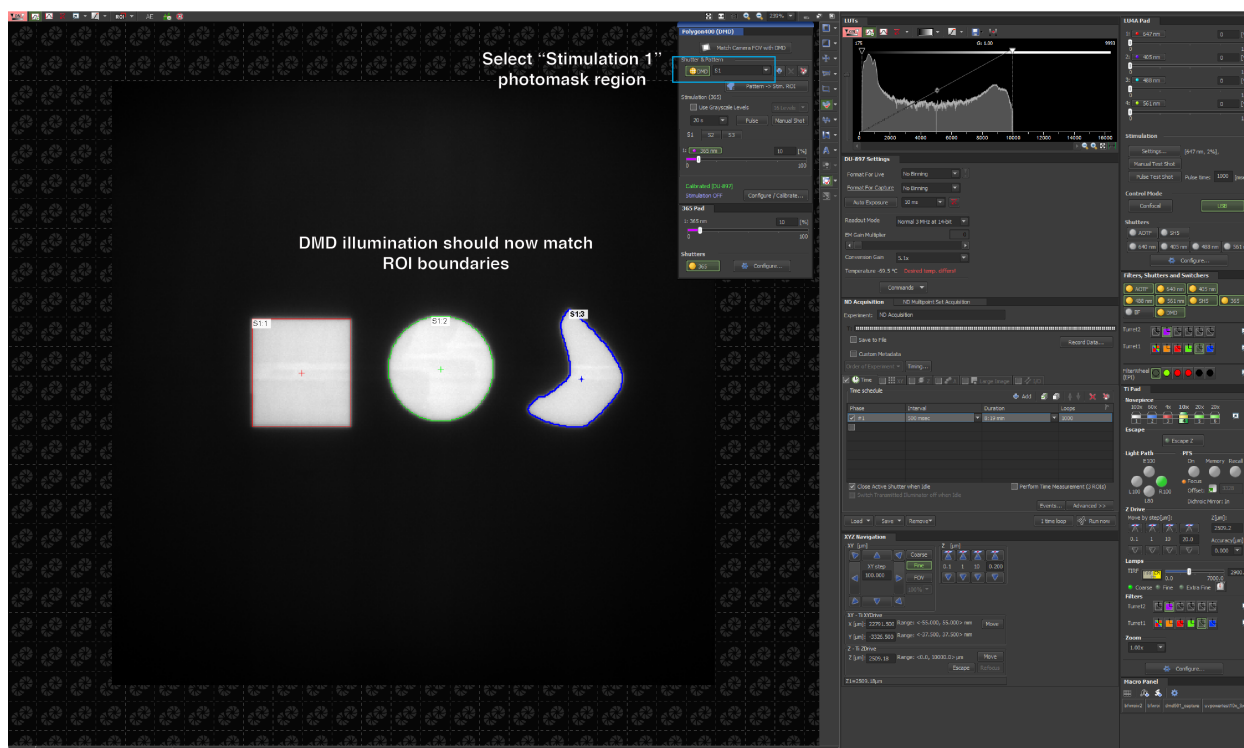

**Supplementary Note Figure 3.** Screenshot of the UV photomask within a stimulation region after performing the ROI calibration.

Once the DMD has been calibrated, the next step is to match the camera field-of-view (FOV) with the DMD chip. For most microscope setups, the FOV of the camera is typically larger than that of the DMD chip size, meaning that the regions near the edge of the FOV of the camera cannot be reached by the UV light. You can see this when looking at the calibration grid figure (**Supplemental Note Fig. 2**), above - the full DMD chip is used to display the calibration grid but it only occupies a fraction of the camera FOV. Once the Match Camera FOV option set to “on”, the camera FOV will automatically restrict to match the DMD chip. Example shown in a screenshot below.

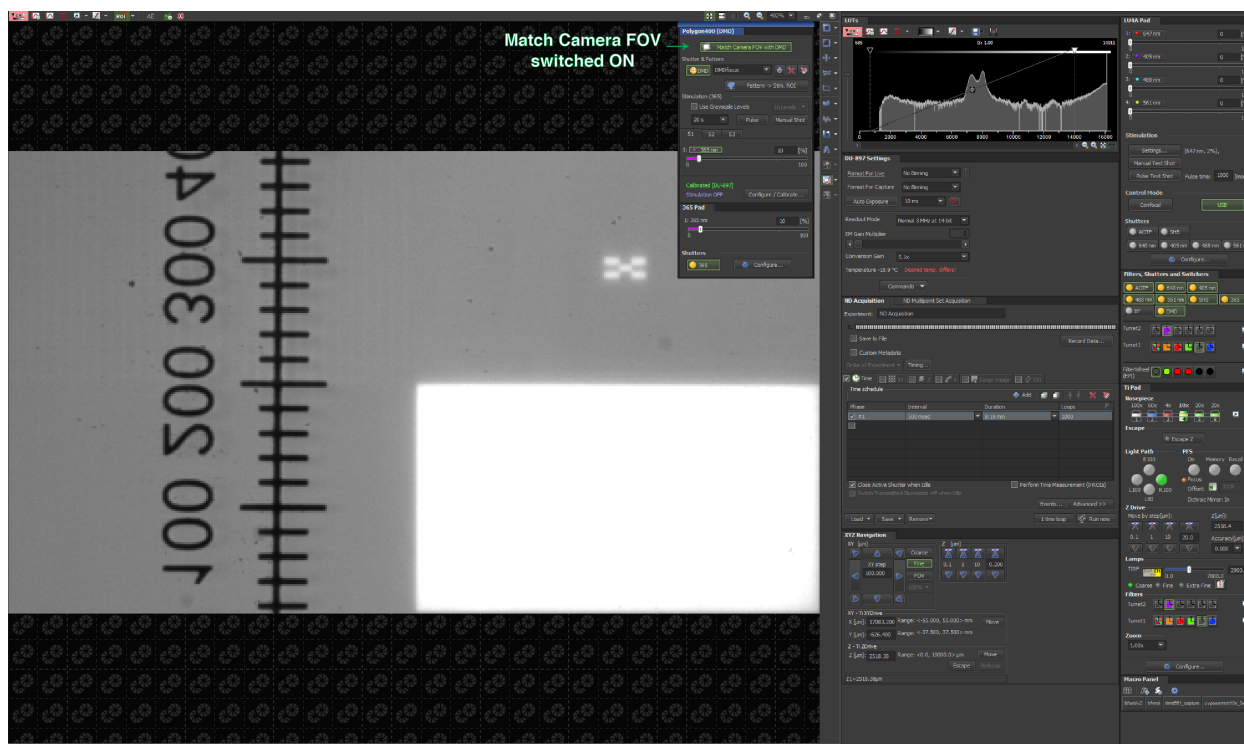

**Supplementary Note Figure 4.** Screenshot with the “Match Camera FOV” option turned on. Note that this image is the same region as shown in the Supplemental Note Figure 1, but the FOV is now matched to the DMD chip.

### 5. Calibrating the DMD focus on the sample plane (Z dimension)

In order to precisely illuminate ROIs, the UV light projected from the DMD array must be be focused at the sample plane. This calibration should be performed for any new microscope set-up or sample type as differences in optical set ups can significantly affect your crosslinking efficiency. For best results, we recommend repeating this process prior to **each** experiment.

For the experiments performed in this publication, we calibrated the DMD focus manually to illuminate at the surface of the slide and applied small z adjustments to account for sample thickness. Figure overview is shown below with step-by-step instructions.

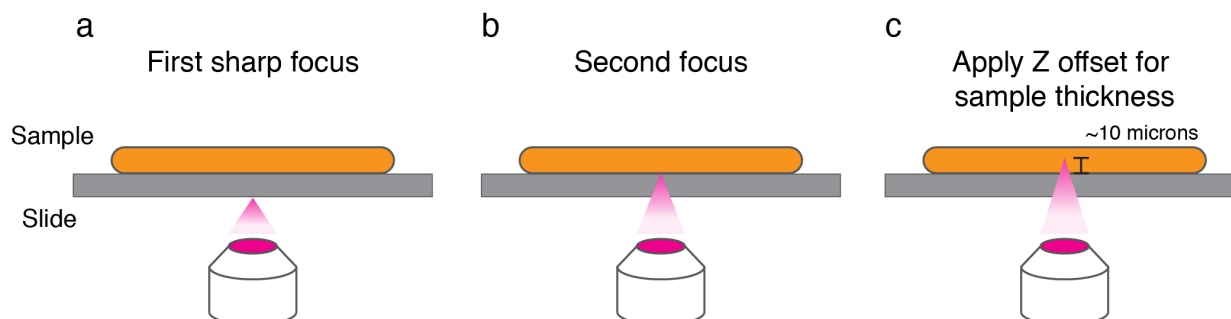

**Supplementary Note Figure 5.** Illustration of the different focal points

1. Place a standard microscopy slide or coverslip on the microscope.
2. Project a UV pattern onto the surface, typically a checkerboard or some other calibration pattern will be sufficient.

3. Move the objective all the way down in Z, the projected pattern should now be completely out of focus.
4. Bring the objective up slowly to reach the first “sharp” focus of the DMD pattern. (**Supplementary Note Fig. 5a**)
  - a. This is the reflected light from the *bottom* of the slide, if using an air objective, this would be the air/glass interface.
  - b. Note the Z position of the objective
5. Bring the objective up even more slowly until you reach a second, but much fainter focus of the DMD pattern. (**Supplementary Note Fig. 5b**)
  - a. If the slide has a sample, this would be the glass/water or glass/sample interface, which will not give as sharp of a reflection.
  - b. Note the difference in Z position to arrive at this second focus.
  - c. You can calculate the optical path length with  $n \times s$ , where  $n$  is the refractive index of glass (1.51) and  $s$  is the difference in Z positions between the first and second focus. The calculated optical path length should match the thickness of the glass used.
    - i. With a standard 1mm thick microscopy slide, you can expect this Z difference to be  $\sim 660 \mu\text{m}$ .  $660 \times 1.51 = 1000 \mu\text{m}$ .
    - ii. With a No. 1.5 thick coverslip ( $170 \mu\text{m}$ ), you can expect this Z difference to be  $\sim 111$  microns.  $111 \times 1.51 = 170 \mu\text{m}$ .
    - iii. Note that due to variations in glass thickness, or potentially chromatic aberrations introduced by the objective, the actual distance calculated for the difference in Z can vary by  $10 \mu\text{m}$  or more than what is calculated above.
6. Once the DMD is focused at the surface of the slide (i.e. the glass/sample interface), you can apply an additional Z offset to account for sample thickness. (**Supplementary Note Fig. 5c**)
  - a. For example, the mouse retina section was sliced at a thickness of 15-18  $\mu\text{m}$ . Therefore, we added an additional  $10 \mu\text{m}$  to the focal plane in order to barcode a section layer that is closer to the topical layer of the retina.
7. Once the focal plane is selected, you can engage a Perfect Focus System (on Nikon microscopes) or an equivalent focal offset system to maintain this focal plane when moving to different areas of the slide.

We recommend focusing close to the top of the tissue section, unless you are specifically targeting a region near the bottom of your sample, or if your sample is already very thin. For example, some FFPE sections are only  $5 \mu\text{m}$  thick and do not necessitate any Z-offset. For the retinal layers experiment, we chose a region near the top of the tissue as we hypothesized that reagents would diffuse more readily into the top layer of the tissue and cDNA libraries would diffuse out more easily compared to the tissue-glass interface at the bottom of the sample. However, we have not extensively tested this hypothesis.

Note that this calibration may change if you switch objectives or make other changes to the optical path of the microscope.

#### Important Notes

Note 1: You may not see a sharp pattern reflected on the camera when you are crosslinking a sample. This is to be expected as the sample will not be expected to have a large refractive index change and will likely not reflect a significant amount of light back into the camera.

Note 2: Furthermore, there may also be a blurry reflection on the outside of the ROI selection, this is also to be expected as some UV light can be reflected from the *bottom* of the slide at the glass/air interface (if using an air objective). This light is only visible because it is captured by the camera but it is NOT focused on the sample plane.

Note 3: It is important that one does not adjust the DMD focus to view a “sharp” reflection once the DMD is calibrated to be at the same focal plane as the sample. This will result in either low efficiency crosslinking, due to improper focus, or a blurry out-of-ROI crosslinking.

Note 4: Some commercial DMD systems come with an “auto-focus” functionality so that the user does not have to do this calibration every experiment. This is especially useful when using higher magnification objectives (e.g. 20X or higher) as small changes in Z can significantly change the DMD focus. However, the authors have not had extensive experience with this functionality and cannot comment on how well it will fit into your experiment system. Furthermore, not all DMD systems may come with this functionality and thus it is up to the user to perform this calibration for the DMD system that they choose to use.

We recommend doing these adjustments in a separate sample area (like an adjacent well) to avoid unintended UV exposure of the valuable sample regions.

## 6. Optimizing illumination parameters

Suboptimal illumination parameters could have a significant impact on the illumination contrast and background crosslinking. Hence, it is critical that:

- The optical system is well-aligned to allow imaging and illumination of the same plane and field of view without aberrations.
- Illumination parameters are optimized for the wavelength, power density of the optical system at the sample level, illumination/integration time and the sample in use. The energy density that each CNVK residue receives depends on all of these factors. Although it is possible to measure the power output, it gets hard to predict the optimal parameters for different samples as the sample volume and scattering may also play a role.

Hence, we strongly suggest an empirical optimization strategy based on the fluorescence signal in ROI vs. out of ROI, before starting the actual barcoding experiment. In these experiments it would be ideal to use indirect fluorescent probes to detect the barcodes after photocrosslinking, so that the quantification is not be affected by the photobleaching of the directly labeled fluorescence barcodes during the optimization run.

Our method to find the right balance of crosslinking efficiency vs. precision involved varying both the UV power and exposure time parameters in combination using a Nikon macro that will automatically raster the stage across the well and test a single crosslinking condition per position.

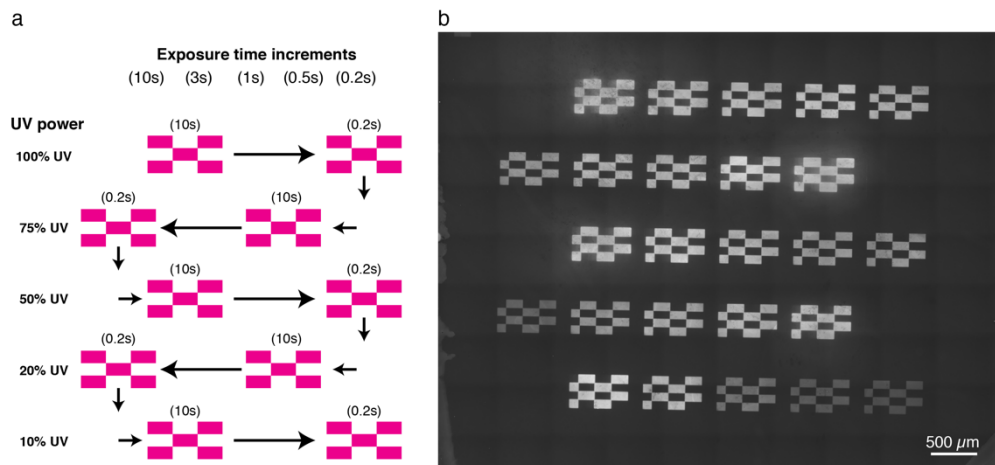

**Supplementary Note Figure 6.** UV power optimizations on a glass surface passivated with DNA docking strands. **(a)** Five exposure time and five UV power conditions were tested in combination, conditions were rastered in a zig-zag pattern across the well. **(b)** Fluorescent image after washing uncrosslinked strands.

From the figure above, we selected the 10% UV power for 10 seconds as a condition with a good balance between crosslinking signal and precision (as determined by the checkerboard pattern). Other conditions were also good candidates, such as 50% UV power for 1 s but were not tested extensively *in situ* for this work. Ideally this test should be done with any new sample type, within the same sample (to account for sample variability), prior to a sequencing experiment.

### 7. Considerations for light scattering, resolution, and experimental design

To account for light-scattering within the sample, we make ROI selections slightly smaller than the intended area barcoding area, such that the majority of cross-linking remains within the intended area (**Extended Data Fig. 6a**).

When we make a line scan over the ROI boundary, the fluorescent value decays exponentially and reaches the half value of the peak within  $\sim 3\ \mu\text{m}$  and decays to background level roughly  $\sim 10\ \mu\text{m}$  from the ROI boundary when the barcoding is done with a 10X air objective.

We typically use ROIs, 1-2 pixels smaller than the intended area, which translates to an ROI width of  $\sim 5\ \mu\text{m}$  for most of the amacrine cells. This restrictive ROI helps to have a lower background (i.e. labeling outside of the target region) by fluorescent barcode readout (**Extended Data Fig. 6**) and despite the small spread in barcoding signal outside of the  $\text{TH}^+$  cells, the highly enriched transcripts were well-validated by smFISH (**Fig. 5f**). It is possible that using a more precise optical setup could further increase sensitivity by limiting light-scattered crosslinking.

For finer contrast or higher resolution, higher magnification objectives and laser scanning systems would make it possible to achieve differential barcoding of adjacent objects with resolution at the level of diffraction-limit. In our previous work, we have also shown a more sophisticated application with the same chemistry and using DNA-PAINT to achieve super-resolution (single-molecule) level labeling<sup>9</sup>. Though this approach carries a necessary tradeoff of lower throughput and would be rather slow to perform *in situ* for spatial transcriptomics, it offers an experimental framework for future high-precision applications.

### 8. Selecting ROIs on Nikon software

Our DMD comes with a software add-on for Nikon Elements. Below, we show screenshots of that software during the two barcoding rounds of the cell mixing experiment (**Fig. 3**). Arbitrary photomasks (e.g. those from **Fig. 2**) can also be uploaded for illumination, and this can be combined with macros to automate the barcoding process (see **Supplementary Figs. 1-2**).

## Supplementary References

1. Zhu, Y. Y., Machleder, E. M., Chenchik, A., Li, R. & Siebert, P. D. Reverse transcriptase template switching: a SMART approach for full-length cDNA library construction. *Biotechniques* **30**, 892–897 (2001).
2. Wulf, M. G. *et al.* Non-templated addition and template switching by Moloney murine leukemia virus (MMLV)-based reverse transcriptases co-occur and compete with each other. *J. Biol. Chem.* **294**, 18220–18231 (2019).
3. Turchinovich, A. *et al.* Capture and Amplification by Tailing and Switching (CATS). An ultrasensitive ligation-independent method for generation of DNA libraries for deep sequencing from picogram amounts of DNA and RNA. *RNA Biol.* **11**, 817–828 (2014).
4. Cocquet, J., Chong, A., Zhang, G. & Veitia, R. A. Reverse transcriptase template switching and false alternative transcripts. *Genomics* **88**, 127–131 (2006).
5. Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923–930 (2014).
6. Wang, L., Wang, S. & Li, W. RSeQC: quality control of RNA-seq experiments. *Bioinformatics* **28**, 2184–2185 (2012).
7. Thorvaldsdóttir, H., Robinson, J. T. & Mesirov, J. P. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. *Brief. Bioinform.* **14**, 178–192 (2013).
8. Yoshimura, Y. & Fujimoto, K. Ultrafast reversible photo-cross-linking reaction: toward in situ DNA manipulation. *Org. Lett.* **10**, 3227–3230 (2008).
9. Liu, N., Dai, M., Saka, S. K. & Yin, P. Super-resolution labelling with Action-PAINT. *Nat. Chem.* **11**, 1001–1008 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

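RNA was reverse transcribed and light-barcoded in place in 3 wells of mixed HEK and 3T3 cells, in the 3 layers of 4 retinal sections and in TH+ and TH− amacrine cells of 5 retinal sections. The authors took the UMI and barcode from read 1 with UMI-tools, mapped the cDNA with STAR to GENCODE human v38 or mouse vM27 genes, discarded reads with several matches, assigned reads to exons with featureCounts, collapsed UMIs per gene and split the result by exact barcode. The deposited count of a gene is therefore its number of distinct UMIs, a whole number without normalization. The deposited TPM of the first mixed-culture run was made by the authors by dividing each count by the gene length and scaling to a fixed sum. The deposited log2 values are log2 of TPM plus 1, as made by the authors. The authors removed 2 mouse ribosomal RNA genes, 1 of them mitochondrial, before depositing the counts. Gene coordinates here come from a later GENCODE release on the same assembly, GRCm39, matched by Ensembl identifier.

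The layers and the amacrine cells were tested with the quasi-likelihood F-test of edgeR 4.0.16 under R 4.3.3, with TMM scaling and a low-count filter of 3 UMIs per library and 10 in total. Layers were 1 fit over 12 libraries and amacrine cells 1 fit over 10. Adjusted p follow Benjamini-Hochberg at 0.05, and a gene counted as enriched in TH+ cells with a log2 fold change over 1. The standard error of a log2 fold change is its size divided by the square root of F. DESeq2 1.42.0 gave the alternative Wald test. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with fry and with camera's estimated correlation as alternatives. Principal components used the 500 most variable genes and a prior count of 2. Comparisons of UMIs, genes and shares used exact permutation tests over all splits, two-sided, written with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. A unit area is 100 µm², with pixels of 1.6 µm for the retina and 0.6556 µm for the mixed culture.

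The genes the text names follow a rule written before the counts were available, when the study's own tables had been seen. It takes every gene the paper names or labels in Fig. 4c, 5c or 5f, the 5 genes per direction of each comparison with the smallest adjusted p outside those and the same direction in every section, and the marker lists where they are reported. Those 11 lists (rod, cone, bipolar, Müller glia, ganglion, amacrine, horizontal, pigment epithelium, endothelial, erythrocyte and microglia) were written from general knowledge. Some genes that fall under this rule are not reported here.

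Libraries held between 30317 and 801105 UMIs, and the common biological coefficient of variation was 9.165% for the layers and 16.05% for the amacrine cells. The procedure was tested on simulated data in which known genes were changed 2-fold or 4-fold. It recovered 62.69% of the changed genes for the ONL against the BCL, 78.24% for the ONL against the GCL, 61.05% for the BCL against the GCL and 58.24% for TH+ against TH− libraries, with 5, 4, 12 and 3 false calls. False calls were 3.968%, 2.581%, 9.375% and 2.752% of the calls. In 40 simulations of the 17 rod genes without a change, camera gave p under 0.05 in 7 and fry in 6, and with a rise of 1.5-fold both did so in 40. Sections pair the libraries cut from them. After removing group means, the residuals of libraries from one section correlated at 0.0629 to 0.2181 over the 12 pairs of layers, of which 8 exceeded 0.1, and at 0.0252 to 0.4539 over the 5 amacrine pairs, of which 2 exceeded 0.1. Libraries of different sections gave values from -0.0771 to -0.0188 and from -0.154 to -0.007.

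Alternatives were DESeq2, DESeq2-style size factors in edgeR, no low-count filter, edgeR's default filter, the section as a block, mitochondrially encoded genes left out, each replicate left out in turn, and for the mixed culture other pseudocounts, CPM and Spearman correlation. The comparison with Drop-Seq and with single-molecule FISH, intron and gene body coverage, protein stains and the share of wrongly assigned barcodes were not analysed here.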

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

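The explanations were tested after a first fit of the counts, and the test by a gene's fold in the ONL was chosen after the other results were seen.

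A single sample far from the others of its group, by Dixon's test, was found in 4 of 79 groups, and chance alone gives about 4 at a rate of 1 in 20. Rp1 stood at 5105 CPM in ONL section 1 against 5861 to 5896 in the other sections. Rod genes together held 8.47% of the UMIs of that library against 9.72% to 10.0% in the others. That section also had the largest area per cell of its layer. Th stood at 54.7 CPM in TH− section 4 against 12.6 to 21.9 in the others. Gabre stood at 12.6 CPM in TH− section 2, from 2 UMIs, against 0 in the others. No cause of these values was tested, and no biological explanation was tested since all sections of a group share their condition.

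Rod transcripts as a list rose in TH+ cells, a signal the paper does not discuss, although its Fig. 5c labels Rp1 of that list and Rp1l1, another photoreceptor gene, as enriched (log2 fold changes here 1.05 and 1.16). The median log2 fold change of 17 rod genes was 0.78, with 17 of 17 higher, and 0.7062 to 0.8745 with a section left out. Adjusted over all genes edgeR's quasi-likelihood test called 6 of them, and 17 when adjusted over the list alone. The camera test of limma gave adjusted p = 1.03e-26 after Benjamini-Hochberg adjustment over 6 lists (1.72e-27 before it), a value that rests on the preset correlation between genes. The call held under fry (p = 0.033) and under the estimated correlation of 0.8052 (p = 0.0134), while the fall of the Müller glia list was the only other call that held under both. Rod genes held 3.81% ± 1.16 of TH+ UMIs and 2.20% ± 0.687 of TH− UMIs (s.d., n = 5 sections), higher in 5 of 5 sections (exact permutation test, two-sided, p = 0.0397, and paired p = 0.0625, the smallest 5 pairs allow). Over 100 splits of the 10 libraries, 5 gave a camera p as small, so chance is not excluded by that measure. With fry and with the median 3 splits were as extreme, the highest other median being 0.94. Among the 16 splits that part every pair the real one was the most extreme, the next camera p being 1.69e-20, the next fry p 0.1071 and the next median 0.64. The other splits as extreme keep at least 1 section's pair together.

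Photoreceptor RNA barcoded outside the targeted cells is a possible explanation of the rise. It predicts that ONL-enriched genes outside the rod and cone lists exceed BCL-enriched genes, and their medians differed by 0.4103 (1205 genes at 0.0826 against 403 genes at -0.3277). By section the difference was 0.472 ± 0.146 (s.d., n = 5), positive in 5 of 5 (exact paired p = 0.0625, the smallest possible). The same ONL genes exceeded GCL-enriched genes by only 0.087 ± 0.137 (s.d., n = 5), in 4 of 5 sections (exact paired p = 0.312). Genes over 4-fold higher in the ONL had a median of 0.5576, with 98 of 110 higher, against 0.0181 for 687 genes under 2-fold. That difference was 0.641 ± 0.157 by section (s.d., n = 5), positive in 5 of 5 (exact paired p = 0.0625). These sets follow from the same idea and do not tell stray barcoding from rod RNA lying on the TH+ cells before barcoding. TH+ areas held 314 ± 90.1 rod UMIs per unit area of photomask (s.d., n = 5), a value above that of the ONL itself. It comes from another experiment with its own yield per area and with masks drawn inside the cells. It therefore does not decide between stray barcoding and rod RNA lying on the cells. Both remain open.

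Other explanations did not account for the rise. A background from all layers would raise bipolar genes too, but their median was -0.4874, and the rod list exceeded it by 1.43 ± 0.62 (s.d., n = 5), in 5 of 5 sections (exact paired p = 0.0625). With TH− libraries thinned to the depth of their TH+ partners the rod median was 0.8555 (0.7993 to 0.9379 over 20 draws), and with the 10 most counted genes left out it was 0.8132 over the remaining 15 rod genes. Of 10000 lists matched for gene length 0 had a median as high, the highest being 0.288. A biological difference in rod gene expression between TH+ and TH− cells was not tested separately.

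Rod transcripts outside the ONL, whose share the paper does not give, held 2.28% of BCL and 0.869% of GCL UMIs. Per unit area the BCL held 29.3 ± 6.58 rod UMIs, the GCL 46.7 ± 14.6 and the ONL 174 ± 32.2 (s.d., n = 4 sections). The GCL exceeded the BCL 1.59-fold (1.22 to 1.79 by section, exact permutation test, two-sided, p = 0.0857, and paired p = 0.125, the smallest 4 pairs allow). A uniform background in proportion to area predicts a ratio of 1. The ratio was above 1 in 4 of 4 sections, which argues against such a background in these sections. The paired test cannot decide, since 4 pairs allow no p below 0.125. Spill-over that falls with distance from the ONL predicts more rod UMIs in the BCL than in the GCL, which was so in 0 of 4 sections per unit area. As a share of UMIs the BCL exceeded the GCL in 4 of 4 sections (1.87% to 2.95% against 0.673% to 1.12%), so the answer depends on the scale and spill-over stays open. Whole rod RNA carried over in constant proportion predicts 1 ratio for all rod genes. The s.d. of the log2 BCL to ONL ratios over 17 genes was 0.2694, while simulated sampling gave 0.0729 on average and 0.144 at most, as wide in 0 of 1000 draws. The draws held sampling noise only, and separate libraries differ by more than that, so the width alone does not decide. The gene order recurred between sections (concordance 0.691, permutation p = 1.0e-04, the smallest possible), from 16.8% of the ONL level for Cnga1 to 31.0% for Pde6g. No biological explanation was tested.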

How the results depend on the processing

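Only the test by a gene's fold in the ONL was chosen after the other results were seen, and all alternatives were set before the data were examined except the restriction of the well correlations to genes with a UMI in either well, which was chosen after seeing the data.

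Of 168 alternative values of summary results 131 kept direction and side of the threshold, 5 were weaker, 32 moved and 0 reversed. For named genes 1999 of 2129 stayed, 96 were weaker, 20 stronger, 14 moved and 0 reversed. The causes were not tested unless the setting itself shows one, such as fewer sections.

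The 5 genes lower in TH+ cells became 3 under DESeq2, 32 without the low-count filter and 52 with the section as a block. With a section left out they ranged from 1 (without section 5) to 22 (without section 2). Genes enriched in TH+ cells fell from 34 to 21 under edgeR's default filter, which tests fewer genes. Genes differing between BCL and GCL fell from 4136 to 2704 when a 2-fold change was required. The cone list, with 2 genes, gave adjusted p = 0.4003 by the camera test of limma with Benjamini-Hochberg adjustment (0.3336 before it), where the rod list is called. Beyond the lower genes, the block changed the calls of Calb2 between ONL and BCL and, in TH+ cells, of Gad1, Clstn3 and AI847159, and no other call reported here.

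The first principal component held 50.7% over all genes that pass the filter, 52.8% with a prior count of 0.5 and 60.5% to 62.9% with a section left out. The GCL to BCL ratio of UMIs per unit area was 3.99 to 4.42 with a section left out, each at p = 0.1 (exact permutation test, two-sided), the smallest p 3 sections allow. Without mitochondrially encoded genes the deeper run rose 1.43-fold.

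With that restriction the lowest well correlations were 0.327 for HEK and 0.521 for 3T3 cells. Those of HEK cells were otherwise 0.835 in CPM, 0.758 by Spearman and 0.792 to 0.837 with a well left out. Those of 3T3 cells were 0.849 and 0.892 with pseudocounts 0.1 and 10, 0.918 in CPM, 0.82897 by Spearman and 0.867 to 0.885 with a well left out. Over the top 200 genes HEK cells gave 0.540 and 0.781 with pseudocounts 0.1 and 10, 0.943 in CPM and 0.574 by Spearman. They gave 0.580 for the 200 genes of well 1 and 0.658 to 0.910 with a well left out. For 3T3 cells the values were 0.718 and 0.906 with pseudocounts 0.1 and 10 and 0.916 in CPM. They were 0.860 for the 200 genes of well 1 and 0.818 to 0.888 with a well left out. Both CPM values are over the 200 genes ranked by mean CPM.

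Without the low-count filter the median log2 fold change of all genes shifted by -0.1121 for BCL against GCL and by -0.1505 for TH+ against TH−. Calls lost without a single section were Plxna4 without section 2 (adjusted p = 0.0877), Prph2 without section 5 (0.0737), Resp18 without section 2 (0.113) and Vat1 without section 3 (0.189), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A further 20 gene calls were lost under several alternatives, 17 of them in TH+ cells. The share of UMIs with the barcode of their species was not computed, since the libraries of the other barcode were not used here. Where a comparison includes the shallower libraries fewer 2-fold changes were recovered in simulated data, 36.26% for TH+ against TH−, 36.17% for BCL against GCL and 42.86% for ONL against BCL, against 67.01% for ONL against GCL.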

Differences from the paper's values

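None of the tests in this part was chosen after its result was seen; the test by a gene's fold in the ONL is not used here.

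For HEK cells the paper gives 1959 ± 453 UMIs per unit area (s.d.) and the value here was 1055, and none of the 4 alternatives set before the data were examined falls within the paper's range. By well the paper gives 1436, 2234 and 2207, against 704, 1260 and 1201 here, and leaving out mitochondrially encoded genes closes none of these gaps. For the deeper run the paper gives 3328 for HEK cells and the value here was 1707, with the 1 alternative also apart. The 3T3 values were lower than the paper's too, by less than 1.5-fold, with 913 here against the paper's 1170 ± 207 (s.d.), 782, 1070 and 886 against 982, 1392 and 1135 by well, and 1537 against 2029 in the deeper run.

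For the top 200 genes the paper gives a correlation above 0.9 for all pairs of wells. The lowest value here was 0.658 for HEK cells. There CPM over its own top 200 genes (0.943) and leaving out well 1 (0.910) reach the paper's bound. Pseudocount 10 (0.781) stays below it by less than the spread between pairs of wells, and the other 5 of 8 alternatives stay further below. For 3T3 cells it was 0.818, where pseudocount 10 (0.906) and CPM over its own top 200 genes (0.916) reach it. Leaving out well 3 (0.888) stays below it by less than that spread, and the other 5 stay further below.

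The paper's adjusted p of Th is 1.316e-24, against 5.53e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and that of Cartpt 4.979e-65, against 3.73e-22 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 11 alternatives only DESeq2, the tool the paper names, falls within for either gene, and the other 10 do not.

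The paper calls AI847159 and Clstn3 enriched in TH+ cells, while edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0.067 and 0.0577. DESeq2 calls both (adjusted p = 0.0466 and 0.0439 after Benjamini-Hochberg adjustment), as does edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the section as a block, which pairs the libraries (adjusted p = 0.0142 and 0.00657). The other 34 of the 36 labelled genes were called here.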

Other observations

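The explanations in this part were tested after a first fit of the counts, and only the test by a gene's fold in the ONL was chosen after the other results were seen.

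The real grouping was compared with other splits of the same libraries. For ONL and BCL, ONL and GCL, and BCL and GCL, 1 of 35 splits gave as many genes, which is the real one, and the largest other count was 1, 0 and 0, so chance is excluded as far as 35 splits allow. Over 100 groupings of the 12 libraries, as many genes were enriched in a group in 1 for the ONL, 3 for the BCL and 1 for the GCL, the largest other count being 1729. For genes enriched in TH+ cells 1 of 100 splits was as large (largest other 6, and 4 among the 16 that part every pair). For genes lower in TH+ cells 4 of 100 were as large, the largest other being 8. Among the 16 splits that part every pair the real one was the only one as large.

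Gad1 did not differ clearly in TH+ cells. It had 818 ± 151 CPM in TH+ and 1178 ± 366 in TH− libraries (s.d., n = 5 sections), a log2 fold change of -0.53 (standard error 0.19, adjusted p = 0.261 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the section as a block, which pairs the libraries, it was called (-0.46 at adjusted p = 0.0242, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 2 of 11 alternatives, with adjusted p up to 0.704.

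Beside the rod list, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes called 0 of 10 Müller glia, 0 of 11 bipolar and 1 of 10 amacrine genes lower in TH+ cells, and 6, 3 and 2 when adjusted over the list alone. Medians were -0.55, -0.49 and -0.24. Camera gave adjusted p of 1.65e-06, 0.00458 and 0.00754 after Benjamini-Hochberg adjustment over 6 lists. The Müller glia call held under fry (p = 0.00871) and the estimated correlation (p = 0.0168), and the other 2 did not (fry p = 0.37 and 0.168). Of 2 cone and 7 ganglion genes 0 were called. In the amacrine table 1 gene each of the horizontal, endothelial and pigment epithelium lists was tested and 0 called, and no erythrocyte or microglia gene reached the count minimum. Outside the genes the paper names, the genes with the smallest adjusted p in TH+ cells included Prph2, Slc24a1 and Tlcd3b (log2 fold changes 0.93, 0.84 and 0.79), while the lower genes Slc6a11, Cacna1g, Tle4 and Tgfb2 had -0.89, -1.06, -1.29 and -1.52. No biological explanation was tested for these lists.

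Counting noise at the depth of the wells is a possible explanation of the lower well correlations. Wells simulated from pooled counts gave 0.8294 to 0.843 for HEK cells, where the lowest observed was 0.792, and 0.894 to 0.903 for 3T3 cells, where it was 0.867. The correlation was as low in 0 of 1000 draws for HEK and 0 of 1000 draws for 3T3 cells. Since separate wells differ by more than sampling in any case, this test does not decide how much of the spread is counting noise, and the explanation stays open. No biological explanation was tested, since the wells share their condition.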
